# Microglial–oligodendrocyte interactions in myelination and neurological function recovery after traumatic brain injury

**DOI:** 10.1186/s12974-022-02608-6

**Published:** 2022-10-05

**Authors:** Shanshan Song, Md Nabiul Hasan, Lauren Yu, Satya S. Paruchuri, John P. Bielanin, Shamseldin Metwally, Helena C. M. Oft, Sydney G. Fischer, Victoria M. Fiesler, Tanusree Sen, Rajaneesh K. Gupta, Lesley M. Foley, T. Kevin Hitchens, C. Edward Dixon, Franca Cambi, Nilkantha Sen, Dandan Sun

**Keywords:** White matter damage, Inflammation, Oligodendrocytes, Microglia, Na^+^/H^+^ exchanger, Traumatic brain injury

## Abstract

Differential microglial inflammatory responses play a role in regulation of differentiation and maturation of oligodendrocytes (OLs) in brain white matter. How microglia–OL crosstalk is altered by traumatic brain injury (TBI) and its impact on axonal myelination and neurological function impairment remain poorly understood. In this study, we investigated roles of a Na^+^/H^+^ exchanger (NHE1), an essential microglial pH regulatory protein, in microglial proinflammatory activation and OL survival and differentiation in a murine TBI model induced by controlled cortical impact. Similar TBI-induced contusion volumes were detected in the *Cx3cr1-Cre*^*ERT2*^ control (Ctrl) mice and selective microglial *Nhe1* knockout (*Cx3cr1-Cre*^*ERT2*^*;Nhe1*^*flox/flox*^, *Nhe1* cKO) mice. Compared to the Ctrl mice, the *Nhe1* cKO mice displayed increased resistance to initial TBI-induced white matter damage and accelerated chronic phase of OL regeneration at 30 days post-TBI. The cKO brains presented increased anti-inflammatory phenotypes of microglia and infiltrated myeloid cells, with reduced proinflammatory transcriptome profiles. Moreover, the cKO mice exhibited accelerated post-TBI sensorimotor and cognitive functional recovery than the Ctrl mice. These phenotypic outcomes in cKO mice were recapitulated in C57BL6J wild-type TBI mice receiving treatment of a potent NHE1 inhibitor HOE642 for 1–7 days post-TBI. Taken together, these findings collectively demonstrated that blocking NHE1 protein stimulates restorative microglial activation in oligodendrogenesis and neuroprotection, which contributes to accelerated brain repair and neurological function recovery after TBI.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-022-02608-6.

## Background

Traumatic brain injury (TBI) causes acute apoptotic death of mature oligodendrocytes (OLs) in the white matter tracts [1], which contributes to prolonged cognitive [2, 3], perceptual [4], and sensorimotor deficits [5]. Despite recruitment and accumulation of oligodendrocyte progenitor cells (OPCs) to the injury site from day 2 to 3 months post-injury [1] in white matter repair [6], remyelination mediated by this process is inefficient and often fails due to inadequate OPC differentiation [7], causing sustained axonal demyelination in TBI patients up to 5 years post-TBI [8]. To date, no effective treatments are currently available to reduce TBI-induced OL death and/or to stimulate OPC differentiation for white matter repair. A better understanding of the underlying mechanisms of TBI-mediated white matter injury and the identification of new therapeutic targets to stimulate remyelination are warranted. Reducing OL death and white matter damages while promoting differentiation of OPCs into mature myelinating OLs emerge as a central strategy for improving white matter repair and neurological function recovery after TBI.

Microglia play an important role in supporting normal myelin genesis during development and adulthood, as depletion of microglia either in early postnatal stage or in adulthood significantly reduced OPC/OL numbers and inhibited myelin formation in the corpus callosum (CC) and white matter regions of cerebellum [9]. Restorative phenotype activation of microglia increases secretion of restorative cytokines/growth factors (TGF-β, IL-10, BDNF, GDNF) and clearing of tissue debris through phagocytosis, which stimulates OL genesis and differentiation for remyelination and brain functional recovery [10, 11]. However, activation of microglial inflammation causes secondary damage, which can directly trigger OL apoptosis and hinder OPC maturation, prolonging post-TBI demyelination [10, 11]. Thus, maintaining a balanced microglial activation phenotype homeostasis is important for OL survival, differentiation, and myelination [12].

We recently discovered that activation of microglial NHE1 protein, which mediates H^+^ efflux in exchange of Na^+^ influx, maintains the optimal alkaline intracellular pH (pH_i_) for sustained activation of NADPH oxidase (NOX2) and cytokine release in proinflammatory microglia [13, 14]. However, whether microglial NHE1 protein plays a role in regulating microglia-mediated inflammation and microglia–OL interactions after TBI has not been investigated. In this study, we found that either selective deletion of microglial *Nhe1* in the *Cx3cr1-Cre*^*ERT2*^*;Nhe1*^*flox/flox*^ (*Nhe1* cKO) mice or pharmacological inhibition of NHE1 protein with its potent inhibitor HOE642 accelerated post-TBI functional recovery, in comparison to the *Cx3cr1-Cre*^*ERT2*^ control (Ctrl) or vehicle-treated wild-type (WT) mice. The cKO mice not only exhibited increased tolerance to acute post-TBI neural degeneration and white matter damage, but also showed accelerated regeneration of the OLs and white matter remyelination at chronic phase post-TBI. Flow cytometry and bulk RNAseq of microglia/macrophages revealed reduced inflammatory responses and increased restorative phenotypes in the cKO brains. Taken together, our findings strongly suggest that targeting NHE1 protein emerges as a novel therapeutic strategy for modulating restorative microglial activation in enhancing neuroprotection and oligodendrogenesis in post-TBI tissue repair and neurological function recovery.

## Material and methods

### Animals

All animal studies were approved by the University of Pittsburgh Institutional Animal Care and Use Committee, which adhere to the National Institutes of Health Guide for the Care and Use of Laboratory Animals and reported in accordance with the Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines [15]. Tamoxifen-injected *Cx3cr1-Cre*^*ER*+/−^; *Nhe1*^*flox/flox*^ mice and *Cx3cr1-Cre*^*ER*+/−^ mice were used as cKO and Ctrl groups, as we recently described [16]. For the inhibitor study, a potent NHE1 inhibitor HOE642 (Sigma-Aldrich, USA) was administered twice per day by i.p. injections from day 1–7 post-TBI in C57BL/6 male mice, as described in Additional file 1.

### Controlled cortical impact (CCI)-induced TBI procedures

Mice were anesthetized and subjected to CCI as described [17]. Briefly, mice were placed in a stereotaxic frame (Leica, Germany) and impacted at 4.5 m/s with 20 ms dwell time and 1.2 mm depression, mimicking a moderate TBI. Sham animals underwent the same procedures without the impact, as described in Additional file 1.

### Behavioral function tests

Neurological functional deficits in mice were screened in a blinded manner with adhesive contact/removal test, foot fault test, and y-maze test, all considered reliable for identifying and quantifying sensorimotor and cognitive deficits in mouse models of TBI [18–20]. Please see Additional file 1 for detailed information.

### MRI and DTI of ex vivo brains

At 30 days post-TBI, the same cohort of mice from the behavioral assessments were transcardially perfused with 4% paraformaldehyde (PFA), and ex vivo brains were collected for MRI and diffusion tensor imaging (DTI), as described in Additional file 1. Corpus callosum (CC) and external capsules (EC) were drawn in contralateral (CL) and ipsilateral (IL) hemispheres and values of fractional anisotropy (FA) were calculated, as described before [21].

### Flow cytometry profiling of microglia/macrophages

Single cell suspensions were obtained from CL and IL hemispheric tissues using a neural tissue dissociation kit with the gentleMACS Octo Dissociator (Miltenyi Biotec Inc., Germany), as described before [16, 21]. Cells were stained with antibodies listed in Additional file 1. Data were acquired using an LSRII flow cytometer (BD Biosciences, USA) and analyzed with Flow Jo (Tree Star Inc, USA) software.

### Magnetic-activated cell sorting (MACS) isolation of microglia/macrophages

CD11b^+^ microglia/macrophages were isolated from CL and IL single cell suspensions by MACS using the CD11b MicroBeads (Miltenyi Biotech, USA). Detailed information is described in Additional file 1.

### Bulk RNA sequencing and bioinformatics analysis

Bulk RNA sequencing was performed in MACS-isolated CD11b^+^ microglia/macrophages and paired-end sequenced on Illumina NovaSeq platform using a Smart Seq v4 library preparation kit, as in our recent report [22]. Bioinformatic analysis was performed using Partek Flow 8.0 software (Partek, USA), as described in Additional file 1. The sequencing data have been deposited in the Gene Expression Omnibus (GEO) database with experiment series accession number GSE199869.

### Quantitative real-time PCR

RNA was isolated from the MACS-isolated CD11b^+^ microglia/macrophages using a Direct-zol RNA MicroPrep Kit (Zymo Research, USA), following the manufacturer’s instruction. qPCR was performed on a CFX96 Real-Time PCR Detection System (Bio-rad, USA), as described in Additional file 1. Data were analyzed using the ΔΔCt method [23] with triplicate reactions for each gene evaluated. Primer sequences are listed in Additional file 1: Table S1.

### Immunofluorescent staining

Mouse brains were fixed with transcardial perfusion with 4% PFA, and cryosectioned at 25 μm thickness for immunofluorescent staining, as described in Additional file 1. Identical acquisition parameters were used and fluorescent images were obtained using a Nikon A1R confocal microscope (Nikon, Japan) before analyzing with ImageJ (NIH, USA).

### Statistical analysis

Unbiased study design and analyses were used in all the experiments. Blinding of investigators to experimental groups were maintained until data were fully analyzed whenever possible. Power analysis were performed based on the mean and variability of data from our laboratory. *N* = 8 mice/group for behavioral tests, *N* = 6 for immunostaining, flow cytometry, qPCR, and *N* = 4 for RNAseq and MRI/DTI were sufficient to give us 80% power to detect 20% changes with 0.05 two-sided significance. Data were expressed as mean ± SEM. Two-tailed Student’s *t*-test with 95% confidence was used when comparing two conditions. For more than two conditions, two-way ANOVA analysis was used. *p* value < 0.05 was considered statistically significant (Prism, GraphPad, USA).

## Results

### Microglial *Nhe1* cKO mice exhibited accelerated sensorimotor and cognitive function recovery after TBI

We demonstrated in our recent report that our *Nhe1* cKO mouse line successfully deleted NHE1 protein expression exclusively in the IBA1^+^ microglia/macrophages, but remained unchanged in other cell types [21]. Survival rate and neurological behavior functions in Ctrl and *Nhe1* cKO mice were monitored during 1–30 days post-TBI (Fig. 1a). Neither Sham Ctrl or Sham cKO mice displayed any mortality, while Ctrl and cKO TBI mice exhibited < 10% mortality (Fig. 1b). Ctrl and cKO TBI mice showed similar contusion volume initially at 3 days post-TBI (Fig. 1c). However, the unbiased analysis of NeuN^+^ neuronal counts by automatic cell counting (using the “count particles” module in ImageJ) revealed significantly higher NeuN^+^ cell percentages in both CL and IL peri-lesion cortex of the cKO brains than the Ctrl brains (Fig. 1d). Moreover, compared to the Ctrl TBI mice, significantly increased NeuN intensity in the whole hippocampus area and NeuN^+^ cell counts in CA1, CA3 and dentate gyrus regions were detected in the cKO TBI mice (Additional file 1: Fig. S1). In assessing their correlation to neurological functional outcomes, Ctrl and cKO sham animals showed a brief elevation of sensorimotor deficits at 1 day post-sham, but quickly returned to baseline at 3 days post-procedure (Fig. 1e, f). In comparison, the Ctrl TBI mice exhibited significantly prolonged contact and removal time (~ 20-fold and 10-fold, respectively), as well as significantly more errors in the foot fault test (~ 4-fold) at 1–7 days post-TBI (Fig. 1e, f). However, compared to the Ctrl TBI mice, the *Nhe1* cKO mice showed significantly accelerated sensorimotor function recovery during 5–14 days post-TBI, and completely returned to their baseline levels by day 14 (Fig. 1e, f). In testing working memory using the Y-maze test at 30 days post-TBI, the cKO mice exhibited a significantly higher spontaneous alternation rate (~ 73%) than the Ctrl mice (~ 46%, *p* < 0.0001), indicating a stimulated working memory function in the cKO mice (Fig. 1g). However, the two groups displayed similar locomotor activities reflected by total arm entries (Additional file 1: Fig. S2). Taken together, these neurological function assessment tests demonstrate that the *Nhe1* cKO mice exhibited better neurological function (sensorimotor and cognitive) recovery after TBI, associated with preservation of cortical and hippocampal neurons.

**Fig. 1:**
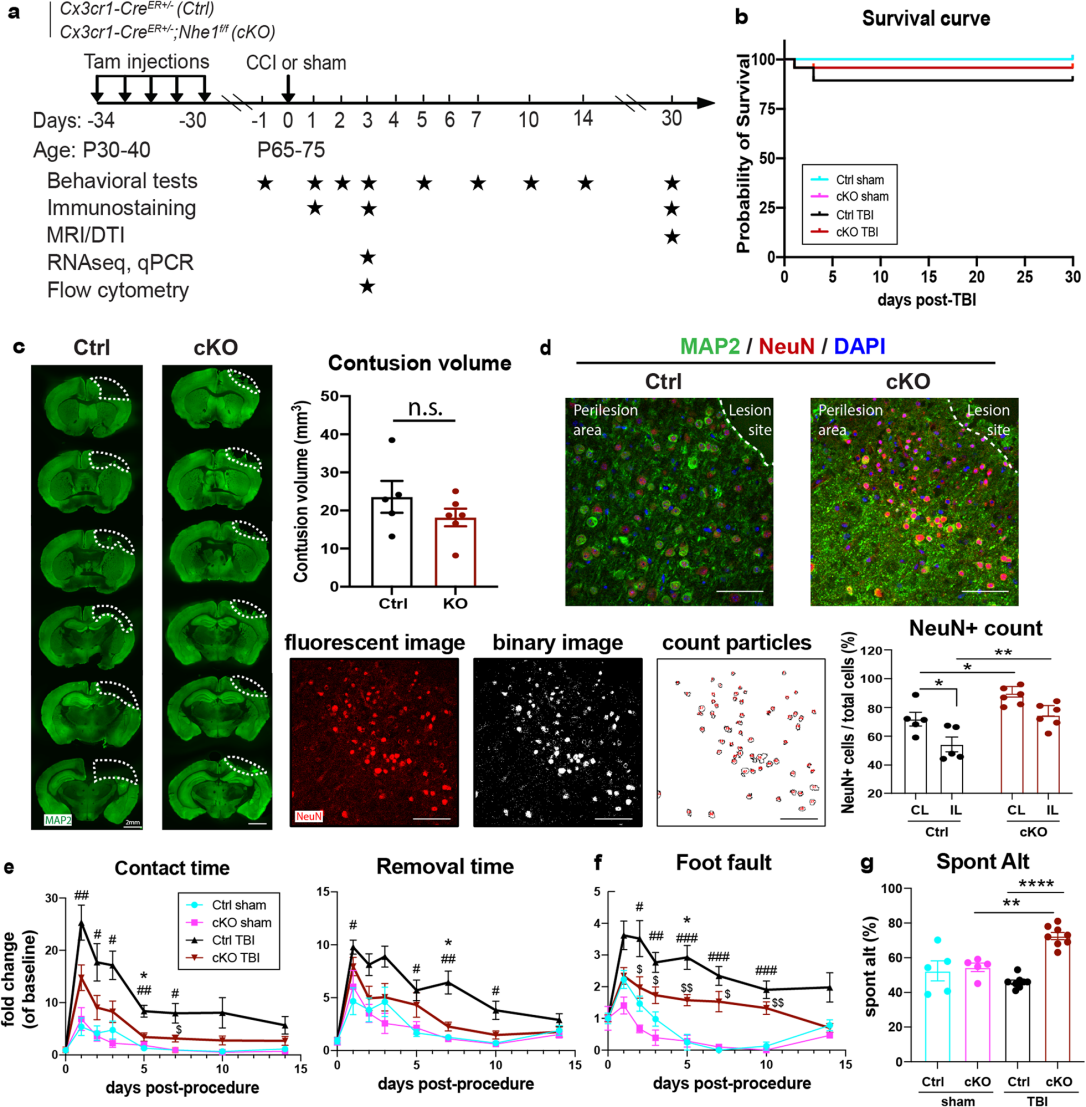
Effects of microglial *Nhe1* deletion on contusion volume and neurological function recovery in post-TBI mice. **a** Experimental protocol. *Cx3cr1-Cre*^*ER*+/−^ control (Ctrl) mice or *Cx3cr1-Cre*^*ER*+/−^*;Nhe1*^*f/f*^ (*Nhe1* cKO) mice at postnatal day 30–40 (P30-40) were given tamoxifen (Tam, 75 mg/kg body weight/day at a concentration of 20 mg/ml in corn oil, intraperitoneally) for five consecutive days. A 30-day post-injection waiting period was used for clearance of Tam and for replenishing of peripheral *Cx3cr1*^+^ monocytes prior to the induction of CCI or sham procedures. **b** Survival curve of Ctrl and cKO mice during 1–30 days post-sham or TBI. **c** Contusion volume of Ctrl or cKO brains at 3 days post-TBI assessed by neuronal marker MAP2 expression. **d** Representative images of neuronal marker MAP2 and NeuN expressions with unbiased automatic quantification of NeuN^+^ neurons in the contralateral (CL) and the ipsilateral (IL) peri-lesion cortex of Ctrl or cKO brains at 3 days post-TBI. N = 5 for Ctrl (3 males, 2 females), and N = 6 for cKO (4 males, 2 females). Scale bar = 50 µm**. e** Adhesive tape removal test in mice at 1–14 d post-sham or TBI. **f.** Foot fault test in the same cohort of mice as in e. **g.** Y-maze test in the same cohort of mice as in e. Data are mean ± SEM. N = 5 for sham groups, N = 8 for TBI groups (all males). * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001, Ctrl TBI vs. cKO TBI. # p < 0.05, ## *p* < 0.01, ### *p* < 0.001 Ctrl TBI vs. Ctrl sham. $ p < 0.05, $$ p < 0.01, cKO TBI vs. cKO sham

### Microglial *Nhe1* cKO mice displayed improved white matter resistance against TBI-induced apoptosis and inhibition of oligodendrogenesis

As white matter integrity is important for restoring neurological functions after TBI [2, 8], we tested whether the improved functional outcomes of the cKO mice were in part due to their increased tolerance to TBI-induced damage and/or boosted white matter repair. Myelin basic protein (MBP), a marker for white matter myelination, was used to assess corpus callosum (CC) tract integrity in the Ctrl and cKO brains after sham or TBI procedures. Interestingly, the cKO brains exhibited a thicker CC (midline, same bregma level, Additional file 1: Fig. S3) at 24 h after sham procedure (Fig. 2a, *p* < 0.05), indicating a possible role of microglial NHE1 protein in regulating white matter integrity homeostasis. At 1 day post-TBI, the cKO brains showed a significantly higher CC thickness than the Ctrl brains (Fig. 2a, *p* < 0.001). Further analysis of Olig2^+^ oligodendrocyte lineage cells at 3 days post-TBI revealed significantly elevated NG2^+^Olig2^+^ OPCs, Ki67^+^Olig2^+^ proliferative OLs, and reduced Caspase3^+^Olig2^+^ apoptotic OLs in both hemispheres of the cKO brains, compared to Ctrl brains (Fig. 2b, *p* < 0.05). Importantly, these cKO brains also exhibited increased expression of H3K9me3 in the Olig2^+^ OLs, a post-translational histone modification marker for OPC differentiation [24] (Fig. 2b, *p* < 0.01). Moreover, analysis of APC^+^ mature OLs counts showed that TBI did not affect OL survival in the CL hemispheres of either Ctrl or cKO brains, but induced an immediate decrease of the APC^+^ mature OLs in the IL hemisphere of the Ctrl mice at 1 d post-TBI (Fig. 2c–e, *p* < 0.01). In contrast, the cKO TBI brains were resistant to such a loss in the IL hemisphere (Fig. 2c–e). The Ctrl TBI mice continued to lose mature OLs in both CL and IL CC at 3 days post-TBI, while the TBI-induced reduction of mature OLs in the cKO CC was delayed (Fig. 2c–e). Interestingly, by 30 days post-TBI, the mature OLs in Ctrl mice failed to regenerate, while the cKO brains exhibited significantly elevated counts of mature OLs in both hemispheres of the CC tracks (Fig. 2e, *p* < 0.01). These findings strongly suggest that deletion of microglial NHE1 protein not only provided resistance to the white matter damage induced by TBI, but also promoted oligodendrogenesis by increasing their progenitor cell proliferation and differentiation into mature myelinating OLs.

**Fig. 2:**
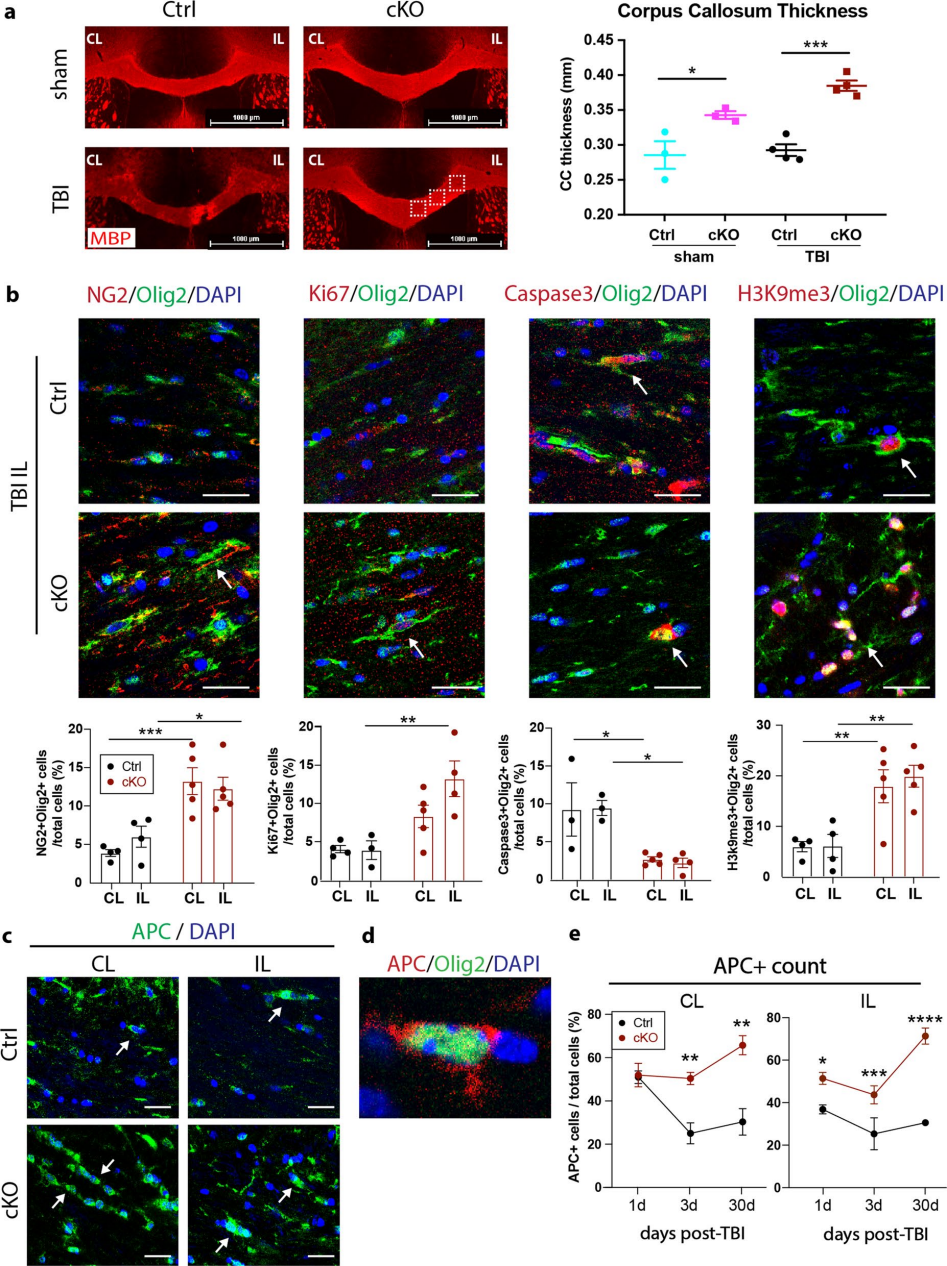
Microglial *Nhe1* cKO mice increased white matter tolerance to TBI with enhanced oligodendrogenesis and differentiation. **a.** Representative immunofluorescent images of MBP staining (at same bregma level) showing the cKO mice exhibited increased corpus callosum (CC) thickness at 1 day after sham or CCI procedures. *N* = 3 for Ctrl sham (1 male, 2 females) and cKO sham (1 male, 2 females); *N* = 4 for Ctrl TBI (2 males, 2 females) and cKO TBI (2 males, 2 females). Boxed areas indicate locations where zoom-in images (in b and c) were collected. **b.** Representative images and quantification of Olig2 colocalized with NG2, Ki67, Caspase-3, and H3K9me3 in CC of Ctrl or cKO brains at 3 days post-TBI. *N* = 4 for Ctrl (2 males, 2 females) and *N* = 5 for cKO (3 males and 2 females). Scale bar = 10 µm. **c.** Representative images of APC^+^ mature oligodendrocytes in the CC of Ctrl or cKO brains at 3 days post-TBI. Arrows: APC^+^ mature OLs. Scale bar = 10 µm. **d.** Colocalization of Olig2^+^ with the APC^+^ mature oligodendrocytes. **e.** Quantification of APC^+^ mature oligodendrocytes in the CC of Ctrl or cKO brains at 1, 3, and 30 days post-TBI. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001

### Selective deletion of microglial *Nhe1* increased microglial anti-inflammatory phenotype activation in TBI brains

To understand the underlying mechanisms of the increased oligodendrogenesis in the post-TBI cKO brains, we examined the profiling of microglia and infiltrated myeloid cells in Ctrl or *Nhe1* cKO brains at 3 days post-TBI with flow cytometry (Fig. 3a). No difference in the percentage of microglial cells (CD11b^+^CD45^lo^) and infiltrated myeloid cells (CD11b^+^CD45^hi^) were detected in CL or IL hemispheres of the Ctrl and *Nhe1* cKO mice (Fig. 3b, *p* > 0.05). Further probing of the expression of pro-inflammatory markers CD16/32 and CD86 did not show any differences between Ctrl and cKO microglia and/or myeloid cells (Fig. 3c, d). However, the percentage of anti-inflammatory CD206-positive microglia/myeloid cells and Ym-1^hi^-positive microglia were significantly increased in the IL hemisphere of the cKO brains, compared to the Ctrl (Fig. 3c, d, *p* < 0.05). Further characterization of microglial cells or reactive astrocytes in the peri-lesion cortex of Ctrl or cKO brains by immunofluorescent staining revealed that TBI induced significant increases in GFAP^+^ astrocytes and IBA1^+^ microglia/macrophage counts in both the Ctrl and cKO brains at 3 days post-TBI (Fig. 3e, *p* < 0.05), but, the cKO brains showed significantly attenuated GFAP^+^ astrocyte and IBA^+^ microglia/macrophage counts were significantly attenuated in the peri-lesion area of the cKO brains, compared to the Ctrl (Fig. 3e, *p* < 0.001). Taken together, these findings demonstrate that selective deletion of microglial *Nhe1* gene promotes the restorative activation of microglia/myeloid cells and reduces astrogliosis in the cKO brains.

**Fig. 3:**
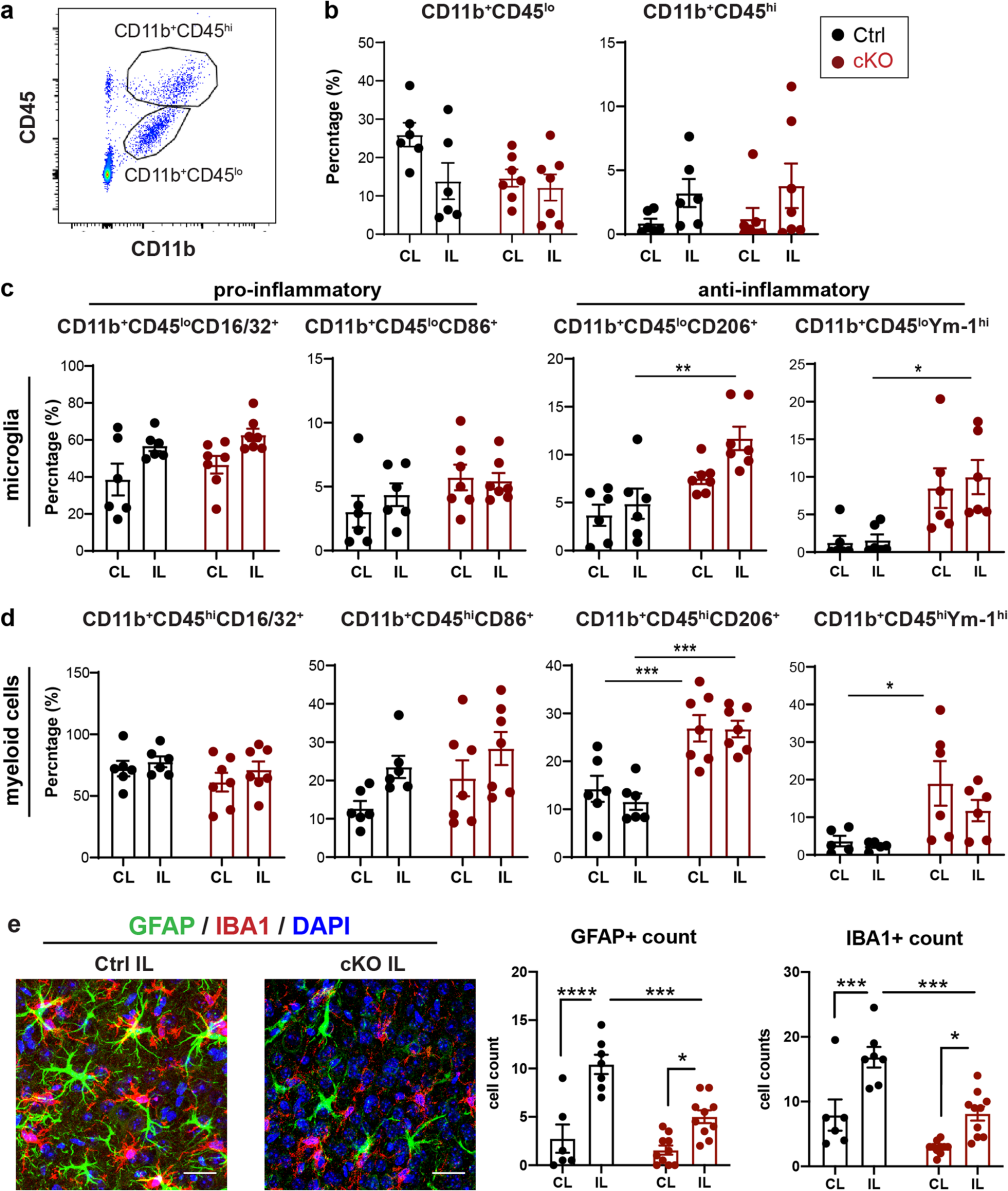
Selective deletion of microglial *Nhe1* reduced inflammatory responses in cKO mice at 3 days post-TBI. **a** Representative gating strategy of CD11b^+^CD45^lo^ microglia and CD11b^+^CD45^hi^ myeloid cells using flow cytometry. **b** Percentages of the CD11b^+^CD45^lo^ microglia and CD11b^+^CD45^hi^ macrophage populations within live singlet cells of Ctrl or cKO brains at 3 days post-TBI. **c**, **d** Expressions of pro- and anti-inflammatory markers within CD11b^+^CD45^lo^ or CD11b^+^CD45^hi^ populations. Data are mean ± SEM, N = 6 for Ctrl (3 males, 3 females) and N = 7 for cKO (4 male, 3 females). **e** Representative images and quantification of GFAP^+^ reactive astrocytes and IBA1^+^ microglia/macrophages in the peri-lesion cortex of Ctrl or cKO brains at 3 days post-TBI. Scale bar = 20 µm. Data are mean ± SEM, *N* = 6 for Ctrl (3 males, 3 females) and *N* = 10 for cKO (6 males, 4 females). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001

### Selective deletion of microglial *Nhe1* altered inflammation-related transcriptome profile in microglia/macrophages after TBI

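RNA-seq libraries were made from CD11b+ cells of 4 Ctrl CL, 4 Ctrl IL, 3 cKO CL and 3 cKO IL hemispheres, sorted with magnetic beads at 3 days post-TBI, all from males. The mouse numbers on the 14 libraries belong to 8 mice, of which 6 gave both hemispheres. Of the cKO mice, 1 gave only an IL library and 1 gave only a CL library. The authors mapped the reads with STAR to the mouse genome mm10 (GRCm38) and deposited values for 33939 genes under Ensembl identifiers. The values are named raw counts, but those of each library sum to 1e+06, so they were read as reads per 1e+06 reads assigned to genes (CPM). Of the values under 100 reads, between 78.5% and 83.5% in each library are whole multiples of a single step, within a tolerance of 0.03. The size of that step gives the reads behind each library, which ranged from 12.2 to 41.6 M (1 M being 1e+06 reads) with a median of 34.2 M. The remaining values lie outside this tolerance, so they were read as fractions of the step, from reads shared among genes before scaling. Tests that need whole counts were therefore not used. The IL library of Ctrl mouse 3546 had the fewest reads, followed by the CL library of Ctrl mouse 3551 with 16.1 M.
Genes were compared with limma, with a trend of the variance on the mean level, on log2(CPM + 1) after scaling by the trimmed mean of M-values. The genes tested reached the CPM of 10 reads in a library of median depth in at least as many libraries as the smaller group holds. A gene was called differentially expressed (DEG) with a Benjamini-Hochberg adjusted p at or under 0.05 and a fold change of at least 1.2, the paper's thresholds. Log2 fold changes and their standard errors (SE) are on the log2(CPM + 1) scale, which makes changes of genes near or under 1 CPM smaller, and group values are means ± SD of the CPM as deposited.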

To understand how deletion of microglial *Nhe1* affects microglial restorative function, we performed bulk RNA sequencing (RNA-seq) of CD11b^+^ cells isolated from the CL and IL hemispheres of Ctrl and *Nhe1* cKO brains at 3 days post-TBI (Fig. 4a). Unsupervised hierarchical clustering analysis demonstrated clear separation between CL and IL hemispheres of cKO and Ctrl brains (Fig. 4b). 

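The clustering was repeated on z scores of the log2 values of the 14 libraries, with Euclidean distance and average linkage, and the tree was divided into 4 clusters. With the 189 genes called between cKO and Ctrl in at least 1 hemisphere, the 4 clusters were the 4 groups (adjusted Rand index 1), and Ward linkage gave the same clusters. The first division of this tree parted the cKO from the Ctrl libraries. These genes had been chosen because the genotypes differ in them, so a division by genotype follows in part from the choice. With all 18476 genes that passed the filter, the adjusted Rand index against the 4 groups was 0.347, and with the 500 genes of highest variance it was 0.631. The first division of the tree from these 500 genes parted the IL from the CL libraries. That division fixes its adjusted Rand index against the genotypes, which was -0.0815, so this index says nothing about the genotypes. Among the 4 clusters of this tree, the cKO CL libraries were apart from the Ctrl CL libraries. The cKO IL libraries shared a cluster with the Ctrl IL libraries other than that of mouse 3546. Across genes, which are not independent replicates, Spearman's rho between libraries of the same group ranged from 0.941 to 0.986.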

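Of 16873 genes tested in the IL hemispheres, 111 were called between cKO and Ctrl, 60 of them higher and 51 lower in the cKO. Without adjustment, 1507 genes had a p under 0.05. For 10.3% of the genes tested, every cKO IL library lay on the same side of every Ctrl IL library, where chance gives 5.71%. Among the settings that kept every library, a fit of all 14 libraries with the mouse as a random effect moved the count most, to 185 DEGs, and 102 of the 111 remained. Among genes with at least 10 reads' worth in every library, 35 of 79 calls were higher in the cKO. The balance of directions thus depends on the filter. Single libraries also moved the count. Without the IL library of Ctrl mouse 3546, the library with the fewest reads, 280 genes were called and all 111 remained, and without the IL library of cKO mouse 784, 46 genes were called. The authors' table of this comparison holds 123 DEGs by their own test, and 73 of the 111 genes are among them, all in the same direction. That table comes from the same libraries, so a shared direction is not independent evidence.
The genes named here were called in both hemispheres, with no overlap between cKO and Ctrl libraries in either, and changed most in the IL hemispheres. The increases were those of *Ifi202b*, *Gm8210*, *Gm13841*, *Gm28438* and *Hspb3*. *Ifi202b* (ENSMUSG00000026535, chromosome 1 from 173962568 to 173982744) was listed at 0 in 7 of the 8 Ctrl libraries and stood at 39.3 ± 2.50 CPM in cKO IL (SD, n = 3), with a limma adjusted p of 6.72e-06. *Gm8210* and *Gm13841*, processed pseudogenes with a sequence near that of *Rpl29*, were at 19.8 ± 9.30 and 17.4 ± 3.70 CPM in cKO IL and at most 0.289 CPM in each Ctrl IL library. *Gm28438*, a pseudogene that matches *mt-Nd3* over 342 bases, was at 21.9 ± 5.17 CPM in cKO IL and 0.538 ± 0.598 CPM in Ctrl IL (SD, n = 4). *Hspb3* (ENSMUSG00000051456, chromosome 13) was at 11.8 ± 1.07 CPM in cKO IL and at most 0.117 CPM in each Ctrl IL library.
The decreases were those of *AI506816*, *Ldhb*, *Fcrls*, *Ldhb-ps* and *Fmr1nb*. *AI506816* (ENSMUSG00000105987, chromosome 5), a noncoding transcript, had a log2 fold change of -5.41 (SE 0.18), from 94.9 ± 19.9 to 1.22 ± 0.338 CPM. *Fcrls* (ENSMUSG00000015852, chromosome 3) had one of -2.99 (SE 0.14, limma adjusted p = 3.16e-05), from 3371 ± 221 to 422 ± 64.9 CPM. *Ldhb-ps* fell with *Ldhb*, with a log2 fold change of -2.92 (SE 0.19). *Fmr1nb* on chromosome X had one of -2.84 (SE 0.46, limma adjusted p = 0.0372), and it was not called without a filter on low values, with a pseudocount of 0.1 or in 6 of the 7 fits that each left out a library.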

123 differentially expressed genes (DEGs) were identified in the IL hemispheres of cKO mice, compared to Ctrl mice (fold change ≥ 1.2 or ≤ -1.2 and FDR *q*-value ≤ 0.05, Fig. 4c); among those, 56 genes were upregulated and 67 downregulated (Fig. 4d). Ingenuity Pathway Analysis (IPA) showed significantly altered enrichment pathways, including Th1 and Th2 activation pathways (Fig. 4e, *p* < 0.05), which are known to regulate inflammation states in microglia and macrophages by secreting a variety of cytokines/factors, such as IFN-γ, IL-4, IL-10, TGF-β, and osteopontin [25, 26]. Within these pathways, multiple pro-inflammatory genes were triggered by TBI in the Ctrl microglia/macrophages, but significantly decreased in the cKO microglia/macrophages, such as *Psen2*, *Ifi206*, *Ifi207*, and *Igsf8* (Fig. 4d, f), all reported to be involved in microglia/macrophage-mediated inflammation [27–30]. 

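*Psen2*, *Ifi206*, *Ifi207* and *Igsf8* all lie on chromosome 1 of GRCm38, between 172261641 and 180263438. *Ifi206*, *Ifi207* and *Igsf8* lie in the stretch from 171 to 174 Mb. There 12 of 51 genes tested were called between the genotypes in at least 1 hemisphere, *Ifi206* and *Ifi207* among them and *Igsf8* not. The rise with injury was read from the IL and CL hemispheres of the Ctrl mice, where 1089 of 16376 genes were called, and 3356 with the mouse as a block. *Psen2* (ENSMUSG00000010609) rose from 16.2 ± 2.49 CPM in Ctrl CL to 37.6 ± 4.13 CPM in Ctrl IL (SD, n = 4), a log2 fold change of 1.25 (SE 0.19, limma adjusted p = 0.00415). *Ifi207* (ENSMUSG00000073490) rose from 34.9 ± 2.25 to 98.1 ± 15.0 CPM, with a log2 fold change of 1.53 (SE 0.20, limma adjusted p = 0.00206). *Ifi206* (ENSMUSG00000037849) went from 4.54 ± 2.65 to 10.3 ± 3.39 CPM and *Igsf8* (ENSMUSG00000038034) from 87.1 ± 1.66 to 114 ± 5.42 CPM, with limma adjusted p values of 0.136 and 0.0996, and both were called with the mouse as a block.
In cKO IL (n = 3), *Psen2* was at 21.3 ± 1.86, *Ifi206* at 1.05 ± 0.695, *Ifi207* at 39.1 ± 2.95 and *Igsf8* at 82.8 ± 0.658 CPM, and for each of these genes every cKO IL library was below every Ctrl IL library. The log2 fold change between cKO and Ctrl IL was -2.45 (SE 0.34) for *Ifi206* and -1.28 (SE 0.16) for *Ifi207*, and both were called, with limma adjusted p values of 0.0200 and 0.0115. *Ifi206* lost its call in 3 of the 7 fits that each left out a library and *Ifi207* in 2, the adjusted p rising to 0.113 and 0.0754. *Psen2*, with a log2 fold change of -0.77 (SE 0.17, limma adjusted p = 0.132), was called without the IL library of Ctrl mouse 3546 and in the fit of all 14 libraries with the mouse as a random effect. *Igsf8*, with -0.44 (SE 0.12, limma adjusted p = 0.250), was called in no setting tried. *Ifi206* matches *Ifi208* and *Ifi213* over 1332 and 1331 bases at 92.7% and 92.8% identity, so reads of these genes can be exchanged. Whether the genotype difference itself differed between the hemispheres was tested as an interaction, with differences between the log2 fold changes of -0.43 for *Psen2*, -0.62 for *Ifi206*, -0.10 for *Ifi207* and -0.08 for *Igsf8* and limma adjusted p values of 1.00 for each.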

*S1pr1* and *Tpm3* genes are also involved in inflammation and expression of these two genes were reduced significantly in cKO IL hemisphere compared to ctrl IL hemisphere (Fig. 4f). Additionally, the cKO microglia/macrophages showed elevated expressions of *Fcgr1*, *Gnb4*, and *B4galnt1* genes which stimulate anti-inflammatory activation [29, 31]. On the other hand, the non-lesion CL hemispheres displayed 178 DEGs between Ctrl and cKO microglia/macrophages (Fig. 4c, Additional file 1: Fig. S4a), with IPA analysis showing significantly altered IL-8 signaling pathway with reduced inflammatory genes such as *Napepld*, *Vcam1*, *Rnd1* [32] in the cKO microglia/macrophages (Additional file 1: Fig. S4b, c). 

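*S1pr1* (ENSMUSG00000045092, chromosome 3 of GRCm38 from 115710433 to 115715072) was at 159 ± 6.41 CPM in Ctrl IL (SD, n = 4) and 104 ± 15.1 CPM in cKO IL (SD, n = 3), without overlap between the libraries. The log2 fold change was -0.60 (SE 0.15, limma adjusted p = 0.180), and over all settings tried the adjusted p stayed between 0.0512 and 0.641. In the CL hemispheres, where it was at 138 ± 15.2 CPM in Ctrl and 48.9 ± 5.43 CPM in cKO, the log2 fold change was -1.49 (SE 0.17, limma adjusted p = 0.00138).
*Tpm3* (ENSMUSG00000027940, chromosome 3 from 90072649 to 90100902) was at 566 ± 28.3 CPM in Ctrl IL and 130 ± 8.22 CPM in cKO IL, a log2 fold change of -2.10 (SE 0.13, limma adjusted p = 0.000252), and it was called in every setting tried. *Tpm3-rs7* (ENSMUSG00000058126, chromosome 14), which matches *Tpm3* over 2108 bases at 99.1% identity, changed the other way, from 289.99 ± 14.2 to 720 ± 15.7 CPM, with a log2 fold change of 1.32 (SE 0.14, limma adjusted p = 0.00462). The sum of both genes was 856 ± 33.0 CPM in Ctrl IL and 850 ± 8.72 CPM in cKO IL (two-sided exact permutation test, p = 0.971). Which of the copies the reads came from cannot be read from the deposited values.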

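*Fcgr1* (ENSMUSG00000015947, chromosome 3 of GRCm38 from 96282909 to 96293969) was at 238 ± 16.1 CPM in Ctrl IL (SD, n = 4) and 611 ± 84.9 CPM in cKO IL (SD, n = 3), a log2 fold change of 1.36 (SE 0.18, limma adjusted p = 0.0171). Without the IL library of Ctrl mouse 3551, cKO mouse 784 or cKO mouse 791 it was not called, with adjusted p values of up to 0.106. *Gnb4* (ENSMUSG00000027669, chromosome 3 from 32580332 to 32616585) was at 2.18 ± 0.309 CPM in Ctrl IL and 20.6 ± 1.07 CPM in cKO IL, a log2 fold change of 2.78 (SE 0.16, limma adjusted p = 9.81e-05), and it was called in every setting tried. *B4galnt1* (ENSMUSG00000006731, chromosome 10 from 127165225 to 127172330) was at 105 ± 6.96 CPM in Ctrl IL and 167 ± 15.8 CPM in cKO IL. Its log2 fold change was 0.67 (SE 0.12, limma adjusted p = 0.0519), and it was called with upper-quartile scaling, with the deposited CPM without further scaling, with median-ratio scaling and without the IL library of Ctrl mouse 3546. *Cd40* (ENSMUSG00000017652, chromosome 2), a gene marked in Fig. 4d, was at 7.67 ± 1.36 CPM in Ctrl IL and 19.2 ± 5.36 CPM in cKO IL, a log2 fold change of 1.21 (SE 0.25, limma adjusted p = 0.103). Transcripts of *B4galnt1* share 716 bases with the overlapping *Slc26a10*. For each of these 4 genes every cKO IL library was above every Ctrl IL library. Between cKO and Ctrl in the CL hemispheres, the log2 fold change was 0.76 for *Fcgr1* (limma adjusted p = 0.153), 3.35 for *Gnb4* (limma adjusted p = 0.000946) and 0.86 for *B4galnt1* (limma adjusted p = 0.0553).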

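In the CL hemispheres, 145 of 16570 genes tested were called between cKO and Ctrl, 77 higher and 68 lower in the cKO, and 1622 had an unadjusted p under 0.05. The count was 293 with all 14 libraries and the mouse as a random effect, 261 with all 14 libraries in a single fit and 86 among genes with at least 10 reads' worth in every library. It was 71 without the CL library of cKO mouse 791. For 10.0% of the genes every cKO CL library lay on the same side of every Ctrl CL library, where chance gives 5.71%. The authors' table, from the same libraries, holds 178 DEGs, of which 91 were called here in the same direction. Between the hemispheres, 67 genes were called in both, 36 higher and 31 lower in the cKO in both, and 0 in opposite directions. Of the 44 genes called only in the IL hemispheres, 40 of the 41 tested in the CL hemispheres changed in the same direction there, and of the 78 called only in the CL hemispheres, 68 of the 70 tested in the IL hemispheres did. Hemispheres of the same mice can agree in this way without a genotype difference. Over the other assignments of whole mice to the genotypes, as many genes of smallest p agreed in a median of 82.1% (genes from IL) and 85.5% (genes from CL). Of 35 assignments, the real one included, 7 and 5 reached the real shares of 97.6% and 97.1%, so these shares are no evidence of a genotype effect common to both hemispheres. The 67 genes called in both hemispheres are not part of these shares. Each of the other assignments gave at most 1 gene called in both.
*Napepld* (ENSMUSG00000044968, chromosome 5) was at 3.08 ± 0.344 CPM in Ctrl CL (SD, n = 4) and 1.55 ± 0.162 CPM in cKO CL (SD, n = 3), a log2 fold change of -0.68 (SE 0.20, limma adjusted p = 0.220), and was called in no setting tried. *Vcam1* (ENSMUSG00000027962, chromosome 3) was at 98.9 ± 41.1 and 31.9 ± 6.51 CPM, a log2 fold change of -1.54 (SE 0.34, limma adjusted p = 0.0691). *Rnd1* (ENSMUSG00000054855, chromosome 15) was at 2.8001 ± 0.761 and 0.862 ± 0.211 CPM, a log2 fold change of -1.03 (SE 0.24, limma adjusted p = 0.103). In both fits of all 14 libraries *Vcam1* and *Rnd1* were called, and *Vcam1* was also called without the CL library of Ctrl mouse 3551. For each of the 3 genes every cKO CL library was below every Ctrl CL library.

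**Figure D1:**
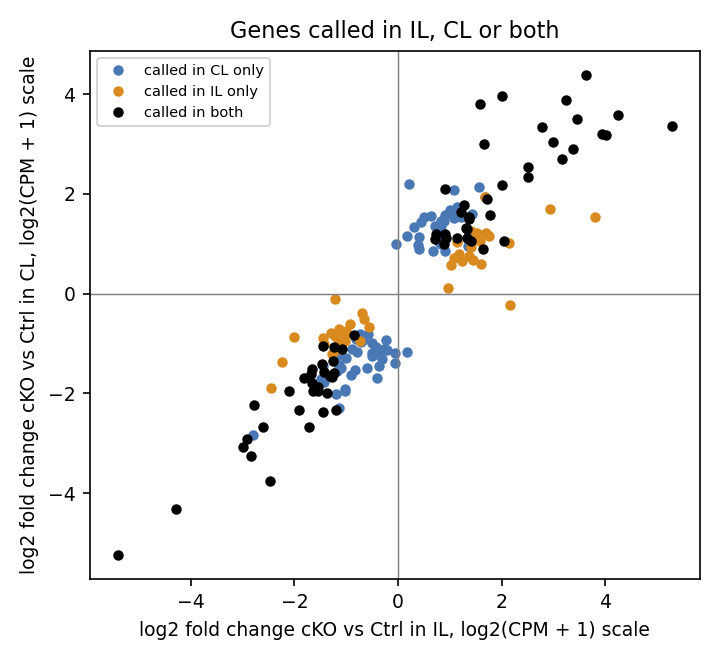
Log2 fold change between cKO and Ctrl in the IL hemispheres (horizontal axis) and in the CL hemispheres (vertical axis), on the log2(CPM + 1) scale, for genes called in at least 1 hemisphere and tested in both. Each point is a gene, in black for the 67 genes called in both, in orange for those called in the IL only and in blue for those called in the CL only.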

Change of selected key pathway genes have been validated by qRT-PCR (Additional file 1: Fig. S5). Additionally, changes of pathways in naïve Ctrl and cKO brains (Additional file 1: Fig. S6), as well as pathway networks specific to CL or IL hemispheres of Ctrl and cKO mice after TBI have been analyzed using Metascape (https://metascape.org) (Additional file 1: Fig. S7a-b). 

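In the IL hemispheres, *Csf1r*, *Itgax*, *Spp1*, *Tnf*, *Axl*, *Clec7a*, *Gpx3*, *Mrc1*, *Lpl* and *Igf1* (Fig. S7c) were all tested between cKO and Ctrl, and 0 of these 10 genes were called, with limma adjusted p values from 0.0707 for *Tnf* to 0.957 for *Mrc1*. Unadjusted p values were under 0.05 for *Itgax*, *Tnf*, *Axl*, *Clec7a*, *Gpx3*, *Lpl* and *Igf1*. *Tnf* (ENSMUSG00000024401) was at 736 ± 147 CPM in Ctrl IL (SD, n = 4) and 1783 ± 411 CPM in cKO IL (SD, n = 3), without overlap between the libraries, and the log2 fold change was 1.28 (SE 0.24). It was called with the deposited CPM without further scaling, without the IL library of Ctrl mouse 3546 and without that of cKO mouse 3592. *Igf1* (ENSMUSG00000020053) had a log2 fold change of -1.17 (SE 0.30, limma adjusted p = 0.194) and was called without the IL library of cKO mouse 3592. *Itgax* (ENSMUSG00000030789), with a log2 fold change of 0.69 (SE 0.24, limma adjusted p = 0.371), was called without the IL library of Ctrl mouse 3546. *Mrc1*, with a log2 fold change of -0.22 (SE 0.45), was at 184 CPM in the IL library of Ctrl mouse 3546 and between 42.7 and 62.3 CPM in the other Ctrl IL libraries, and its log2 fold change over the fits that each left out a library went from -0.57 to 0.19. In simulated libraries of the same number and depth, 64.6% of genes changed 2-fold were recovered in the IL comparison, so a change of that size can go undetected. Every gene had the same dispersion in that simulation, so the share can be lower for genes that vary widely, such as *Mrc1*.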

We also probed for myelination-related genes reported in literature [33–36], however, no significant differences were detected (Additional file 1: Fig. S7c). Taken together, our bioinformatic analysis reveals that deletion of microglial *Nhe1* attenuates the expression of inflammation-related transcriptomes, but stimulates restorative microglial activation transcriptome profiles after TBI.

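Of the 27 genes reported here that the paper names from these libraries, 6 were called between cKO and Ctrl in the IL and 4 in the CL hemispheres when adjusted over all genes tested. When adjusted over the list alone, 19 and 13 were. The study chose most of these genes on the same libraries, so the second counts are not independent evidence. For 16 genes the paper gives a direction in a comparison of cKO and Ctrl, and 6 of them were called in that direction.
Genes that the paper's text ties to states of microglia were also tested as lists with limma's camera, which sets the correlation between genes to 0.01, with adjustment over 15 lists. Some of these genes, such as *Tnf* and *Spp1*, are also shown from the RNA-seq in Fig. S7c. Of the 8 pro-inflammatory genes (*Tnf*, *Il1b*, *Ifng*, *Nlrp3*, *Cybb*, *Cd86*, *Fcgr3* and *Fcgr2b*), 7 could be tested, and their median log2 fold change between cKO and Ctrl was -0.07 in the IL hemispheres (3 higher and 4 lower, adjusted p = 0.779) and -0.31 in the CL hemispheres (3 higher and 4 lower, adjusted p = 0.686). In the IL hemispheres camera gave the direction higher, unlike this median. The second list joins restorative factors (*Tgfb1*, *Il10*, *Bdnf* and *Gdnf*), anti-inflammatory markers (*Mrc1* and *Chil3*) and markers of microglia that support myelination (*Spp1*, *Gpnmb*, *Igf1*, *Atp6v0d2* and *Lamp2*). Of its 11 genes, 9 could be tested, with a median of -0.22 in the IL hemispheres (2 higher and 7 lower, adjusted p = 0.206) and 0.02 in the CL hemispheres (5 higher and 4 lower, adjusted p = 0.420). Without the IL library of Ctrl mouse 3551 camera called this joint list lower in cKO IL, with a median of -0.29 (adjusted p = 0.0203). Without that of cKO mouse 784 the median was 0.00629 (adjusted p = 0.344). Camera called 1 of the 15 lists in the IL hemispheres and 5 in the CL hemispheres. With fry, or with camera and an estimated correlation, 0 lists were called in either hemisphere, where unadjusted p values were under 0.05 for 0 lists in the IL hemispheres and for 3 (fry) and 2 (estimated correlation) in the CL hemispheres.
The genotype by hemisphere interaction, tested over 18476 genes, gave 0 DEGs at an adjusted p of 0.05 and 479 genes with an unadjusted p under 0.05, and 0 DEGs and 1001 such genes with the mouse as a block. Without the CL library of cKO mouse 791, *Ifi202b* was called in this test, and without the IL library of the same mouse, *Gm6356* was. Both genes were picked out after their values were seen.

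**Figure D2:**
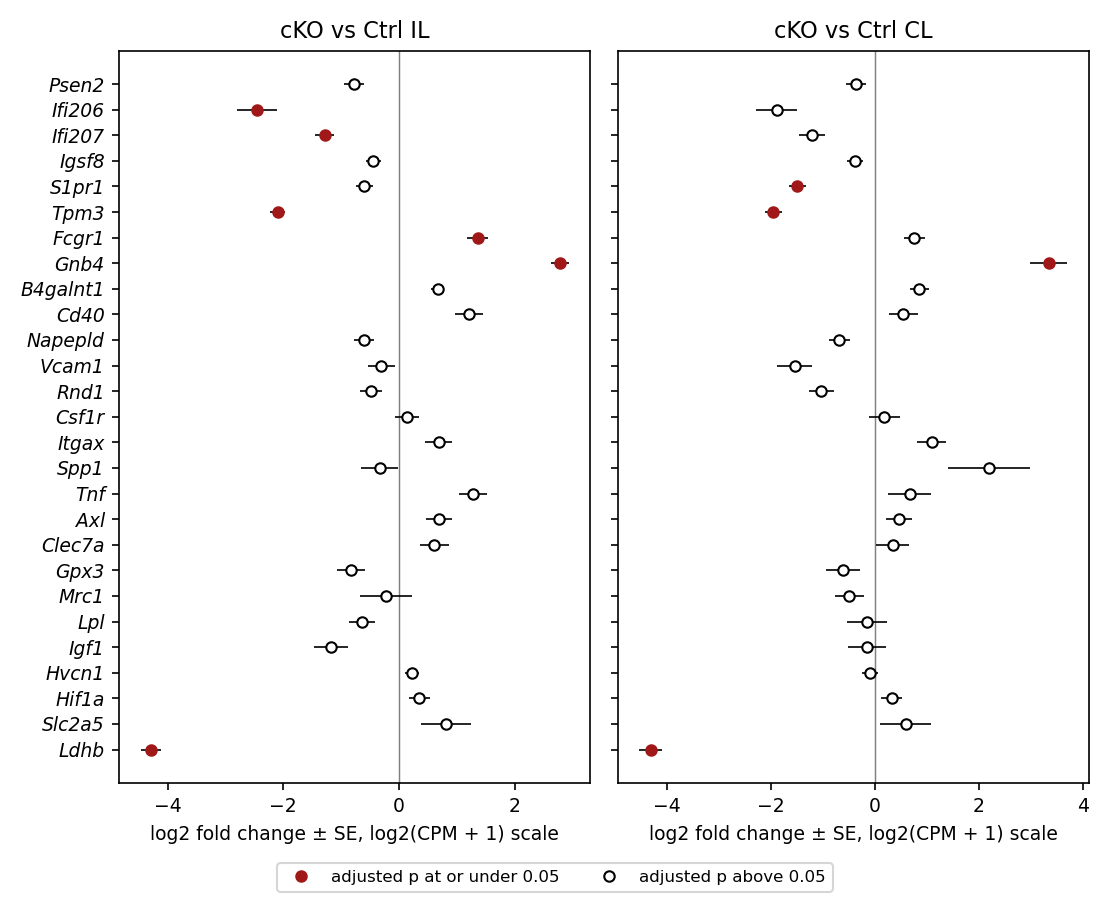
Log2 fold change ± SE between cKO and Ctrl on the log2(CPM + 1) scale for the 27 genes, in the IL hemispheres (left) and in the CL hemispheres (right). Filled points mark genes with a limma adjusted p at or under 0.05, which are 6 genes in the IL and 4 in the CL hemispheres.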

**Fig. 4:**
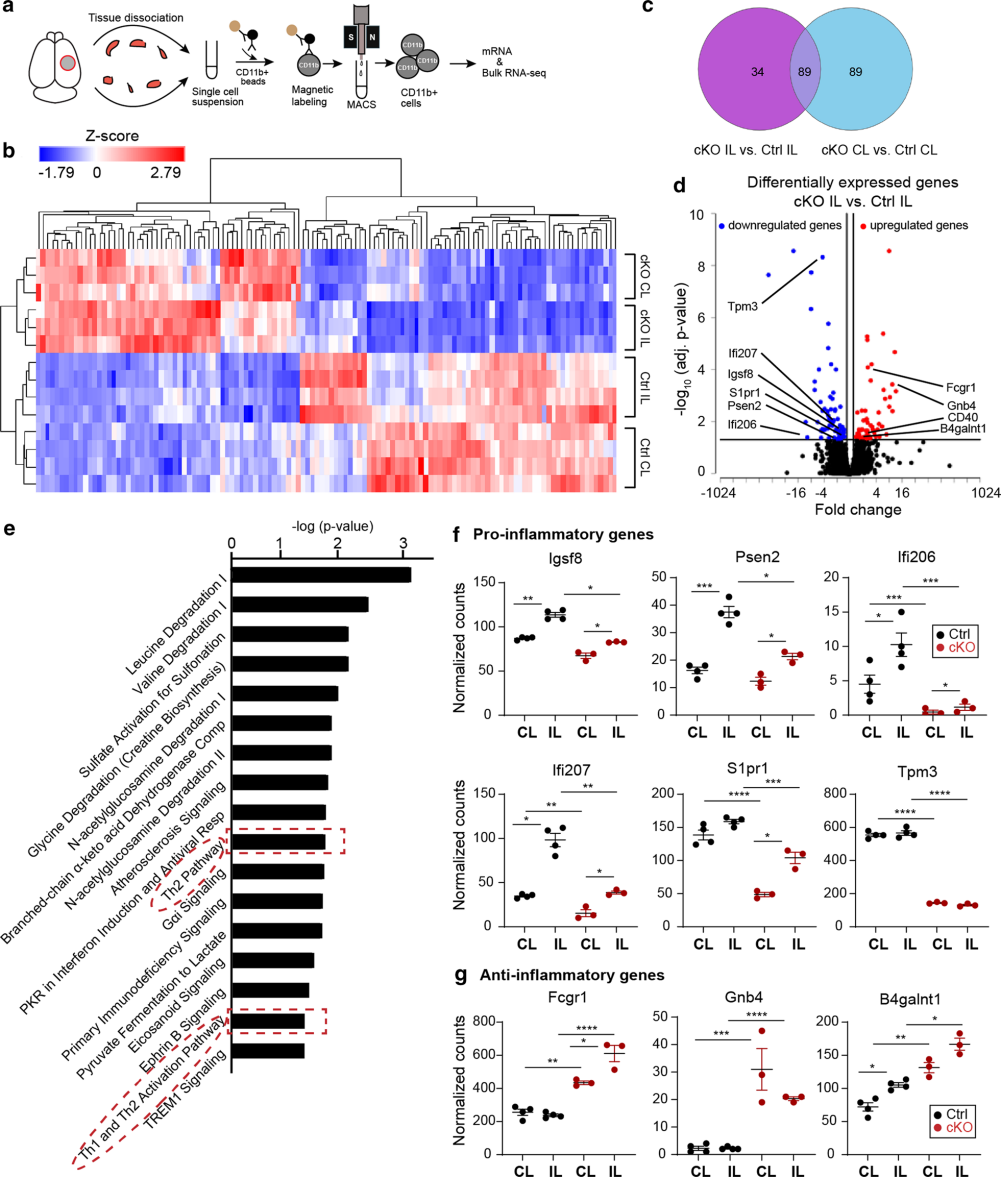
Microglial *Nhe1* deletion alters pro- and anti-inflammatory transcriptome profiles in microglia/macrophages at 3 days post-TBI. **a** Bulk RNAseq of CD11b^+^ microglia/myeloid cells isolated from CL and IL hemispheres of Ctrl and cKO mice at 3 days post-TBI. **b** Unsupervised hierarchical clustering and heatmap illustration of up- and down-regulated genes. **c** Venn diagram depicting differential gene expression; FDR q value ≤ 0.05, fold change of ≥ 1.2 or ≤ -1.2. **d** Volcano plots illustrate the gene expression pattern (detected with log2 fold change of ≥ 1.2 and FDR *q*-value ≤ 0.05). **e** Enrichment analysis showing significantly altered top canonical pathways using Ingenuity Pathway Analysis software. **f**,** g** Scatter plots showing expression of Th1/Th2 pathway and pro- and anti-inflammatory genes presented as normalized counts. Data are mean ± SEM, *N* = 4 for Ctrl (all males) and *N* = 3 for cKO (all males). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### Post-TBI administration of selective NHE1 inhibitor HOE642 accelerated neurological function recovery

We next explored the efficacy of targeting NHE1 protein with a pharmacological inhibition approach in reducing the TBI-induced functional deficits. Figure 5a illustrated our administration protocol of Veh (DMSO) or a potent NHE1 inhibitor HOE642 (0.3 mg/kg body weight/day, twice per day, i.p.) at 24 h post-TBI. Compared to the Veh-treated TBI mice, HOE642 administration did not affect mortality during 30 days post-TBI (Fig. 5b). However, the HOE642-treated TBI mice exhibited significant improvements in sensorimotor function (adhesive contact/removal test and foot fault test) during the 14 days post-TBI recovery period (Fig. 5c, d, *p* < 0.05). In assessing the same cohort of mice in cognitive function with Y-maze test at 30 days post-TBI, the HOE642-treated mice exhibited an improved trend of performance in spontaneous alternation rate than the Veh-treated mice (Fig. 5e, *p* = 0.09), indicating improved working memory function [37]. These HOE-treated TBI mice also showed significantly increased locomotor activity reflected by their total arm entries (Fig. 5e, p < 0.05). These outcomes are consistent with the *Nhe1* cKO mice shown in Fig. 1.

**Fig. 5:**
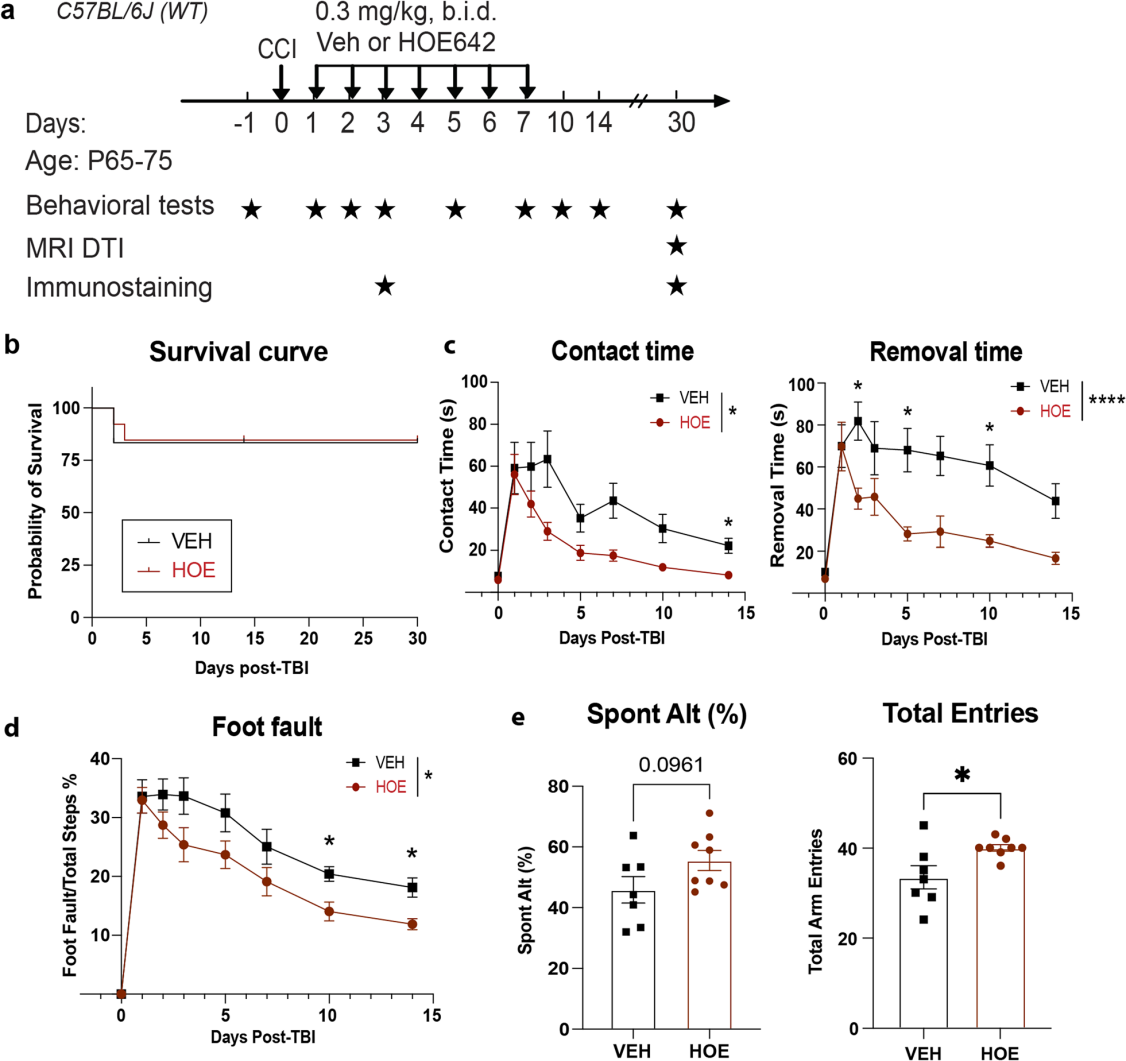
Post-TBI administration of selective NHE1 inhibitor HOE642 in C57BL/6 wild-type mice accelerated neurological function recovery. **a** Experimental protocol. Either Veh (2.5% DMSO in PBS) or HOE642 (0.15 mg/kg) was administered twice per day from 1 to 7 days post-TBI in the C57BL/6J wild-type (WT) mice. **b** Survival rate of Veh or HOE-treated mice at 1–30 days post-TBI. **c** Adhesive contact and removal time of Veh and HOE-treated mice at 1–14 days after TBI. **d** Foot fault test of the same cohort of mice in C. **e** Y-maze test of the same cohort of mice in C at 30 days post-TBI. *N* = 7–11. Data are mean ± SEM. *p < 0.05, ****p < 0.0001, Veh. vs. HOE-treated groups

### Characterization of the HOE642-mediated protective effects in TBI mice

Compared to the Veh-treated mice, the HOE-treated mice exhibited significantly smaller contusion volume and increased NeuN^+^ neurons in both CL and IL peri-lesion cortex at 3 days post-TBI (Fig. 6a, b, *p* < 0.05). Preservation of hippocampal structures and higher NeuN^+^ cell counts in CA1, CA3 regions were also detected in the cKO TBI mice (Additional file 1: Fig. S8), indicating that post-TBI administration of HOE642 has neuroprotective effects. In line with the enhanced white matter repair detected in the *Nhe1* cKO mice**,** the HOE-treated TBI brains displayed significantly increased NG2^+^Olig2^+^ OPCs (*p* < 0.0001), Ki67^+^Olig2^+^ proliferative OLs (*p* < 0.001), reduced Caspase3^+^Olig2^+^ apoptotic OLs (*p* < 0.0001), as well as H3K9me3^+^Olig2^+^ differentiating OLs in the CC white matter tracts, compared to the Veh-treated brains at 3 days post-TBI (Fig. 6c, *p* < 0.05). Moreover, flow cytometry of CD11b^+^CD45^lo^ microglia and CD11b^+^CD45^hi^ myeloid cells from the Veh or HOE-treated TBI brains (Additional file 1: Fig. S9a, b) showed that the anti-inflammatory phenotype (CD206^+^) of microglia cells were selectively increased in the IL hemisphere of the HOE-treated TBI brains (Additional file 1: Fig. S9c, *p* < 0.05), while sparing the pro-inflammatory phenotypes of myeloid cells or microglial cells (Additional file 1: Fig. S9c, d). Immunostaining further confirmed that IBA1^+^ microglia/macrophages and GFAP^+^ reactive astrocytes were significantly reduced in the peri-lesion cortex of HOE-treated TBI brains (Additional file 1: Fig. S9e, *p* < 0.0001). These findings collectively suggest that post-TBI administration of NHE1 protein inhibitor HOE642 protected neurons and reduced inflammatory responses and gliosis in the brain, which can concertedly contribute to the improved functional outcome post-TBI.

**Fig. 6:**
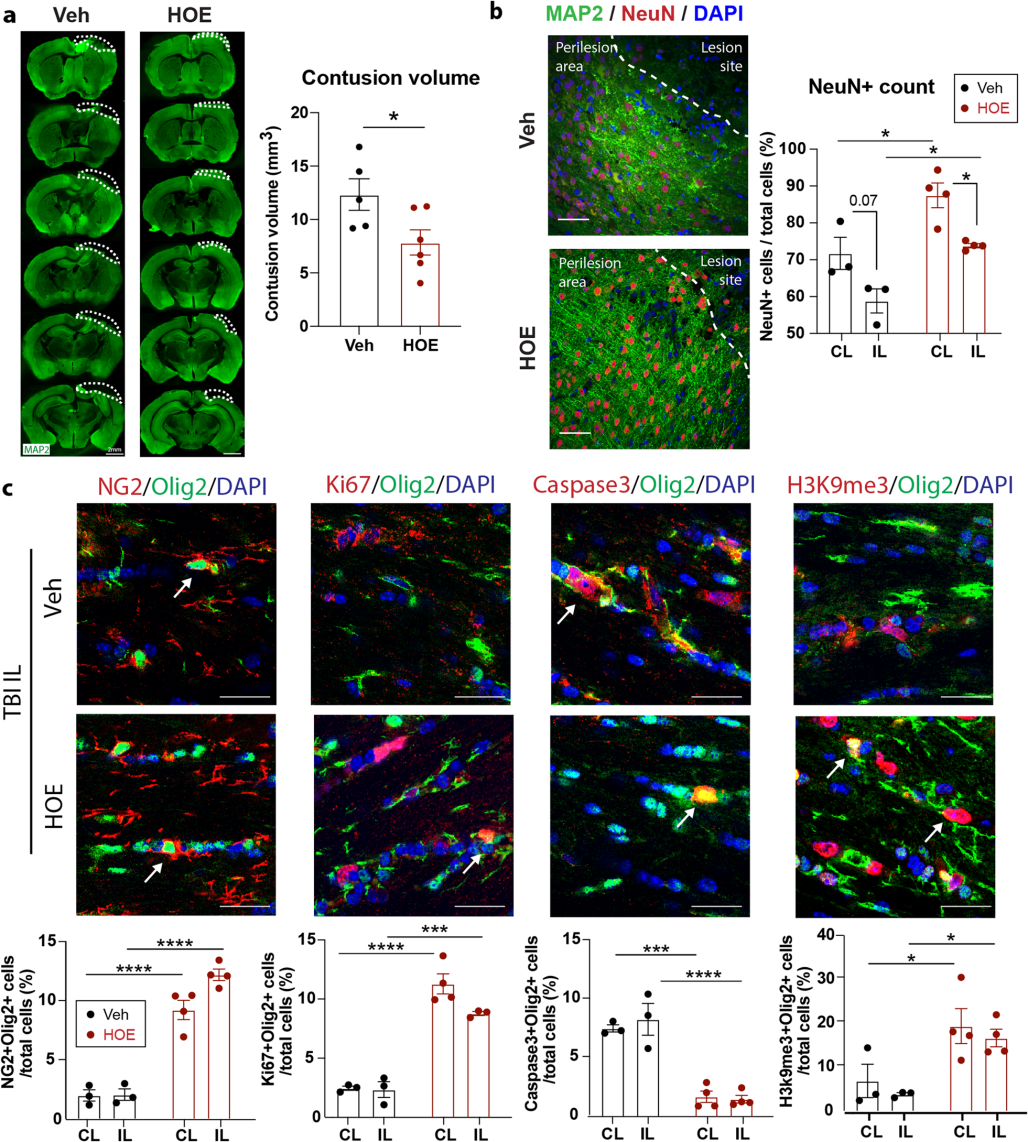
Post-TBI administration of selective NHE1 inhibitor HOE642 in C57BL/6 wild-type mice showed neuroprotection and enhanced oligodendrogenesis. **a** Contusion volume of Veh or HOE-treated brains at 3 days post-TBI by MAP2 staining. Data are mean ± SEM. *N* = 5–6. **b** Immunostaining of MAP2 and NeuN in the peri-lesion cortex of Veh or HOE-treated brains at 3 days post-TBI. Scale bar = 50 µm. **c** Representative images and quantification of Olig2 colocalized with NG2, Ki67, Caspase-3, and H3K9me3 in CC at 3 days post-TBI. Arrows: colocalized cells. Scale bar = 10 µm. Data are mean ± SEM. *N* = 3–4. *p < 0.05, ***p < 0.001, ****p < 0.0001

### Long-term effects of NHE1 protein blockade on white matter integrity after TBI

We further assessed whether the *Nhe1* cKO brains and HOE-treated brains exhibited long-lasting preservation of white matter integrity by 30 days post-TBI via MRI DTI of the ex vivo brains of the same cohort of mice after completing neurological function testing. The cKO mice exhibited significantly reduced brain lesion volume at 30 days post-TBI, compared to the Ctrl mice (Fig. 7a, b). Interestingly, both the *Nhe1* cKO brains and HOE-treated brains displayed increased FA values in the CC and EC white matter tracts (of both hemispheres) at 30 days post-TBI, compared to either Ctrl or Veh-treated TBI brains (Fig. 7c, p < 0.05). It has been reported that white matter demyelination is associated with higher radial diffusivity (RD) and medial diffusivity (MD), but not necessarily with reduced axial diffusivity (AD) [38, 39]. We detected significantly lowered RD and MD in the EC of the HOE-treated TBI brains, and higher AD in the EC of *Nhe1* cKO TBI brains (Additional file 1: Fig. S10), but, no significant differences in RD, MD, or AD were detected in the CC (Additional file 1: Fig. S10). Taken together, these data collectively demonstrate that blocking microglial NHE1 protein has sustained long-term protective effects on white matter myelination, and reveals NHE1 protein as a potential therapeutic target for white matter repair after TBI.

**Fig. 7:**
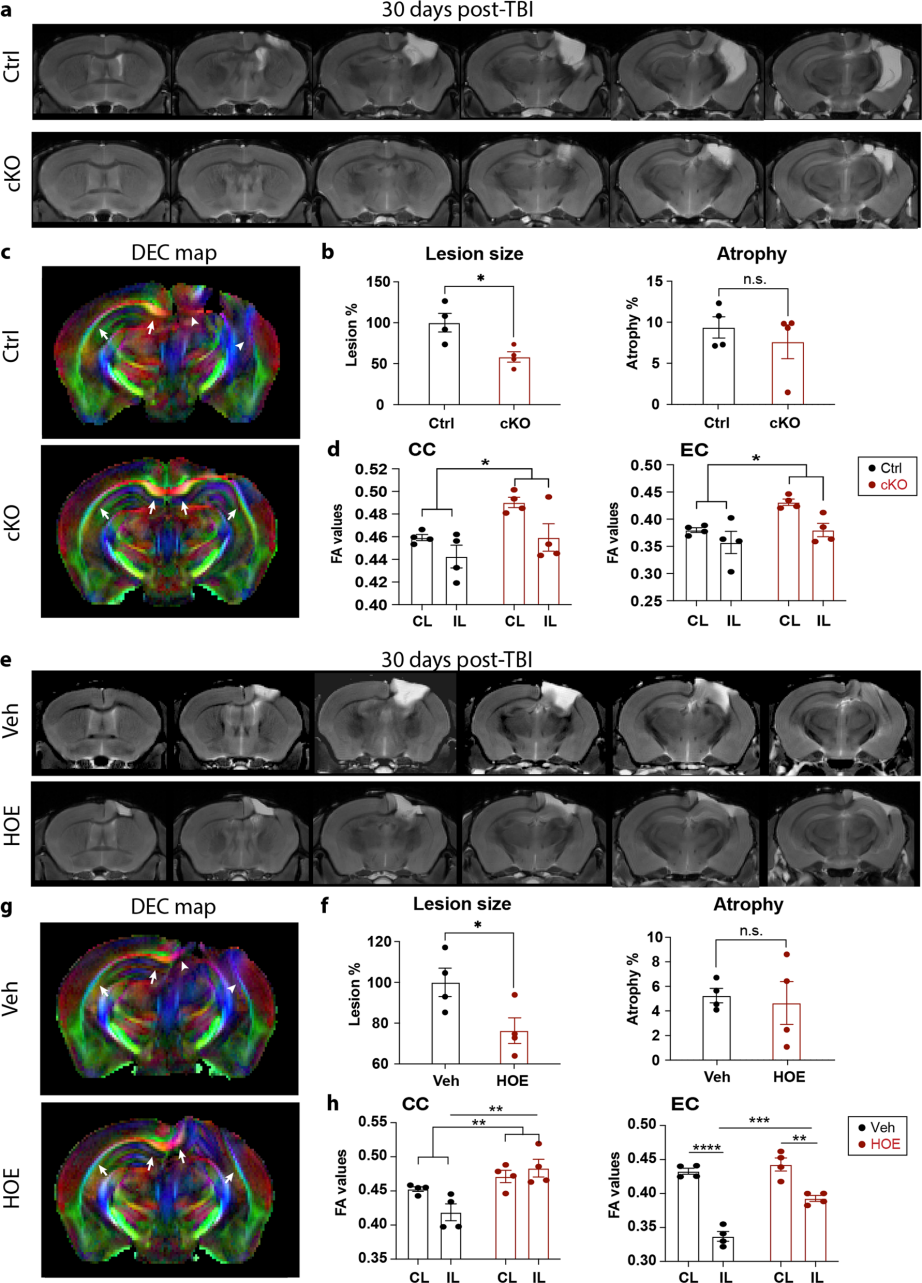
Increased white matter integrity in microglial *Nhe1* cKO and HOE642-treated mice at 30 days post-TBI. **a**, **b** Representative images of brains from rostral to caudal, and calculations of lesion volume and atrophy of T2 MRI of the ex vivo brains of Ctrl and cKO mice at 30 days post-TBI. **c**, **d** Representative DTI diffusion encoded color (DEC) map and analysis of FA in the white matter tracts (CC and EC) of the same cohort of mice in **a**. Colors hues represent the principle orientation of the diffusion tensor (red = left/right, blue = dorsal/ventral, and green = rostral/caudal) with the intensity weighted by the FA. **e**, **f** Representative images and calculations of lesion volume and atrophy of T2 MRI of the ex vivo brains of the Veh-control and HOE642-treated mice at 30 days post-TBI. **g-h** Representative DTI DEC map and analysis of FA in the white matter tracts of the same cohort of mice in **e**. Data are mean ± SEM. *N* = 4. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

## Discussion

TBI triggers potent neuroinflammatory reactions in the brain, mediated by a complex cascade of cellular and molecular events [40], including excessive glutamate release, rapid depletion of ATP, increased oxidative stress, and elevated inflammation, altogether contributing to the loss of myelin sheath, OLs death, and inhibition of OL maturation after TBI [1, 7, 41]. Within minutes after TBI, microglia become activated, releasing proinflammatory cytokines (IFN-γ, TNF-α, IL-1β), reactive oxygen species (ROS), and inflammasome (such as NLRP3)-containing extracellular vesicles, etc., which exacerbate injury [42–44]. However, microglia are highly plastic cells and can also respond to cytokines released by Th2 cells in the surrounding environment, such as IL-4 and IL-13, to promote an alternative state phenotype that is associated with growth and tissue repair [40]. Thus, the alternatively activated microglial cells can provide neuroprotective qualities, such as oligodendrogenesis, angiogenesis, and remyelination, following injury post-TBI [44]. Regulating microglial phenotypic conversion to minimize the neurotoxic events, while preserving the neuroprotective qualities, emerges as a novel strategy in developing new treatments for minimizing white matter damage and promoting remyelination in TBI patients.

We previously reported that NHE1 protein, which mediates H^+^ efflux in exchange of Na^+^ influx, is essential in regulating microglial homeostatic pH_i_ [13], similar to the roles of the ATPase H^+^ pump in myelin-supporting microglia [9], and the voltage-gated H^+^ channel Hv1 [45]. Upon brain injury, NHE1 protein is rapidly activated and mediates H^+^ extrusion activity to maintain the optimal alkaline microglial pH_i_ for NADPH oxidase (NOX) activation, ROS production, and inflammation (Fig. 8) [13, 14]. In the current study, blocking NHE1 protein activity, either by genetic deletion or pharmacological inhibition, reduced the microglial pro-inflammatory phenotype and increased the anti-inflammatory profiling during the acute phase after TBI (Fig. 8) where early activation of the restorative phenotype is proven to be essential in long-term tissue repair and functional recovery after TBI [42]. Comparisons of TBI-induced signaling pathways to naïve brains revealed consistently activated pathways in the cKO brains under both naïve condition and in non-lesion and lesion hemispheres, such as the ID1 (inhibitor of DNA binding) signaling pathway, eNOS (endothelial NOS) signaling, and Hif1α signaling (Additional file 1: Fig. S6c). 

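After TBI, *Hif1a* (ENSMUSG00000021109, chromosome 12 of GRCm38 from 73901375 to 73947530) was at 440 ± 42.8 CPM in Ctrl IL (SD, n = 4) and 558 ± 80.3 CPM in cKO IL (SD, n = 3), and at 238 ± 18.1 CPM in Ctrl CL and 306 ± 75.9 CPM in cKO CL. The log2 fold change was 0.35 in the IL hemispheres (SE 0.18, limma adjusted p = 0.638) and 0.33 in the CL hemispheres (SE 0.20, limma adjusted p = 0.651). *Slc2a5* (ENSMUSG00000028976, chromosome 4 from 150119283 to 150144169) was at 34.3 ± 5.43 CPM in Ctrl IL and 70.9 ± 40.7 CPM in cKO IL, and at 89.5 ± 25.8 CPM in Ctrl CL and 159.8 ± 96.4 CPM in cKO CL. Its log2 fold change was 0.81 in the IL hemispheres (SE 0.44, limma adjusted p = 0.669) and 0.60 in the CL hemispheres (SE 0.49, limma adjusted p = 0.737). In cKO mouse 791 it was at 23.9 CPM in IL and 49.2 CPM in CL. The other cKO libraries were at 92.0 and 96.7 CPM in IL and at 204 and 226 CPM in CL. Leaving out single libraries gave log2 fold changes of *Slc2a5* from 0.49 to 1.42 in IL and from 0.18 to 1.31 in CL. Neither gene was called between cKO and Ctrl in any setting tried. *Ldhb* (ENSMUSG00000030246, chromosome 6 from 142490249 to 142507957) was at 491 ± 61.2 CPM in Ctrl IL and 23.8 ± 2.62 CPM in cKO IL, 20.6-fold lower by the ratio of the means, and at 677 ± 113 CPM in Ctrl CL and 33.4 ± 5.83 CPM in cKO CL, 20.3-fold lower. Its log2 fold change was -4.29 in the IL hemispheres (SE 0.17, limma adjusted p = 1.38e-05) and -4.31 in the CL hemispheres (SE 0.22, limma adjusted p = 4.82e-06), and it was called in every setting tried. *Ldhb-ps*, a processed pseudogene on chromosome 19 that matches *Ldhb* over 1002 bases at 98% identity, was lower as well, and the sum of both was 602 ± 76.9 CPM in Ctrl IL and 37.6 ± 5.14 CPM in cKO IL. Only mice after TBI entered these values.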

Among the top changed genes within these pathways, we identified significantly elevated *Hif1a*, master gene for glucose metabolism [46], *Slc2a5* (encoding GLUT5), mediating glucose/fructose transportation [47], and a 20-fold decrease of *Ldhb*, which convert lactate to pyruvate, all involved in glucose metabolism pathways. Indeed, NHE1 blockade leads to more acidic pH_i_, which is linked to stimulating the master transcription regulator *Hif1a* [46]. Future studies are warranted for further investigation of these signaling pathway changes in regulation of energy metabolism and brain repair. Moreover, the cKO brains showed significantly increased percentage of NeuN^+^ neurons (Fig. 1d), without significant improvement for lesion volume or absolute NeuN^+^ counts (Fig. 1c, d, Additional file 1: Fig. S11a). On the other hand, compared to the Veh-treated brains, HOE642 treatment significantly increased both absolute cell counts and percentage of NeuN^+^ cells in the peri-lesion area (Additional file 1: Fig. S11b). The observed neuroprotection (cerebral cortical and hippocampal) in the cKO and HOE642-treated mice likely results in their accelerated neurological function recovery after TBI.

**Fig. 8:**
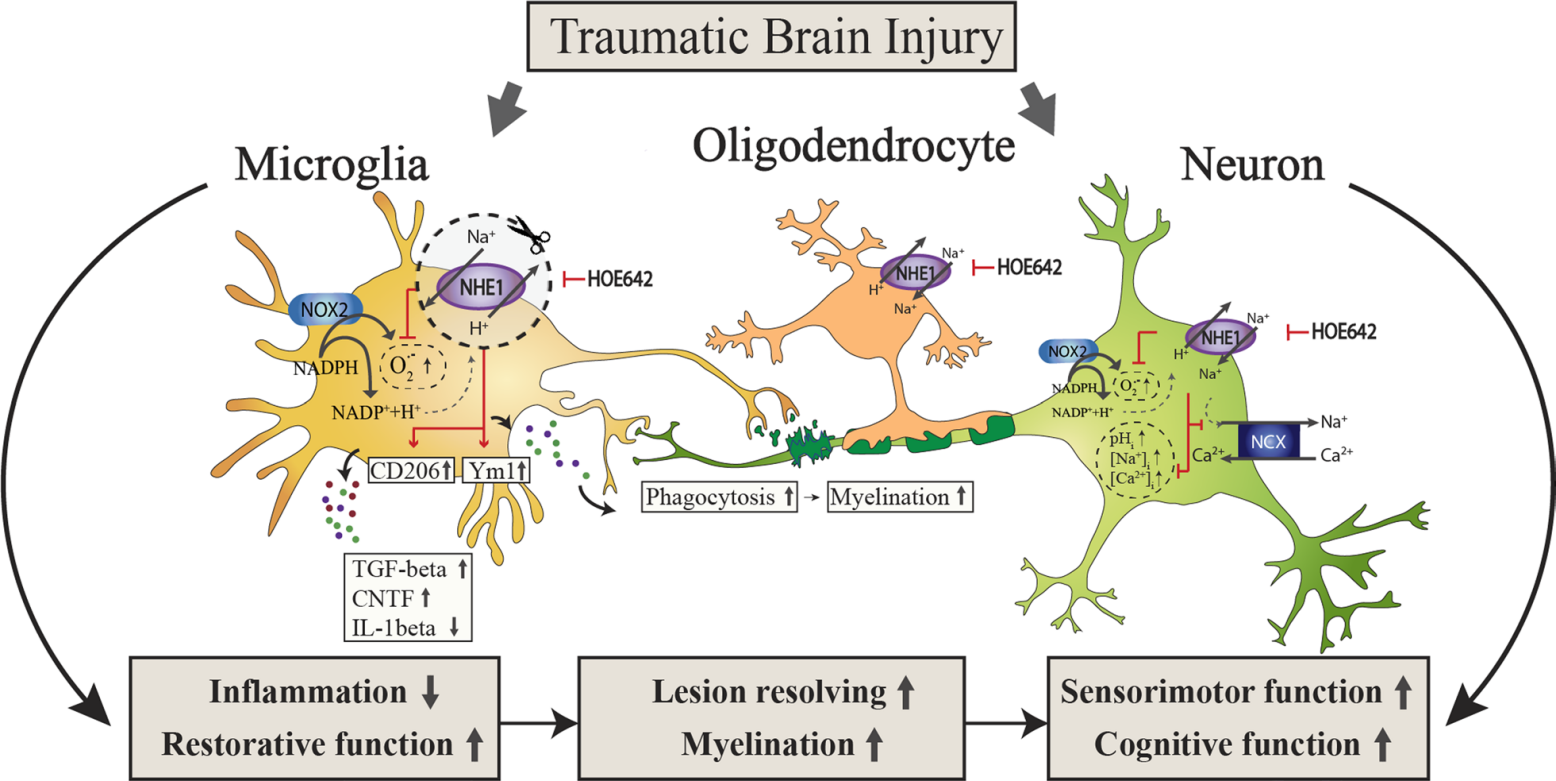
Schematic illustration of microglial NHE1 protein activation in brain tissue damage/repair after TBI. TBI triggers NHE1 activation in both microglia and neurons. Specific inhibition of NHE1 protein in microglia not only reduced acute contusion volume and neurodegeneration, but also significantly ameliorated inflammatory microenvironment, promoting restorative microglial function and myelination after TBI. These outcomes were recapitulated with administration of a potent NHE1 inhibitor HOE642 post-TBI. Taken together, these findings demonstrated that blocking NHE1 protein stimulates restorative microglial activation in neuroprotection and oligodendrogenesis, which contributes to accelerated brain repair and neurological function recovery after TBI

Microglia play an important role in supporting normal myelinogenesis during development and adulthood, with distinctly high expression of a lysosomal marker LAMP2, as well as upregulated genes such as *Spp1, Gpnmb, Igf1*, as well as the ATPase H^+^ transporting V0 Subunit D2 gene *Atp6v0d2* [9]. The transition of microglial functions from detrimental to restorative is essential in the initiation of OPC differentiation and the start of remyelination in a demyelination model [48] as well as in stroke [49]. In both microglia-specific *Nhe1* cKO mice and HOE642-treated WT mice post-TBI, we detected increased anti-inflammatory phenotype of microglia and enhanced white matter myelination and oligodendrogenesis (Fig. 8). This is corroborated by our RNAseq analysis which revealed significantly reduced proinflammatory pathways in the cKO microglia, compared to the Ctrl microglia. These changes could concertedly enhance the proliferation and differentiation of the OL/OPCs, and result in improved white matter repair, which synergistically contributes to the accelerated neurological functional recovery after TBI.

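Lists of genes that mark states of microglia were tested in the same way as the genes named by the paper. Of 15 interferon-response genes, 14 were higher in cKO IL than in Ctrl IL, with a median log2 fold change of 1.06, and camera called the list (adjusted p = 4.74e-09), whereas fry (adjusted p = 0.889) and camera with an estimated correlation (adjusted p = 0.942) did not. The largest of these genes by level was *Cxcl10*, at means of 195 CPM in Ctrl IL and 376 CPM in cKO IL, and 0 of the 15 genes were called alone. In the CL hemispheres, 12 of the 15 were higher in the cKO, with a median of 0.17 (camera adjusted p = 0.350), and the list was called without the CL library of Ctrl mouse 3541 or cKO mouse 3592. Of 10 genes of disease-associated microglia, 6 were higher in cKO IL, with a median of 0.29 (camera adjusted p = 0.779), and 7 in cKO CL, with a median of 0.36, for which camera called the list (adjusted p = 0.0149) and fry did not (adjusted p = 0.504). Without the CL library of Ctrl mouse 3546 or cKO mouse 791 camera did not call it either. Over the fits that each left out a library, the median of this list went from 0.0985 to 0.43 in IL and from 0.0981 to 0.64 in CL. Of 10 genes of homeostatic microglia, 7 were higher in cKO IL, with a median of 0.08 (camera adjusted p = 0.933, with the direction lower) and *Olfml3* called lower alone (-1.14, limma adjusted p = 0.0353), and 5 in cKO CL, with a median of -0.04 (camera adjusted p = 0.769). Of 12 genes that respond to the dissociation of tissue, 8 were higher in cKO IL, with a median of 0.11 (camera adjusted p = 0.779), and 9 in cKO CL, with a median of 0.30 (camera adjusted p = 0.0565). This list was called in CL without the library of cKO mouse 791 (0.40, camera adjusted p = 0.0352). Its medians hide its largest changes, which were decreases of *Hspa1a* and *Hspa1b*. Their log2 fold changes were -1.39 and -2.18 in cKO IL (limma adjusted p = 0.185 and 0.0694). In cKO CL they were -1.82 and -2.32 (limma adjusted p = 0.0833 and 0.0528). Neither gene was called, but a difference in the response to dissociation is not ruled out.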

In the current study, we used a drug administration regimen from 1 to 7 days post-TBI for the NHE1 specific inhibitor HOE642 and observed pronounced beneficial effects in these mice. We believe that these outcomes directly result from blocking NHE1 activity and attenuating cellular H^+^ extrusion. It has been reported that TBI patients with a high cerebral lactate/pyruvate ratio at 1–4 days post-TBI displayed worsened outcomes [50]. In a mouse CCI-induced TBI study [45], investigators detected sustained peri-lesion brain tissue acidosis (pH_e_ at 6.6–6.7) for up to 28 days post-TBI and an accumulation of intracellular H^+^ in CD11b^+^/CD45^+^ cells [45]. In addition, selective deletion of Hv1 in transgenic mice attenuated H^+^ extrusion as well as NOX2 protein expression in CD11b^+^/CD45^+^ microglial/macrophage cells after TBI [45]. 

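*Hvcn1* (ENSMUSG00000064267), on chromosome 5 of GRCm38 from 122206804 to 122242297, was at 317 ± 37.6 CPM in Ctrl CL and 240.4 ± 32.0 CPM in Ctrl IL (SD, n = 4), and at 299 ± 37.5 CPM in cKO CL and 277 ± 24.2 CPM in cKO IL (SD, n = 3) after TBI. The log2 fold change between cKO and Ctrl was 0.22 in the IL hemispheres (SE 0.12, limma adjusted p = 0.688) and -0.09 in the CL hemispheres (SE 0.15, limma adjusted p = 0.866). It was not called in any setting tried, with adjusted p values from 0.425 in the IL hemispheres upward. The annotation places *Tctn1* over part of *Hvcn1*, and the transcripts of the genes share 1233 bases, so reads there can be assigned to either.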

We did not detect a significant difference in the *Hvcn1* gene expression (encoding Hv1 protein) in our RNAseq of Ctrl and cKO CD11b^+^ microglial cells with or without TBI (Additional file 1: Fig. S7d). Taken together, these findings suggest that TBI-induced dysregulation of pH homeostasis plays an important role in the development of neuroinflammation and neurological function deficits. H^+^ regulatory proteins (such as NHE1 and Hv1) emerge as potential therapeutic targets for TBI.

Our study has several limitations. As NHE1 protein is ubiquitously expressed in all cell types in the CNS, the current pharmacological approach is not cell-specific and can affect NHE1 protein function in all cell types. Since pH_i_ is involved in regulating OL division and their differentiation into mature OLs [51], blocking oligodendrocytic NHE1 via HOE642 could also regulate pHi in OLs, and have a direct impact on oligodendrogenesis in post-TBI white matter repair. Further studies with cell-selective deletion of Nhe1 in OLs are warranted to elucidate specific roles of NHE1 protein in OLs. Moreover, compared to WT controls, OL clusters with increased ERK/MAPK and SPP1 transcriptome in single cell RNAseq data were detected from the microglial *Nhe1* cKO white matter brain tissues after stroke (data not shown), which further support role of microglial NHE1 protein in microglia–OL communications. In addition, HOE642 treatment may block astrocytic NHE1 protein and indirectly modulate microglial function through astrocyte–microglia interactions [52, 53]. It was reported that loss of NHE1 protein enhances neuronal excitability and leads to increased occurrence of epilepsy [54]. However, we detected neuroprotective effects and significant reduction of contusion volume in the HOE642-treated mice. Thus, future studies are warranted to dissect the protective effects of HOE642 in various cell types after TBI. In addition, since sex-specific differences in male and female microglial functions have been observed after brain injury [55], we disaggregated the data to evaluate for sex-dependent differences after TBI. We observed similar trends of data between males and females in Ctrl or cKO mice (Additional file 1: Fig. S12), thus we only tested in males for the pharmacological study. Further study is warranted utilizing both males and females in evaluating the efficacy of HOE642 treatment after TBI. Lastly, the current in vivo study does not directly investigate roles of microglial NHE1 activity in regulation of oligodendrocyte function after TBI. Future in vitro studies with additional approaches (such as interactions of co-cultured microglia and oligodendrocytes, or characterization of changes of secretomes of microglial cells) shall further shed light on our in vivo study findings.

## Conclusion

To date, no treatment was proven effective for reducing white matter damage and/or stimulating white matter remyelination after TBI. Our findings demonstrate that blockade of NHE1 protein activity, either by genetic deletion or pharmacological approach, accelerated post-TBI neurological functional recovery by reducing microglial inflammatory activation, neurodegeneration, and stimulating oligodendrogenesis in white matter repair (Fig. 8). We identified NHE1 protein as a potential therapeutic target for post-TBI brain repair and neurological functional improvement.

## Supplementary Information

**Additional file 1:** Supplementary Information.

## Data Availability

All the data associated with this study are present in the paper or the Supplementary Materials. The RNA sequencing data have been deposited to the Gene Expression Omnibus database with experiment series accession number GSE199869.

## Abbreviations

ARRIVE: Animal Research Reporting In Vivo Experiments
AD: Axial diffusivity
CL: Contralateral
Ctrl: Control
CC: Corpus callosum
DEG: Differentially expressed gene
DTI: Diffusion tensor imaging
EC: External capsules
FA: Fractional anisotropy
GEO: Gene Expression Omnibus
IPA: Ingenuity Pathway Analysis
IL: Ipsilateral
pH_i_: Intracellular pH
MACS: Magnetic-activated cell sorting
MD: Medial diffusivity
cKO: Conditional knockout
MBP: Myelin basic protein
NHE1: Na^+^/H^+^ exchanger isoform-1
NOX: NADPH oxidase
OL: Oligodendrocytes
OPC: Oligodendrocyte progenitor cells
PFA: Paraformaldehyde
RD: Radial diffusivity
RNA-seq: RNA sequencing
TBI: Traumatic brain injury
WT: Wild-type

# Supplementary material for: Microglial–oligodendrocyte interactions in myelination and neurological function recovery after traumatic brain injury
**Source:** J Neuroinflammation. 2022 Oct 5;19:246. doi: 10.1186/s12974-022-02608-6
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Information.

**Microglial-oligodendrocyte interactions in myelination and neurological function recovery after traumatic brain injury**

*Shanshan Song^1,2,3*^, Md Nabiul Hasan^1,2,3*^, Lauren Yu^1,2^, Satya S. Paruchuri^1,2^, John P. Bielanin^1,2^, Shamseldin Metwally^1,2^, Helena C.M. Oft^1,2^, Sydney G. Fischer^1,2^, Victoria M. Fiesler^1,2,3^, Tanusree Sen^4^, Rajaneesh K. Gupta^4^, Lesley M. Foley^5^, T. Kevin Hitchens^5,6^, C. Edward Dixon^3,4^, Franca Cambi^1,2,3^, Nilkantha Sen^4^, Dandan Sun^1,2,3#^*

**Supplementary Information**

**Material and Methods**

***Animals***

All animal studies were approved by the University of Pittsburgh Medical Center Institutional Animal Care and Use Committee, which adhere to the National Institutes of Health Guide for the Care and Use of Laboratory Animals and reported in accordance with the Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines (1). Animals were provided with food and water ad libitum and maintained in a temperature-controlled environment in a 12/12 h light-dark cycle. All efforts were made to minimize animal suffering and the number of animals used.

*Cx3cr1-CreER^+/-^* control (Ctrl) mice and *Cx3cr1-CreER^+/-^;Nhe1^f/f^* (*Nhe1* cKO) mice were established as described previously (2). Both genotypes of mice (male or female) at postnatal day 30-40 (P30-40) received tamoxifen (Tam, Sigma) (75 mg/kg body weight/day at a concentration of 20 mg/ml in corn oil, intraperitoneally) for 5 consecutive days. Considering the 21-day self-renewing cycles in the *Cx3cr1^+^* peripheral infiltrating bone marrow-derived myeloid cells (BMDM) (3), to minimize the effects on *Cx3cr1^+^* BMDMs, a 30-day post-injection waiting period (**Fig. 1a**) was used for clearance of Tam (4-6) and for replenishing of *Cx3cr1*^+^ monocytes (7) prior to sham or traumatic brain injury (TBI) procedures, which achieved a complete replenishment of *Cx3cr1^+^* BMDM (7) and has been proven to be effective in our study (2, 8) as well as in others (9-11). Surgeries and all outcome assessments were performed by investigators blinded to mouse genotypes and experimental group assignments.

For the inhibitor study, 2-3 months old, male C57BL/6J wild-type (WT) mice were used. A potent NHE1 protein inhibitor HOE642 (cariporide, Sigma-Aldrich, USA) was dissolved at 1 mg/ml in DMSO as stock solution, and diluted to 0.025 mg/ml in PBS immediately before injection. 2.5% DMSO in PBS was used as vehicle control (Veh). Veh or HOE642 (0.3 mg/kg body weight/day, i.p., b.i.d.) was administered daily from 24 h until 7 days post-TBI. Since the half-life of HOE642 is about 3.5 h, and its inhibitory effect on platelets declined to 50 % at 4 h post-administration (12), data at 1 d post-stroke were collected at least 4 h post-initial injection.

***Controlled cortical impact*** ***(CCI)-induced TBI procedures***

Adult mice (male and female, 2-3 months old) were kept under 1.5% isoflurane anesthesia during the procedure and the core temperature (37.0 °C) was maintained by a small animal temperature controller pad throughout all procedures. Controlled cortical impact (CCI) was performed by placing the mice in a stereotaxic frame (Ambient Instruments), and a 3.5 mm craniectomy (via an electric drill) was made in the right parietal bone midway between bregma and lambda with the medial edge lateral to the midline, leaving the dura intact. Mice were impacted at 4.5 m/s with a 20 ms dwell time and 1.2 mm depression using a 3-mm-diameter convex tip, mimicking a moderate TBI (13). The mice were allowed to recover under a heating lamp during a 30 min recovery period. Sham control animals underwent the identical craniectomy procedures with an electric drill without the impact.

***Behavioral function tests***

Neurological functional deficits in mice were screened in a blinded manner with the following tests: adhesive contact test, adhesive removal test, foot fault test, and y-maze spontaneous alternation test, all considered reliable for identifying and quantifying sensorimotor or cognition deficits in mouse models of TBI (14-16).

1. ***Adhesive Test.*** The adhesive contact test and the adhesive removal test were used to measure somatosensory deficits as described previously (17). Animals were tested prior to TBI and at 1, 2, 3, 5, 7, 10, and 14 days after TBI. Two pieces of adhesive tape (4 mm × 3 mm) were attached to the forepaws in an alternating sequence and with equal pressure by the experimenter before each trial. The contact time was defined as the time at which the animal first made contact with the tape, and the removal time was defined as the time at which the animal removed the tape. The trial ended after the adhesive patch was removed or after 2 min had elapsed. Pre-operative training was carried twice per day for consecutive three days.
2. ***Foot fault test.*** Each mouse was placed on a stainless-steel grid floor (20 cm × 40 cm with a mesh size of 4 cm^2^) elevated 1 m above the floor, prior to TBI and at 1, 2, 3, 5, 7, 10, and 14 days after TBI. The animals were first be habituated to the grid floor for 1 min and then tested for three 1-min trials. Data were expressed as the number of foot fault errors made by the forelimbs contralateral to the injury hemisphere as a percentage of total steps.

***Y-maze test:*** The Y-maze spontaneous alternation test was used to assess spatial working memory, as described previously (18). Each animal was placed into one arm of the Y-maze and monitored over an 8-min duration with an overhead video tracking system at 30 days post-TBI. A sequential list of arms entries was analyzed using an automated Sequence Analysis Tool macro in excel. Spontaneous alternation was only counted when a mouse entered three different arms consecutively. The spontaneous alternation % was calculated as the percentage of the number of triad spontaneous alternation in total arm entries minus two.

***MRI and DTI of ex vivo brains***

At 30 days post-TBI, the same cohort of mice from the behavioral assessments were euthanized with CO_2_ overdose, transcardially perfused with 0.1 M PBS (pH 7.4), followed by ice-cold 4 % paraformaldehyde (PFA) in 0.1 M PBS, and decapitated, as described before (2) . Brains were maintained within the skull to avoid anatomical deformation. After post-fixation in 4% PFA overnight, heads were stored in PBS solution at 4°C. Magnetic Resonance Imaging (MRI) was performed at 500MHz using a Bruker AV3HD 11.7 T/89 mm vertical bore small animal MRI scanner, equipped with a 20-mm quadrature radiofrequency (RF) coil and Paravision 6.01 software (Bruker Biospin). Following positioning and pilot scans, T2-weighted images (T2WI) were acquired using a Rapid Acquisition with Relaxation Enhancement (RARE) sequence, with the following parameters: Time of Echo / Time of Repetition (TE/TR) = 20/3500ms, averages = 2, 256 x 256 matrix, 25 slices with a 1 mm slice thickness, a RARE factor = 4, and a field of view (FOV) of 22 x 22 mm. A Diffusion Tensor Imaging (DTI) data set covering the entire brain was collected using a multislice spin echo sequence with 3 reference and 30 non-collinear diffusion-weighted images with the following parameters: TE/TR = 22/5000 ms, 4 averages, matrix size = 192 × 192 reconstructed to 256 × 256, field of view = 22 × 22 mm, 25 axial slices, slice thickness = 1 mm, b-value = 1200 s/mm^2^, and Δ/δ􏰀= 10/5 ms. DTI and T2 datasets were analyzed with DSI Studio (http://dsi-studio.labsolver.org/). In a blinded manner, region of interests (ROIs) were drawn segmenting corpus callosum (CC) and external capsule (EC) in both the contralateral (CL) and ipsilateral (IL) hemispheres from 4 scanned sections in each brain. Values of fractional anisotropy (FA) were calculated for each ROI, as described before (2).

***Flow cytometry***

Mice were euthanized with overdose of CO_2_ and transcardially perfused with ice-cold saline, as described before (2). After removal of cerebellum and meninges, CL and IL hemispheric tissues were separated and dissociated into single cell suspensions using a neural tissue dissociation kit with the gentleMAC Octo Dissociator (Miltenyi Biotech Inc., Germany). Myelin was removed using the 30/70 Percoll gradient method as described (2). Cells were stained with BUV395-CD11b (BD Biosciences, USA), BV510-CD45 (BioLegend, USA), PE-Ym1 (Abcam, USA), eFluor 450-CD16/32 (Thermo Fisher Scientific, USA), PE-CY7-CD206 (Thermo Fisher Scientific, USA), Alexa Fluor 700-CD86 (BD Bioscience, USA) antibodies for 20 min at 4^o^C in the dark. Samples were acquired using an LSRII flow cytometer (BD Biosciences, USA) equipped with FACS Diva software. Data were analyzed using the Flow Jo (Tree Star Inc, USA) software.

***Microglia isolation***

Single cell suspensions from the CL and IL hemispheric tissues were collected at 3 days post-TBI as described above, and CD11b^+^ microglia/macrophages were isolated by magnetic-activated cell sorting (MACS) using the CD11b MicroBeads (Miltenyi Biotech, USA). Briefly, the single cell suspensions were incubated with the CD11b MicroBeads for 20 min at 4^o^C, before washing through an MS column (Miltenyi Biotech Inc., Germany) placed on a OctoMACS magnetic field separator (Miltenyi Biotech Inc., Germany), with the magnetically labeled CD11b^+^ cells maintained in the column and unlabeled CD11b^-^ cells washed away. The isolated CD11b^+^ cells were subsequently used for RNA sequencing and bioinformatic analysis.

***Bulk RNA sequencing and bioinformatics analysis***

Bulk RNA sequencing and bioinformatic analysis was performed in the CD11b^+^ microglia/macrophage samples sorted by MACS, as described above. Total RNA was extracted using Direct-zol RNA MicroPrep kit (Zymo Research, #R2060). Library was prepared using a Smart Seq v4 library prep kit (Takara Bio) and sequenced on an Illumina Novaseq 6000 platform with 40 million reads per sample counted. STAR aligner was used to map the raw reads with a mouse genome (mm10) with default setting and differential gene expression analysis was performed using the GSA package of Partek Flow 8.0 software (Partek, USA). 

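The values that the authors deposited as raw counts are in CPM, and the tables that they deposited from Partek Flow give, for fewer genes, a p-value, an FDR, the ratio and the fold change of the group means and the means themselves, which equal the means of the deposited CPM. The tool that assigned reads to genes, the gene annotation behind it and the filter that left these genes are not named in the text. Of the 33939 identifiers, 33802 (99.6%) are in GENCODE release M21, from which the coordinates on GRCm38 were taken. Of the 111 genes called here in the IL hemispheres, 23 are not in the authors' table, and of the 145 called in the CL hemispheres, 40 are not.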

Genes with a false discovery rate (FDR) ≤ 0.05 and fold change (FC) ≥ 1.2 or ≤ 1.2 were identified as differentially expressed genes (DEGs). 

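With the adjusted p alone, without the threshold on the fold change, the limma fits called the same number of genes between cKO and Ctrl, because each gene at or under an adjusted p of 0.05 had changed by more than 1.2-fold. With a fold change of at least 2, 98 genes were called in the IL hemispheres.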

Ingenuity Pathway Analysis (IPA) software (QIAGEN Redwood City, www.qiagen.com/ingenuity) was used for the enrichment analysis of the DEGs to identify significantly enriched biological pathways using Fisher’s exact test. Additional pathway enrichment and network analysis were conducted using Metascape (<https://metascape.org>). The identified transcriptome profiles were subsequently verified by real-time qPCR (described below). The sequencing data have been deposited to the Gene Expression Omnibus (GEO) database with experiment series accession number GSE199869.

***Quantitative real-time PCR***

CD11b^+^ cells (0.5 x 10^6^ Cells/sample) isolated from TBI brains were lysed in Trizol lysis buffer immediately following MACS sorting, and RNA was extracted using the Direct-Zol RNA MicroPrep Kit (Zymo Research) according to the manufacturer's instructions. ND-1000 (NanoDrop) spectrophotometer was used to quantify RNA. RNA was converted to cDNA by reverse transcription using the iScript Reverse Transcription Supermix (Bio-Rad) according to the manufacturer’s protocol. Quantitative RT-PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) on a CFX 96 Touch Real-Time PCR Detection System. Relative gene expression analyses were performed using the 2−ΔΔCt method with triplicate reactions for each gene evaluated. Primer sequences used are listed in **Table S1**.

***Immunofluorescent staining***

Mice were euthanized with overdose of CO_2_ and transcardially perfused with 0.1 M PBS (pH 7.4), followed by ice-cold 4 % PFA in 0.1 M PBS as described before (2) . Brains were cryoprotected with 30% sucrose after an overnight post-fixation in 4% PFA (2). Coronal sections (25 μm, at the level of 0.26 mm anterior to bregma) were selected and processed for immunofluorescent staining. The sections were incubated with blocking solution (10% normal goat serum and 0.3% Triton X-100 in PBS) for 1 h at room temperature and were then incubated with the following antibodies for overnight at 4°C: mouse monoclonal anti-GFAP (1:200, Cell Signaling Technology) and rabbit polyclonal anti-IBA1 (1:200, Wako), mouse monoclonal anti-MAP2 (1:200, EMD Millipore) and rabbit monoclonal anti-NeuN (1:200, Abcam), mouse monoclonal anti-APC (1:200, EMD Millipore) and rabbit polyclonal anti-MBP (1:200, Abcam), mouse monoclonal anti-Olig2 (1:200, Millipore) and rabbit polyclonal anti-NG2 (1:200, Millipore) or rabbit polyclonal anti-Ki67 (1:200, Millipore) or rabbit polyclonal anti-caspase3 (1:200, Cell Signaling Technology) or rabbit polyclonal anti-H3K9me3 (1:200, Abcam). After washing in TBS-Triton X-100 (0.3%) for 3×10 min, the sections were incubated with goat anti-mouse Alexa 488-conjuagated IgG (1:200, Invitrogen) and goat anti-rabbit Alexa 546-conjugated IgG (1:200, Invitrogen) in the blocking solution for 1 h. For negative controls, brain sections were stained with the secondary antibodies only. After washing for 3 times, nuclei were stained with DAPI (1:1000, Thermo Fisher Scientific) for 15 min at room temperature. Sections were mounted with Vectashield mounting medium (Vector Laboratories). At least 3 fluorescent images were captured for each area under 40× lens using a Nikon A1R confocal microscope (Nikon, Japan). Identical digital imaging acquisition parameters were used and images were obtained and analyzed in a blinded manner throughout the study.

***Statistical analysis***

Unbiased study design and analyses were used in all the experiments. Blinding of investigators to experimental groups were maintained until data were fully analyzed whenever possible. Power analysis were performed based on the mean and variability of data from our laboratory. N=6 mice/group for behavioral tests, immunostaining, flow cytometry, qPCR, and N=4 for RNAseq and MRI/DTI were sufficient to give us 80% power to detect 10% changes with 0.05 one-sided significance. Data were expressed as mean ± SEM and all data were tested for normal distribution. Not normally distributed data were analyzed by Mann-Whitney U test or other appropriate alternative tests according to the data (Prism, GraphPad, USA). Two-tailed Student’s t-test 95% confidence was used when comparing two conditions. For more than two conditions, two-way ANOVA analysis was used. P value < 0.05 was considered statistically significant (Prism, GraphPad, USA).

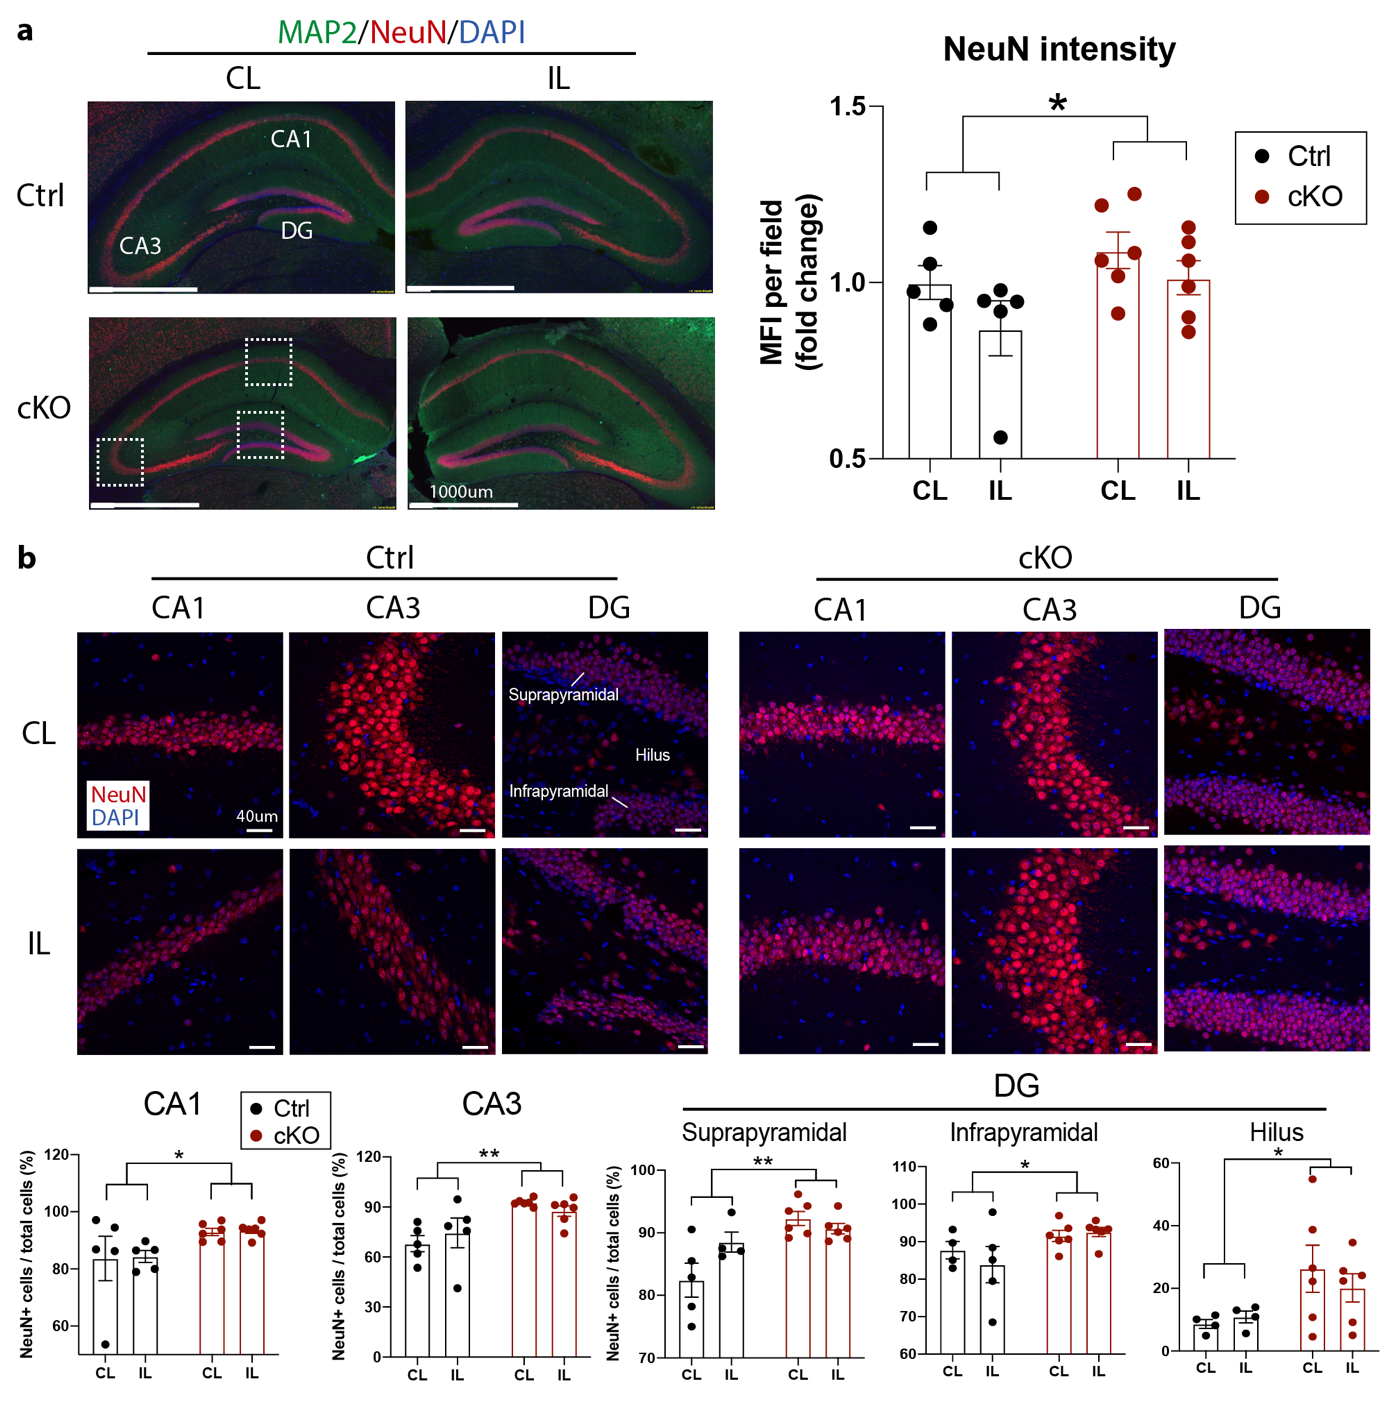

**Fig. S1. Reduced TBI-mediated hippocampal neurodegeneration in *Nhe1* cKO mice.**

**a.** Representative 4x images of neuronal markers MAP2 and NeuN expressions and analysis of NeuN intensity in the CL and IL hippocampus of the same cohort of Ctrl and cKO mice as in **Fig. 1**. Scale bar = 1000 µm. **b.** Representative 40x images and NeuN^+^ cell counts in CA1, CA3, and dentate gyrus. Scale bar = 40 µm. * p < 0.05; ** p < 0.01.

**
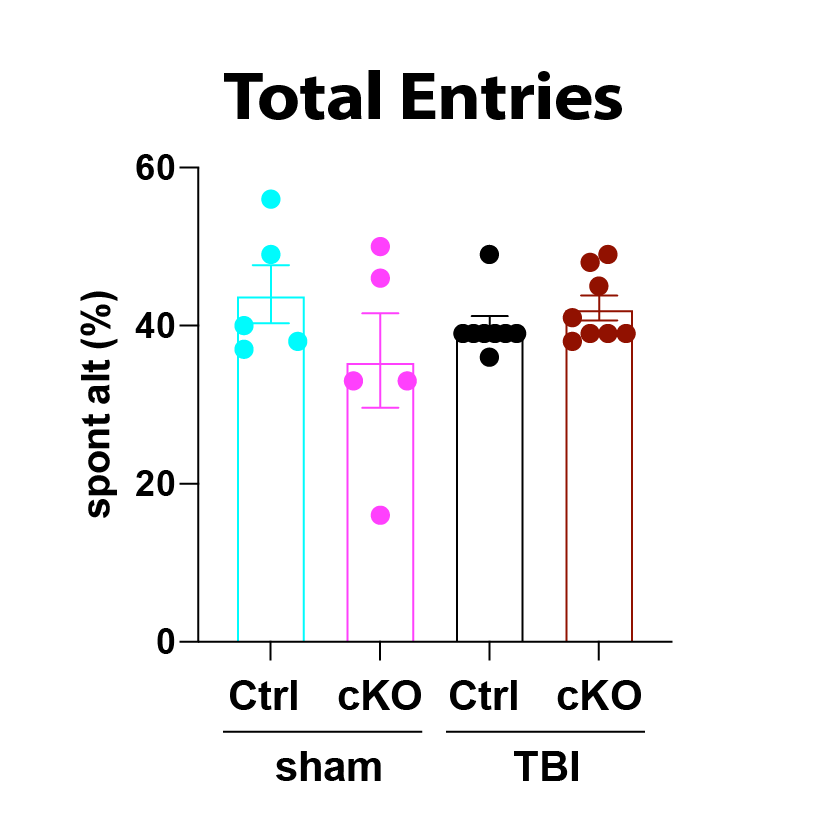
**

**Fig. S2. Microglial *Nhe1* deletion did not change locomotor activities at 30 days after TBI.**

Total entries from the Y-maze test in the same cohort of mice as in Fig. 1e. Data are mean ± SEM. N = 8.

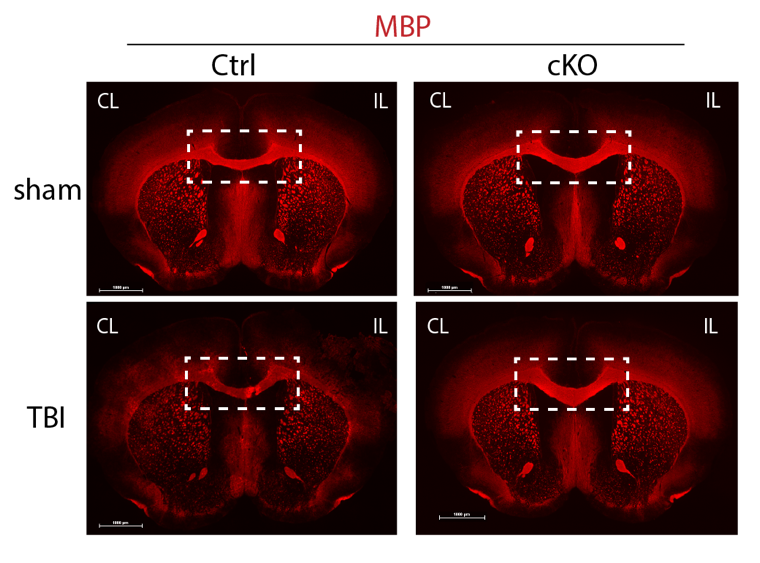

**Fig. S3. Microglial *Nhe1* cKO mice exhibited increased corpus callosum (CC) thickness.**

Whole brain images of MBP fluorescent staining at 1 day after sham or CCI procedures. Boxed areas are shown in Fig. 2a.

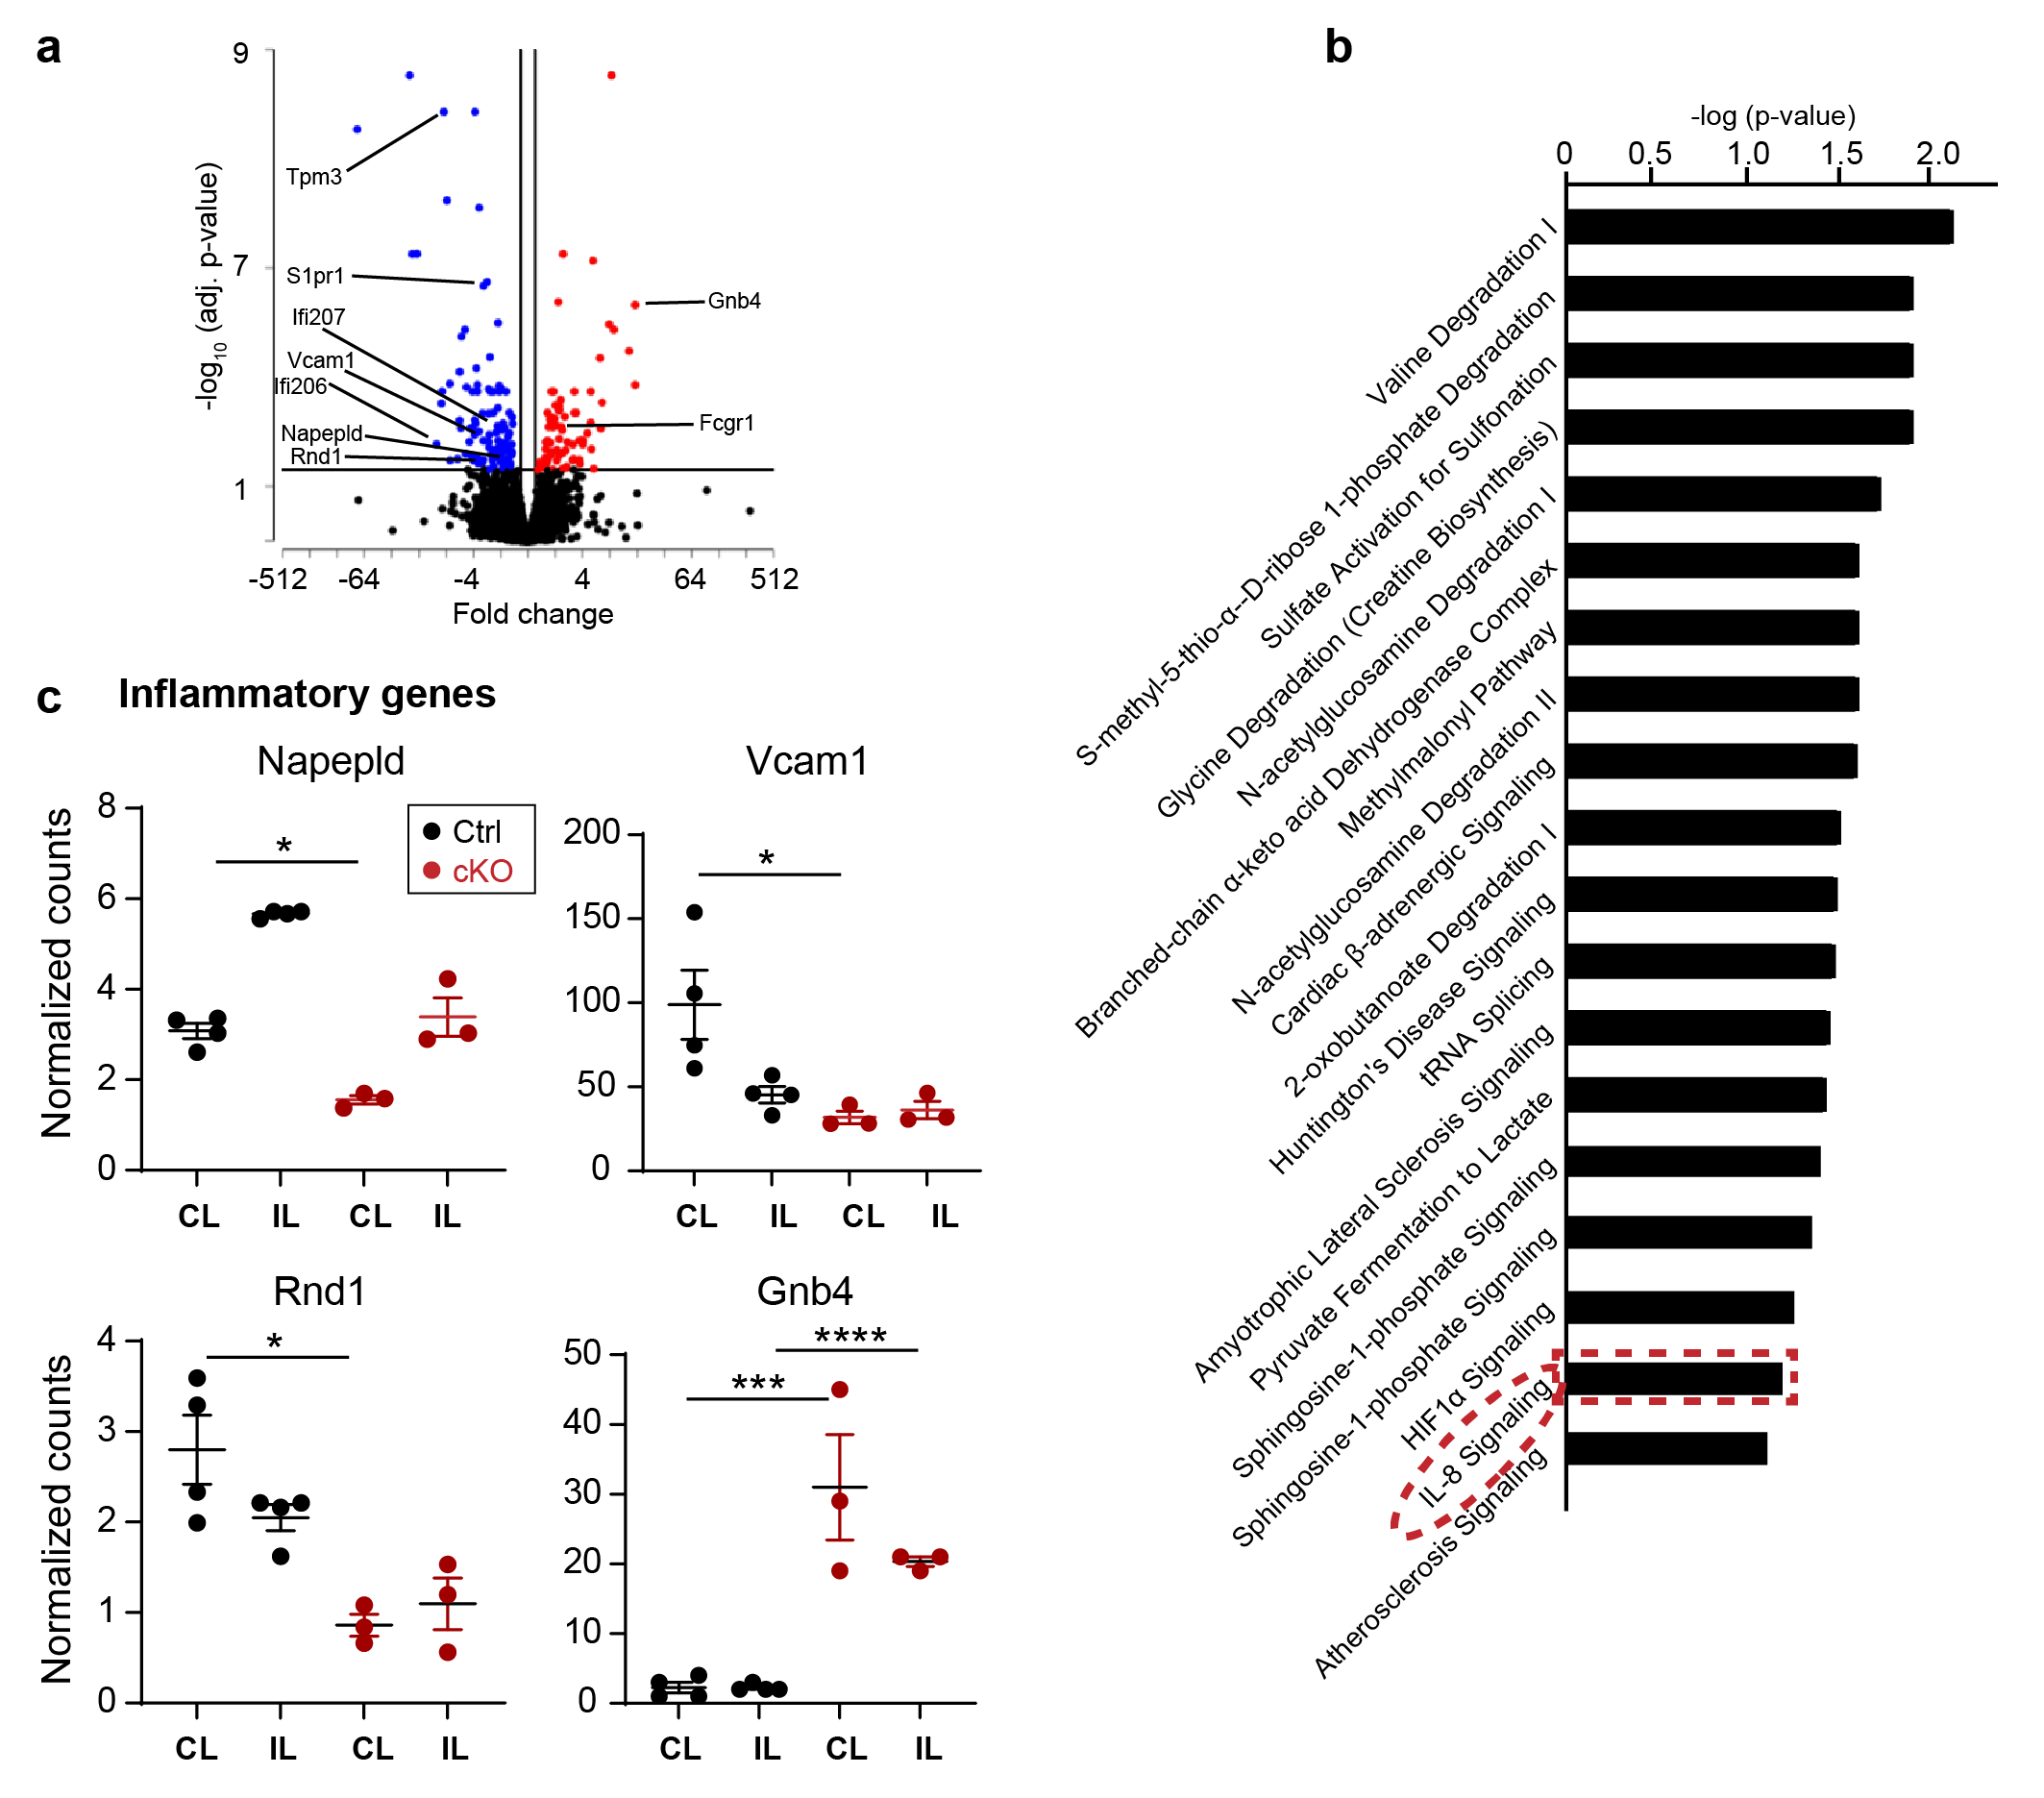

**Fig. S4. RNA-seq transcriptome analysis of CD11b^+^ microglial cells after TBI.**

**a.** Volcano plots illustrate the gene expression pattern detected (log2 fold change ≥1.2 and FDR q-value ≤ 0.05) from the same dataset in Fig. 4. **b.** Enrichment analysis showing significantly altered top canonical pathways using Ingenuity Pathway Analysis software. **c.** Scatter plots showing expression of IL-8 signaling genes presented as normalized counts. Data are mean ± SEM. N = 4 for Ctrl (all male) and N = 3 for cKO (all male). *p < 0.05, ***p < 0.01, ****p < 0.0001.

**
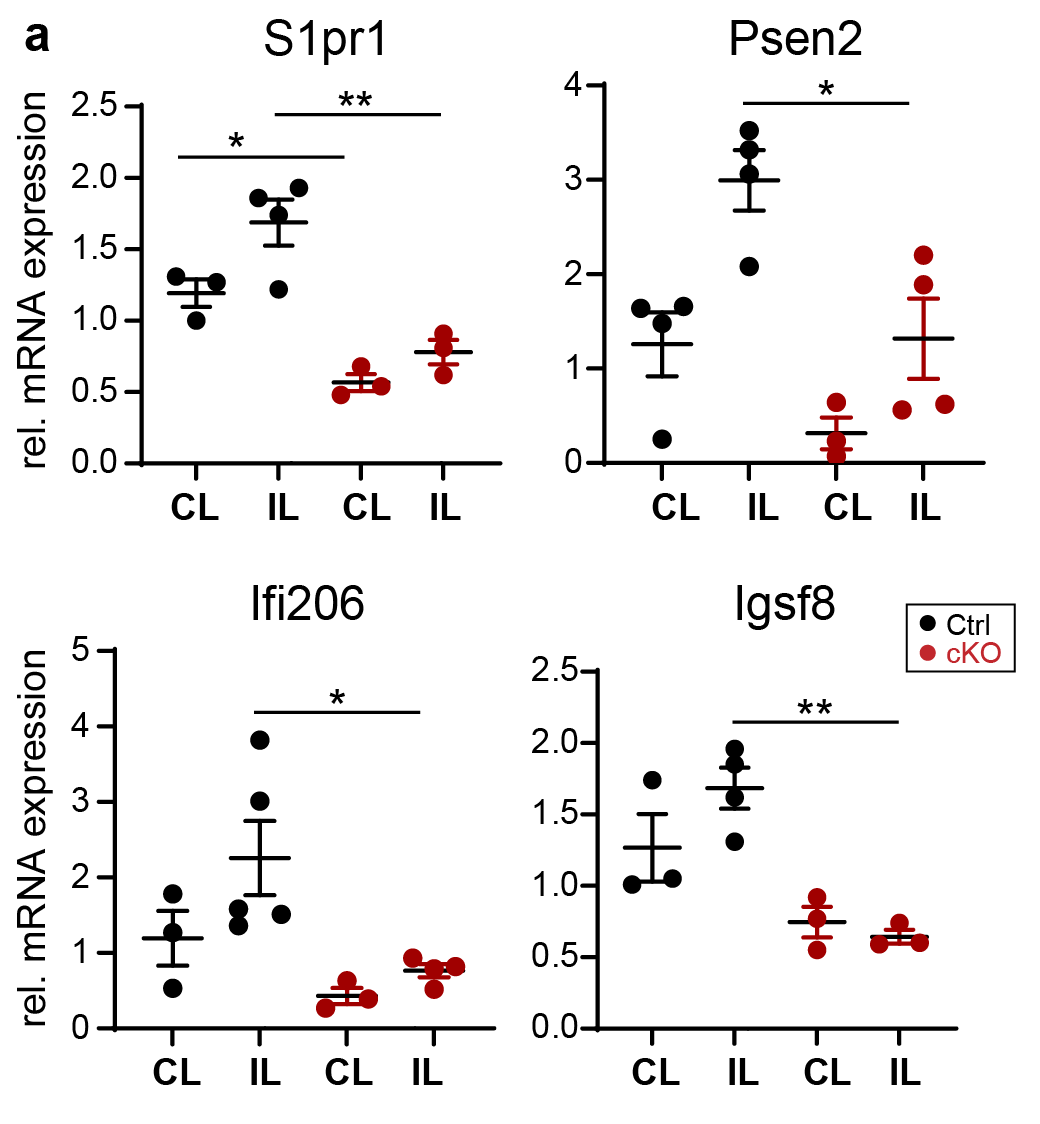
**

**Fig. S5. qRT-PCR validation of genes showing reduced microglial expression of inflammatory genes in cKO mice at 3 days post-TBI.**

**a.** qRT-PCR quantification of *S1pr1, Psen2*, *Ifi206 and Igsf8,* genes from CD11b^+^ microglia/myeloid cells isolated from CL and IL hemispheres of Ctrl and cKO mice at 3 days post-TBI. Data are mean ± SEM. N = 5 for Ctrl (2 female, 3 male) and N = 4 for cKO (2 female, 2 male). * p < 0.05, ** p < 0.01.

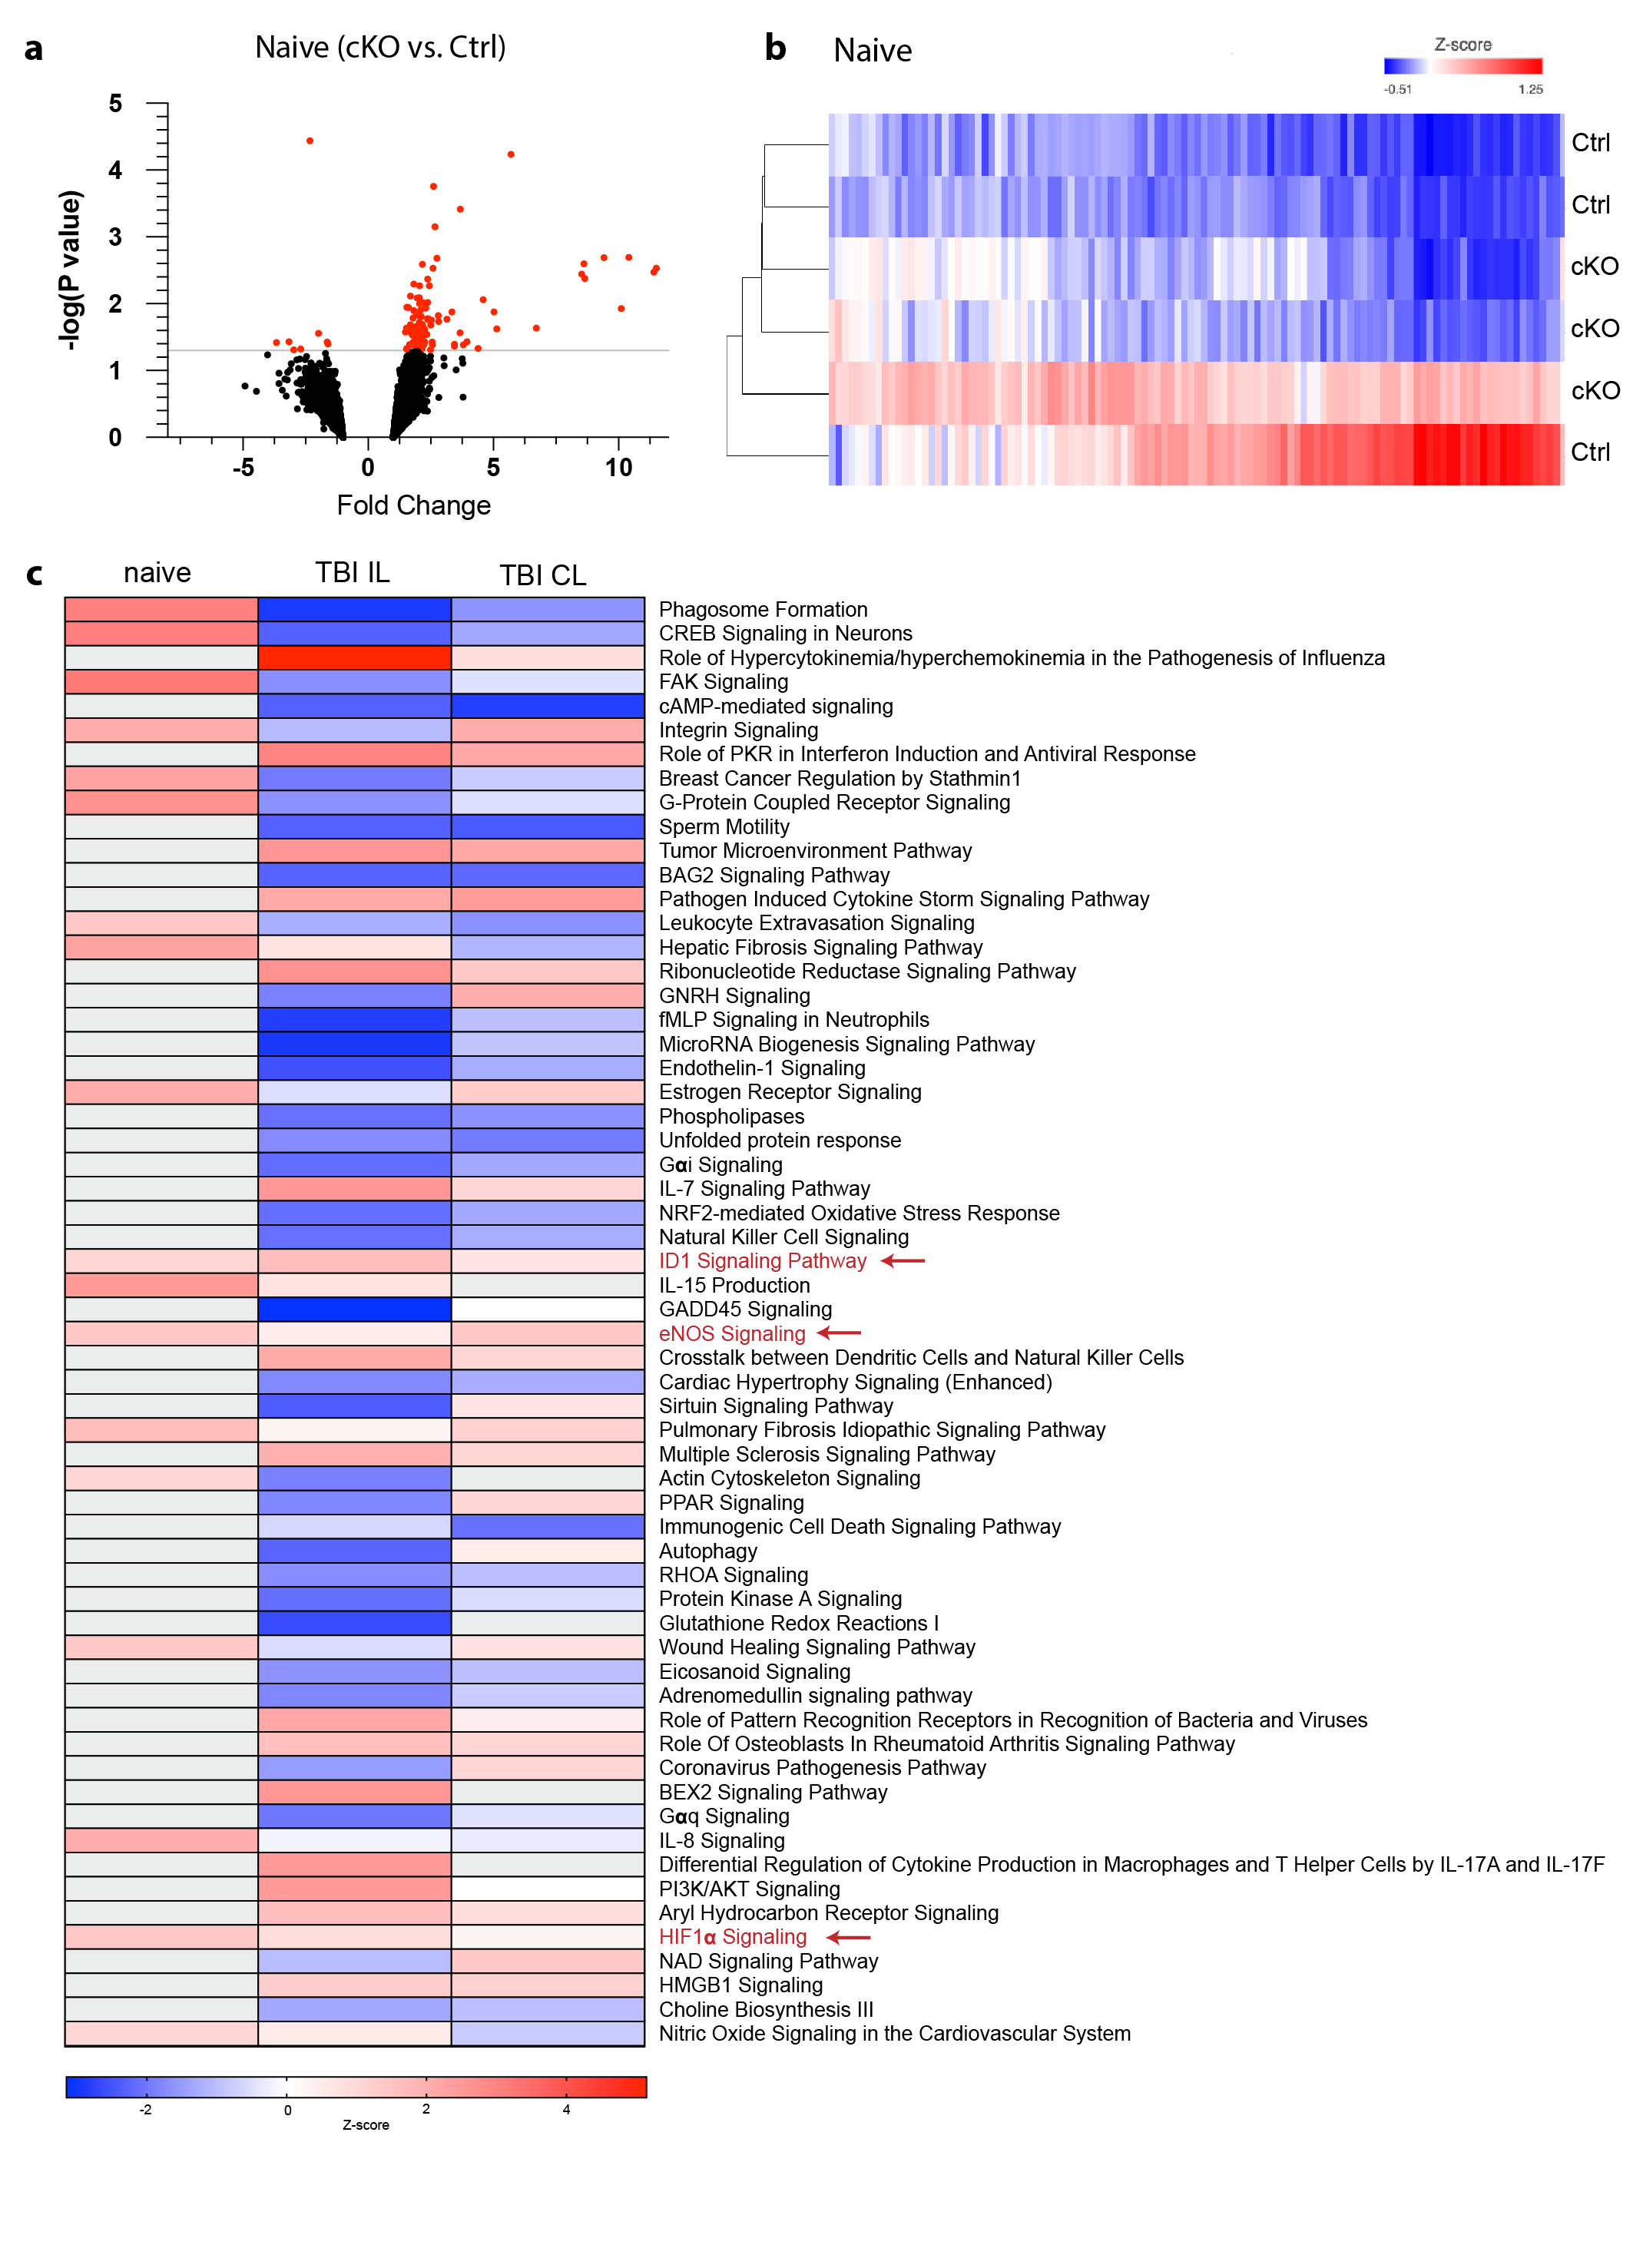

**Fig. S6. CD11b^+^ microglial cells from Ctrl and cKO mice displayed differentially regulated signaling pathways under naïve and post-TBI conditions.**

**a.** Volcano plot illustrating the gene expression pattern (detected with log2 fold change of ≥1.2 and FDR q-value ≤ 0.05) in the naïve brains of Ctrl and cKO mice. N=3. **b.** Unsupervised hierarchical clustering and heatmap illustration of up- or down-regulated genes in naïve brains of Ctrl and cKO mice. **c.** Heatmap comparing pathway changes in naïve brains and TBI (CL and IL hemispheres) of Ctrl and cKO mice. TBI data are from the same cohort in **Fig. 4**.

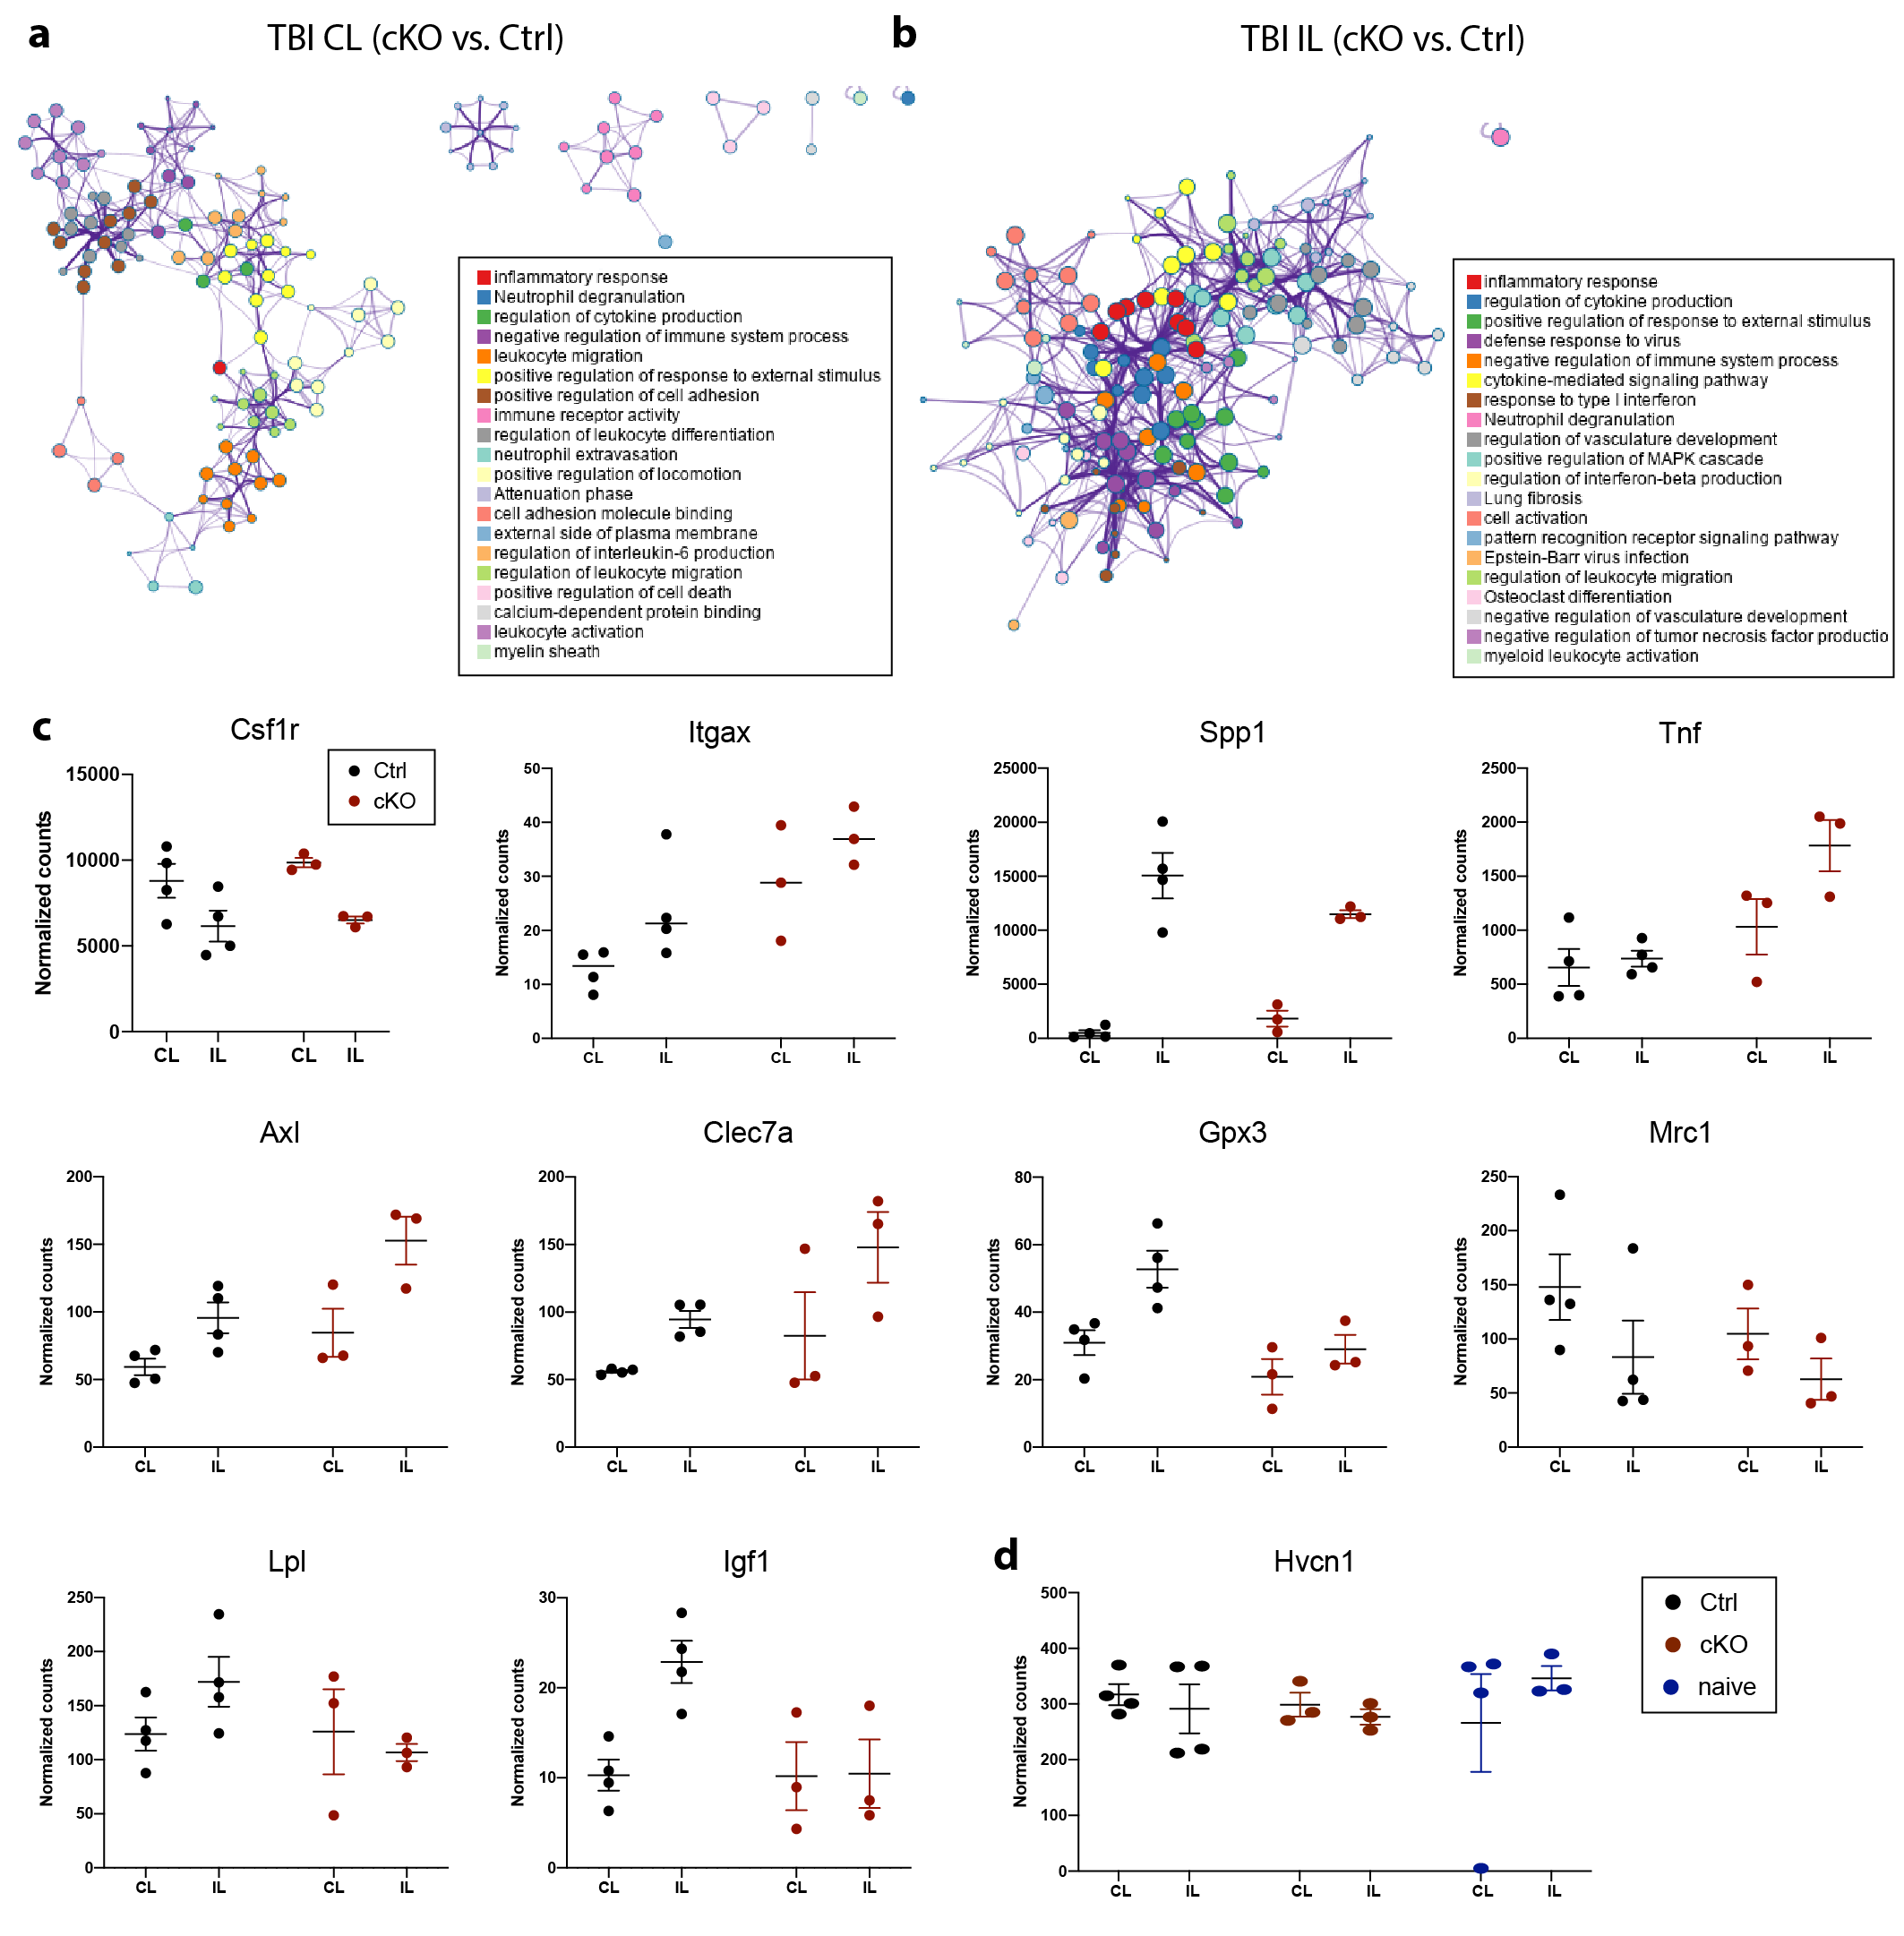

**Fig. S7. Differentially regulated pathways and myelination-related genes in Ctrl and cKO brains after TBI**

**a-b.** Metascape enrichment and network analysis of the DEGs from CL or IL hemispheres cKO TBI mice compared to the Ctrl TBI mice, from the same dataset in **Fig. 4**. 

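The enrichment was not repeated, because the tests behind it need gene sets and terms that are not part of the deposited data. Of the authors' DEGs, 50 in the IL and 87 in the CL hemispheres were not called by limma. Each of these was tested and changed in the direction of the authors' table. As the authors' tables come from the same libraries, the shared direction is not independent evidence. By the authors' own tables, 56 DEGs were higher and 67 lower in cKO IL, and 73 were higher and 105 lower in cKO CL.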

Each node represents a term associated with an ontological cluster (in same color), with larger nodes representing terms with more input genes. 

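In the CL hemispheres, 0 of the 10 myelination-related genes were called between cKO and Ctrl, with limma adjusted p values from 0.130 for *Itgax* to 0.921 for *Lpl*, and unadjusted p values were under 0.05 for *Itgax* and *Spp1*. *Itgax* was at 12.7 ± 3.71 CPM in Ctrl CL (SD, n = 4) and 28.8 ± 10.7 CPM in cKO CL (SD, n = 3), a log2 fold change of 1.09 (SE 0.27). It was called in the fit of all 14 libraries with the mouse as a random effect and without the CL library of cKO mouse 3592. *Spp1* was at 494 ± 526 CPM in Ctrl CL and 1818.05 ± 1282 CPM in cKO CL, a log2 fold change of 2.20 (SE 0.78, limma adjusted p = 0.345), and was called without the CL library of Ctrl mouse 3541. Leaving out single libraries turned the direction of *Clec7a* (from -0.16 to 0.67), *Lpl* (from -0.47 to 0.47) and *Igf1* (from -0.56 to 0.28) in the CL hemispheres.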

Terms with a similarity score > 0.3 are connected by lines whose weight corresponds to the degree of similarity. **c.** Myelination-related genes reported in literature CL and IL hemispheres of Ctrl and cKO mice after TBI. **d.** Hvcn1 gene expression in naïve and Ctrl or cKO brains post-TBI.

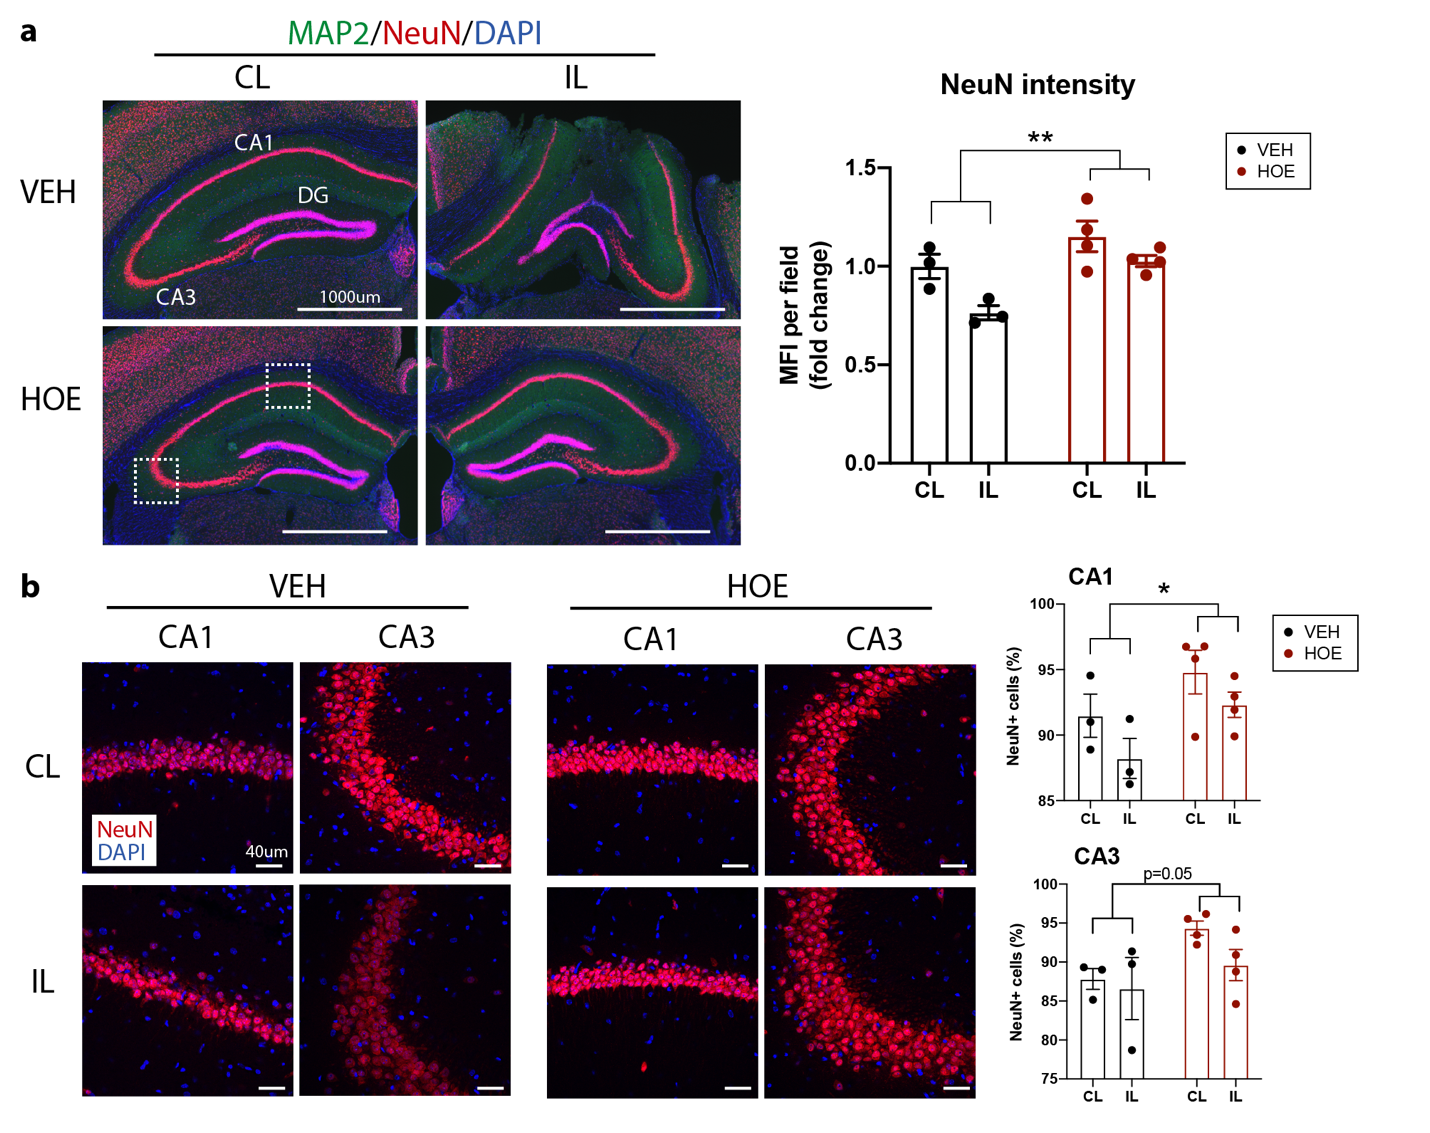

**Fig. S8. HOE642 administration after TBI protects hippocampal neurons.**

**a.** Representative 4x images of neuronal markers MAP2 and NeuN expressions and analysis of NeuN intensity in the CL and IL hippocampus in the same cohort of mice as in **Fig. 6**. Scale bar = 1000 µm. **b.** Representative 40x images and NeuN^+^ cell counts in CA1 and CA3 in the CL and IL hippocampus in the same cohort mice as in **Fig. 6**. Scale bar = 40 µm. * p < 0.05, ** p < 0.01.

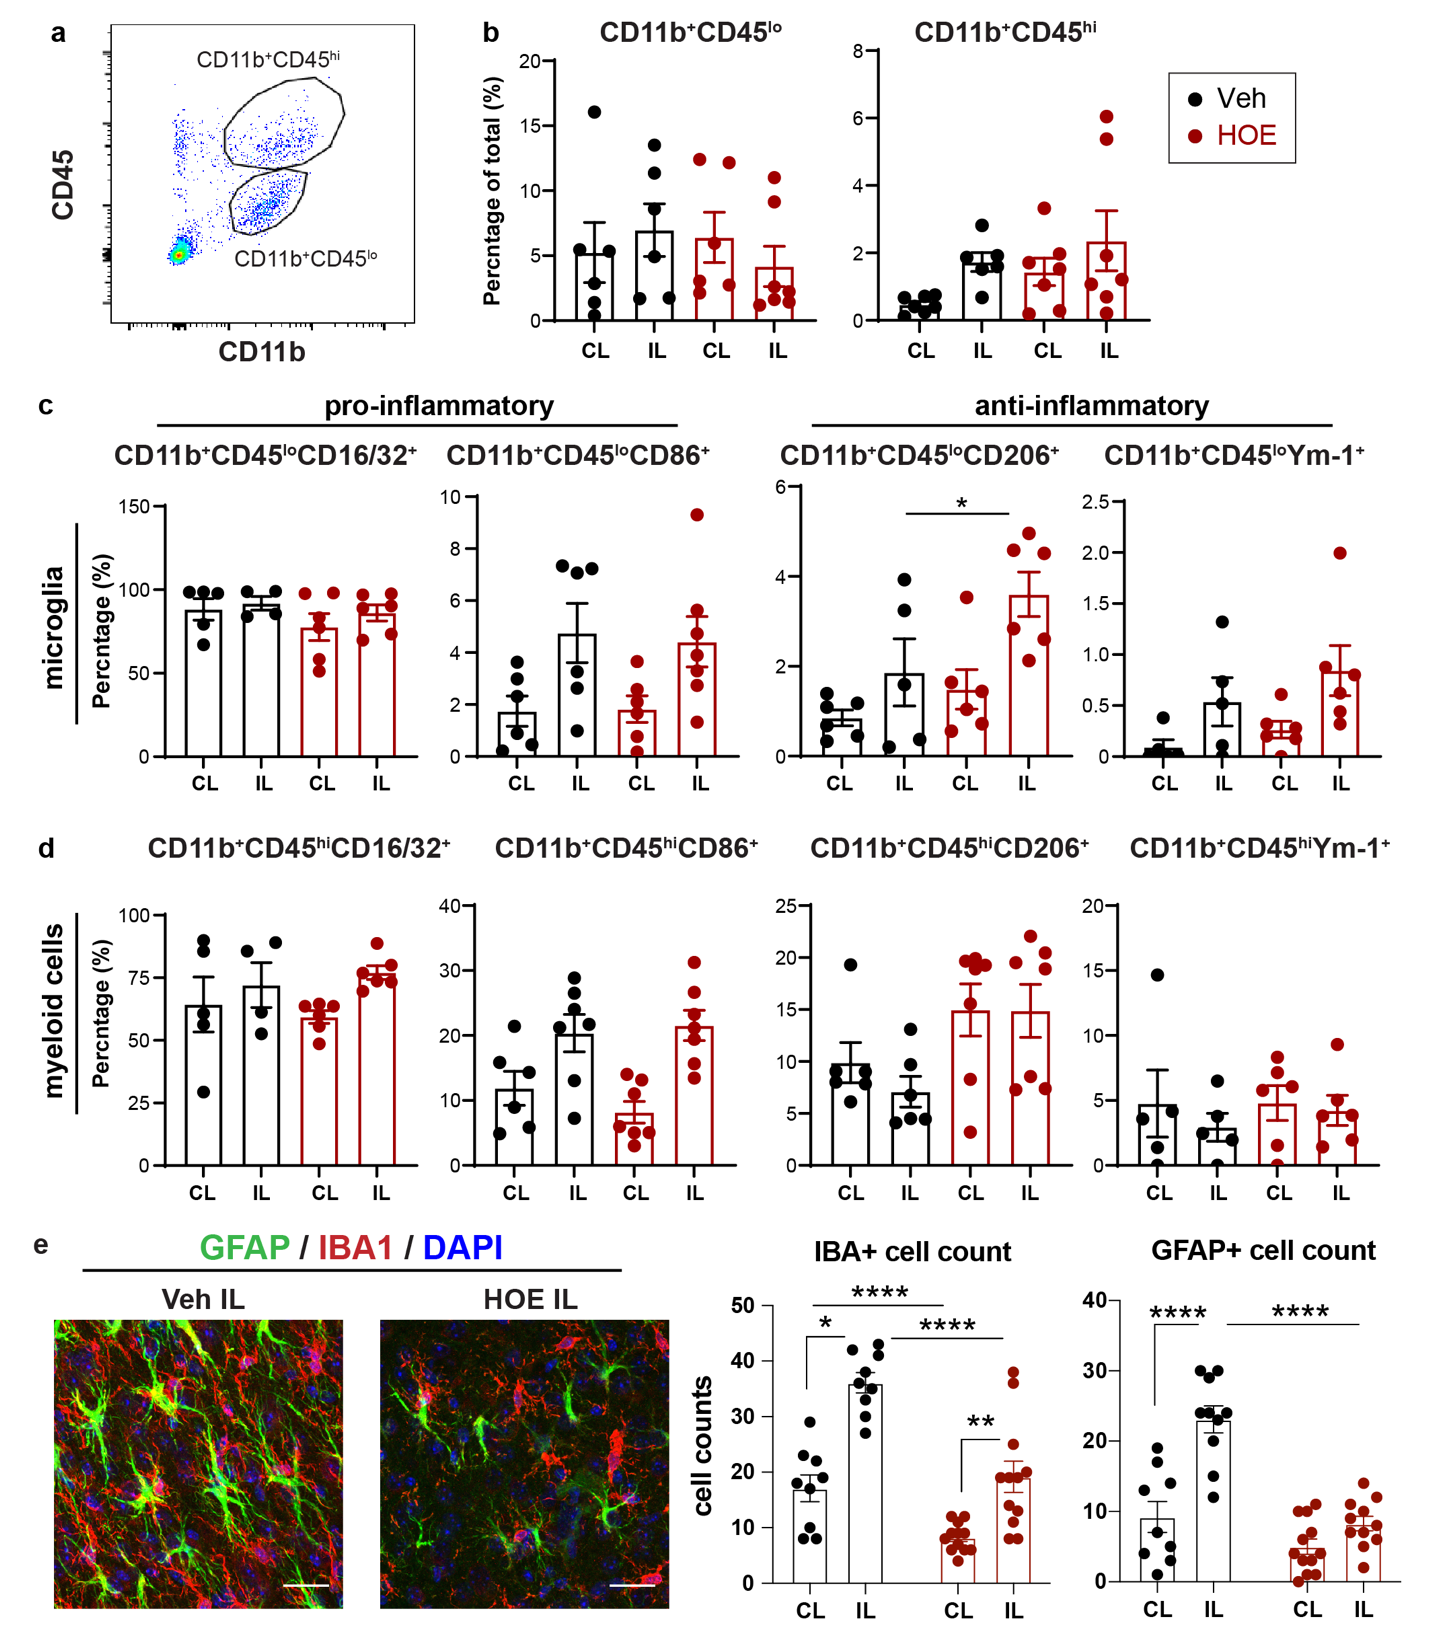

**Fig. S9. Post-TBI administration of selective NHE1 inhibitor HOE642 in C57BL/6 wild-type mice reduced inflammatory responses.**

**a.** Representative gating strategy of CD11b^+^CD45^lo^ microglia and CD11b^+^CD45^hi^ myeloid cells using flow cytometry. **b.** Percentages of the CD11b^+^CD45^lo^ microglia and CD11b^+^CD45^hi^ macrophage populations within live singlet cells of Veh or HOE-treated brains at 3 days post-TBI. **c-d.** Expressions of pro- and anti-inflammatory markers within CD11b^+^CD45^lo^ or CD11b^+^CD45^hi^ populations. Data are mean ± SEM, N = 6 for vehicle (all male) and N = 7 for HOE (all male). **e.** Representative images and quantification of GFAP^+^ reactive astrocytes and IBA1^+^ microglia/macrophages in the peri-lesion cortex of Veh or HOE-treated brains at 3 days post-TBI. Scale bar = 20 µm. Data are mean ± SEM, N = 9-12. * p < 0.05, **** p < 0.0001.

**
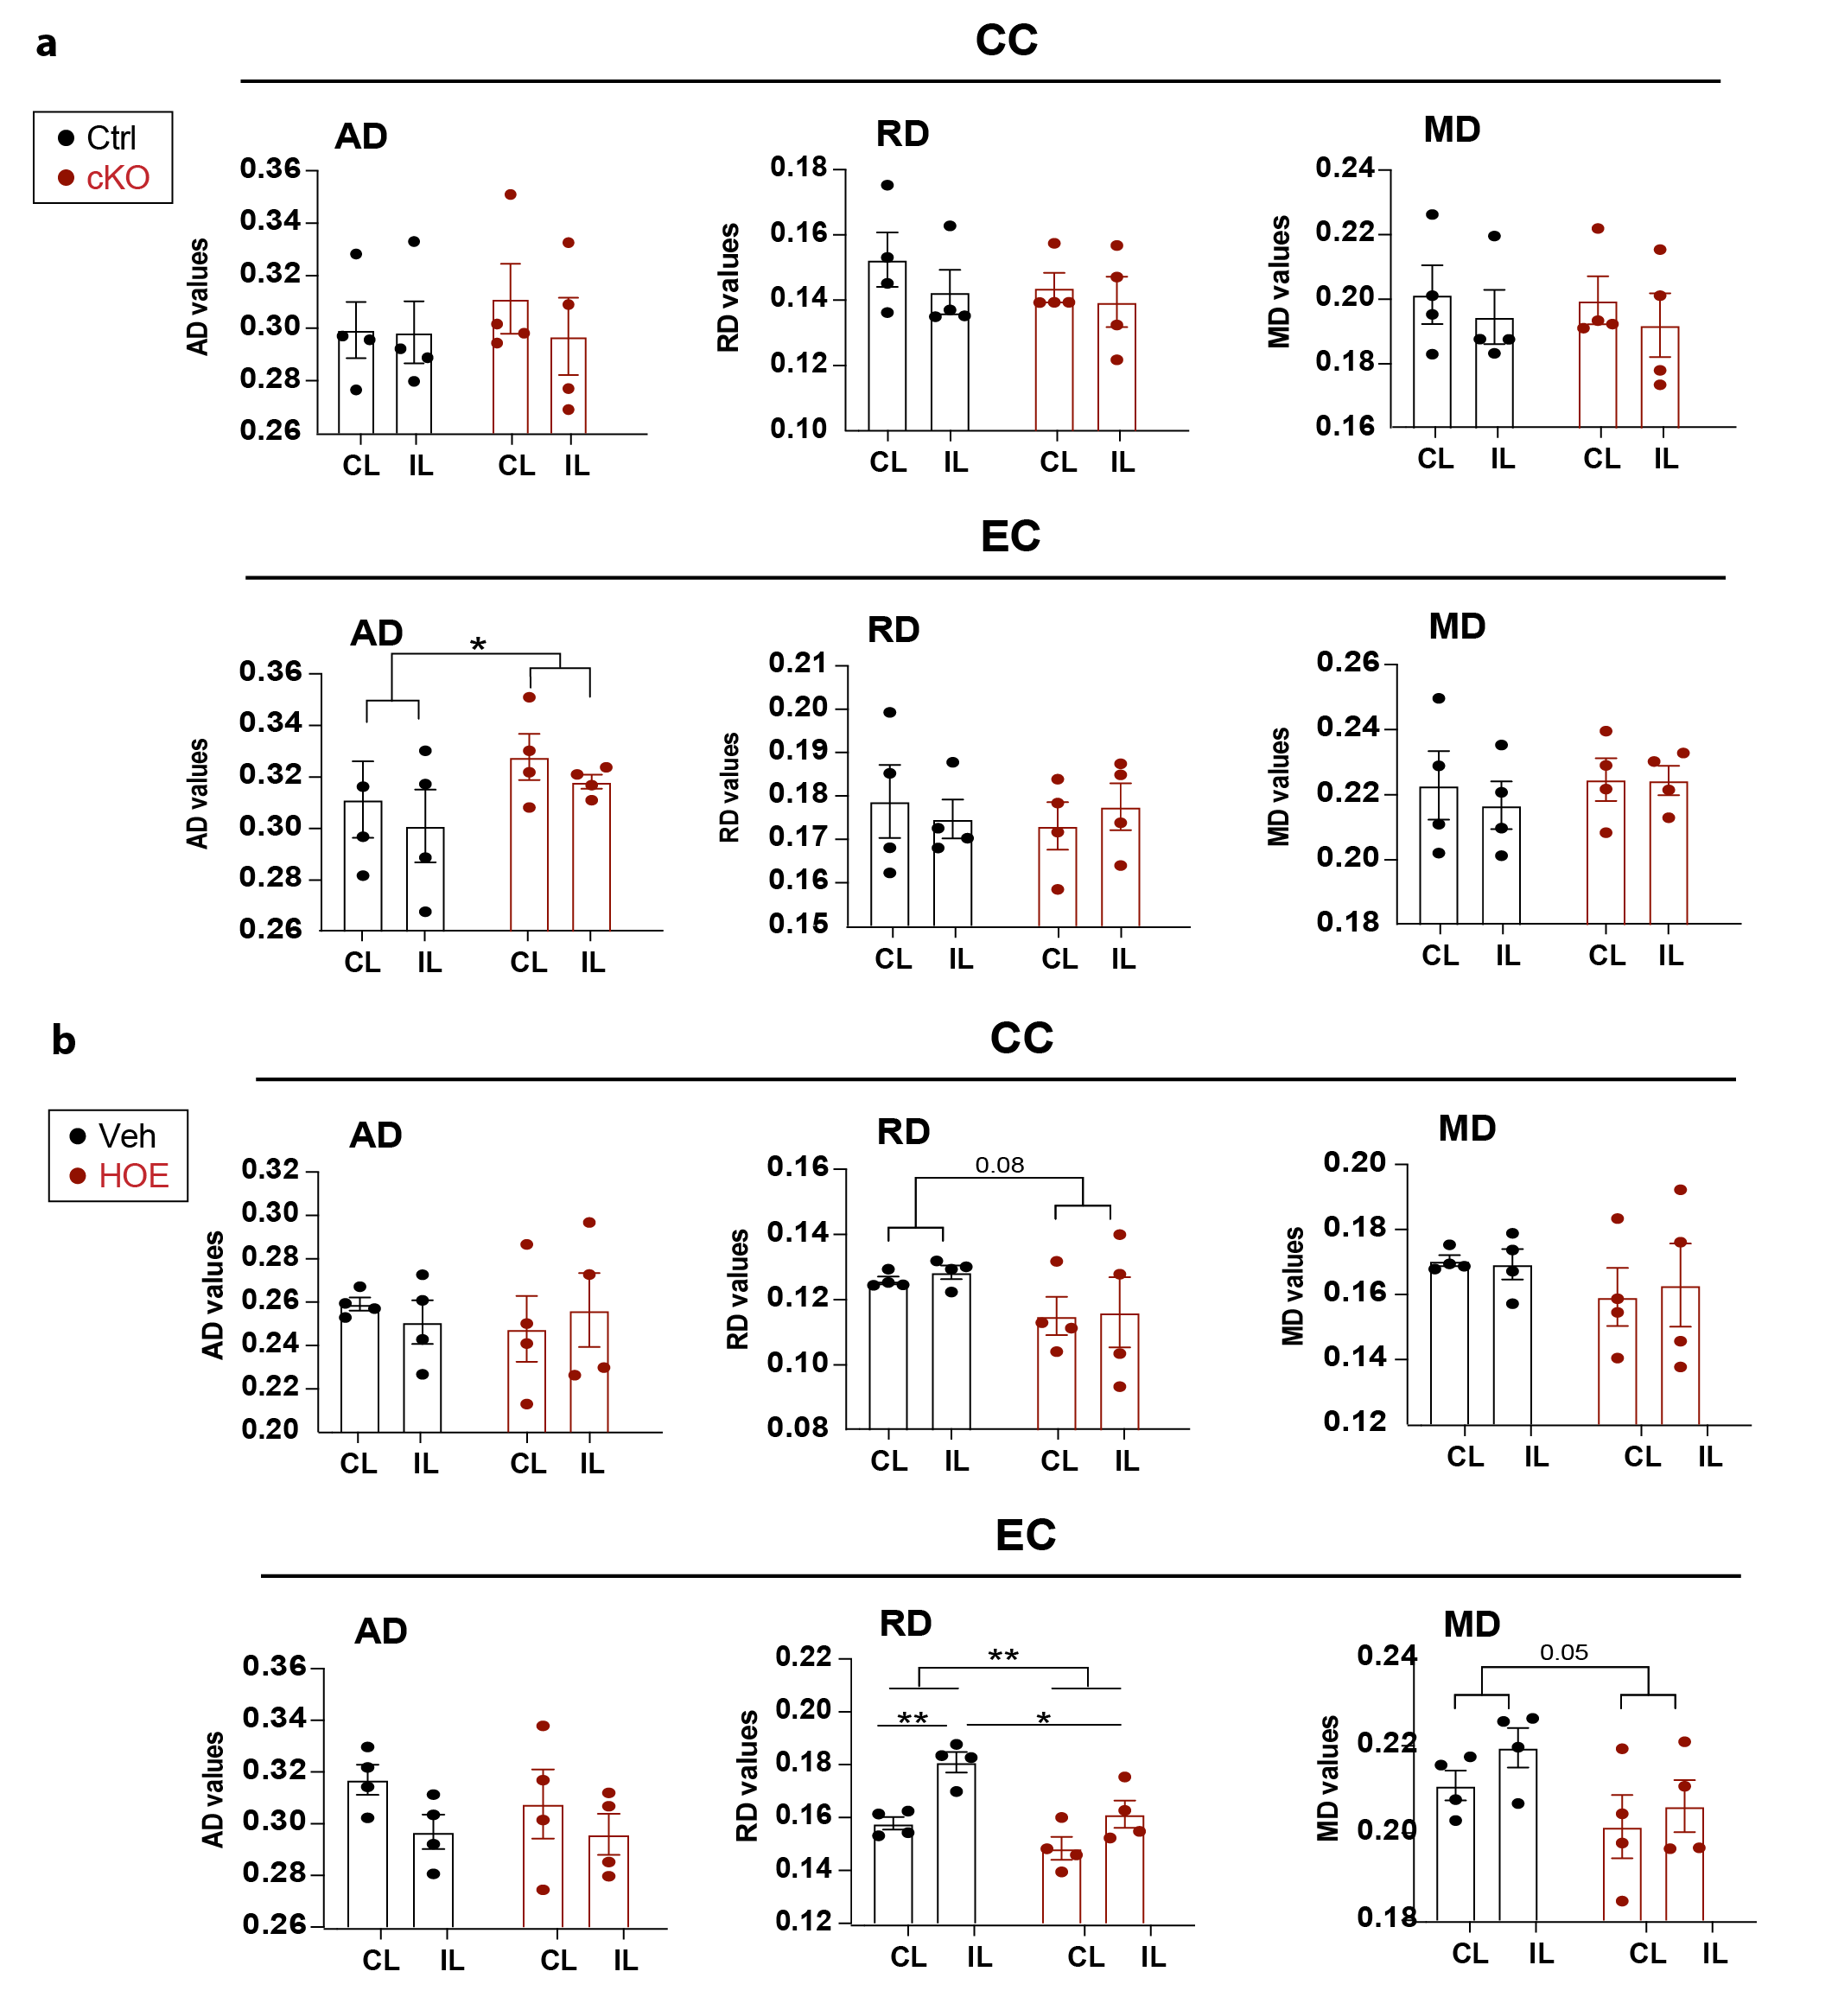
**

**Fig. S10. Additional parameters of DTI in microglial *Nhe1* cKO and HOE642-treated mice at 30 days post-TBI.**

**a.** Analysis of axial diffusivity (AD), radial diffusivity (RD) and medium diffusivity (MD) in the white matter tracts (CC and EC) of the same cohort of mice in Fig. 7a-d. **b**. Analysis of AD, RD and MD in CC and EC of the same cohort of mice in Fig. 7e-h. Data are mean ± SEM. N = 4. * p < 0.05, ** p < 0.01.

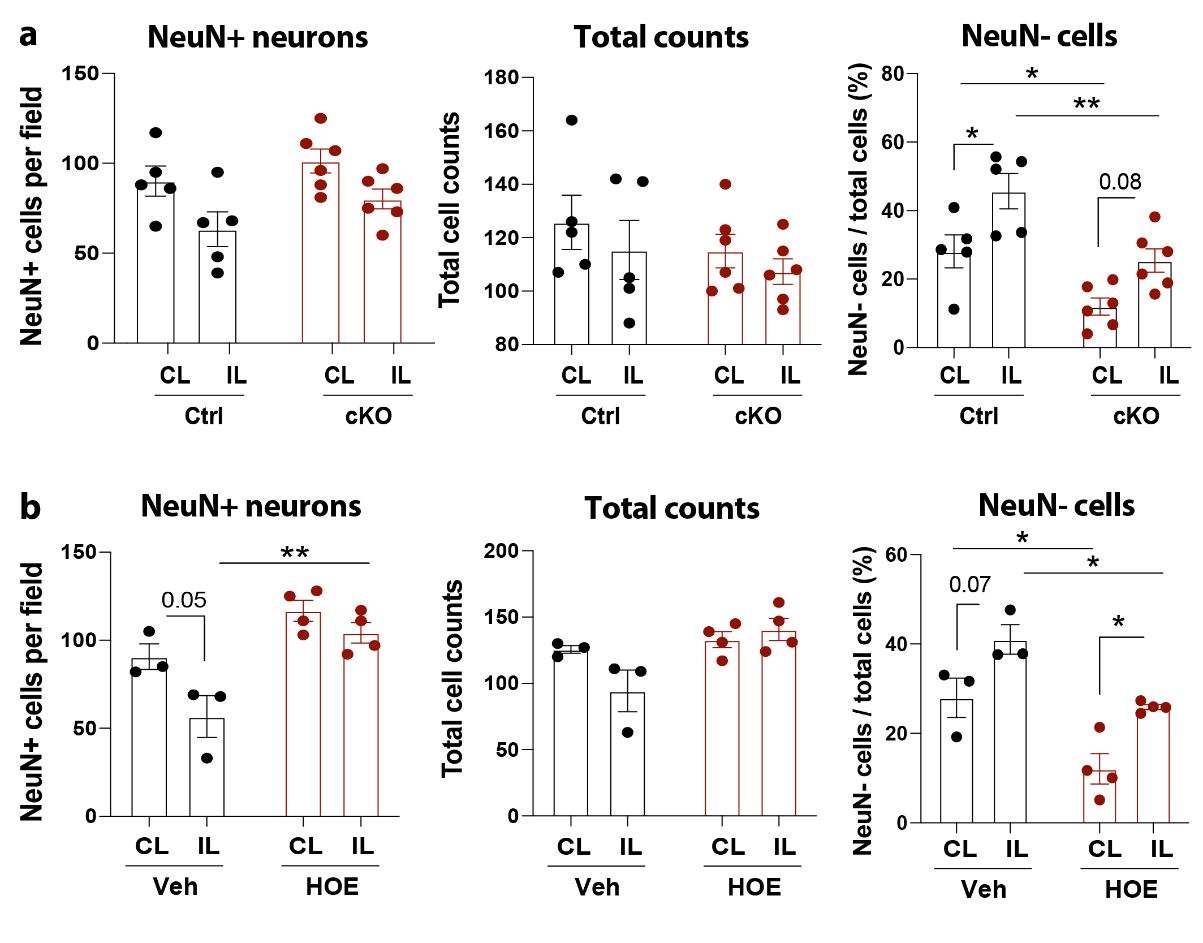

**Fig. S11. Additional analysis of perilesion neurons in microglial *Nhe1* cKO or HOE642-treated mice at 3 days post-TBI.**

**a.** Absolute counts of NeuN^+^ neurons and DAPI^+^ total cells, as well as NeuN^-^ cells percentage from the same cohort of data as in Fig. 1d. **b.** Absolute counts of NeuN^+^ neurons and DAPI^+^ total cells, as well as NeuN^-^ cells percentage from the same cohort of data as in Fig. 6b. * p < 0.05, ** p < 0.01.

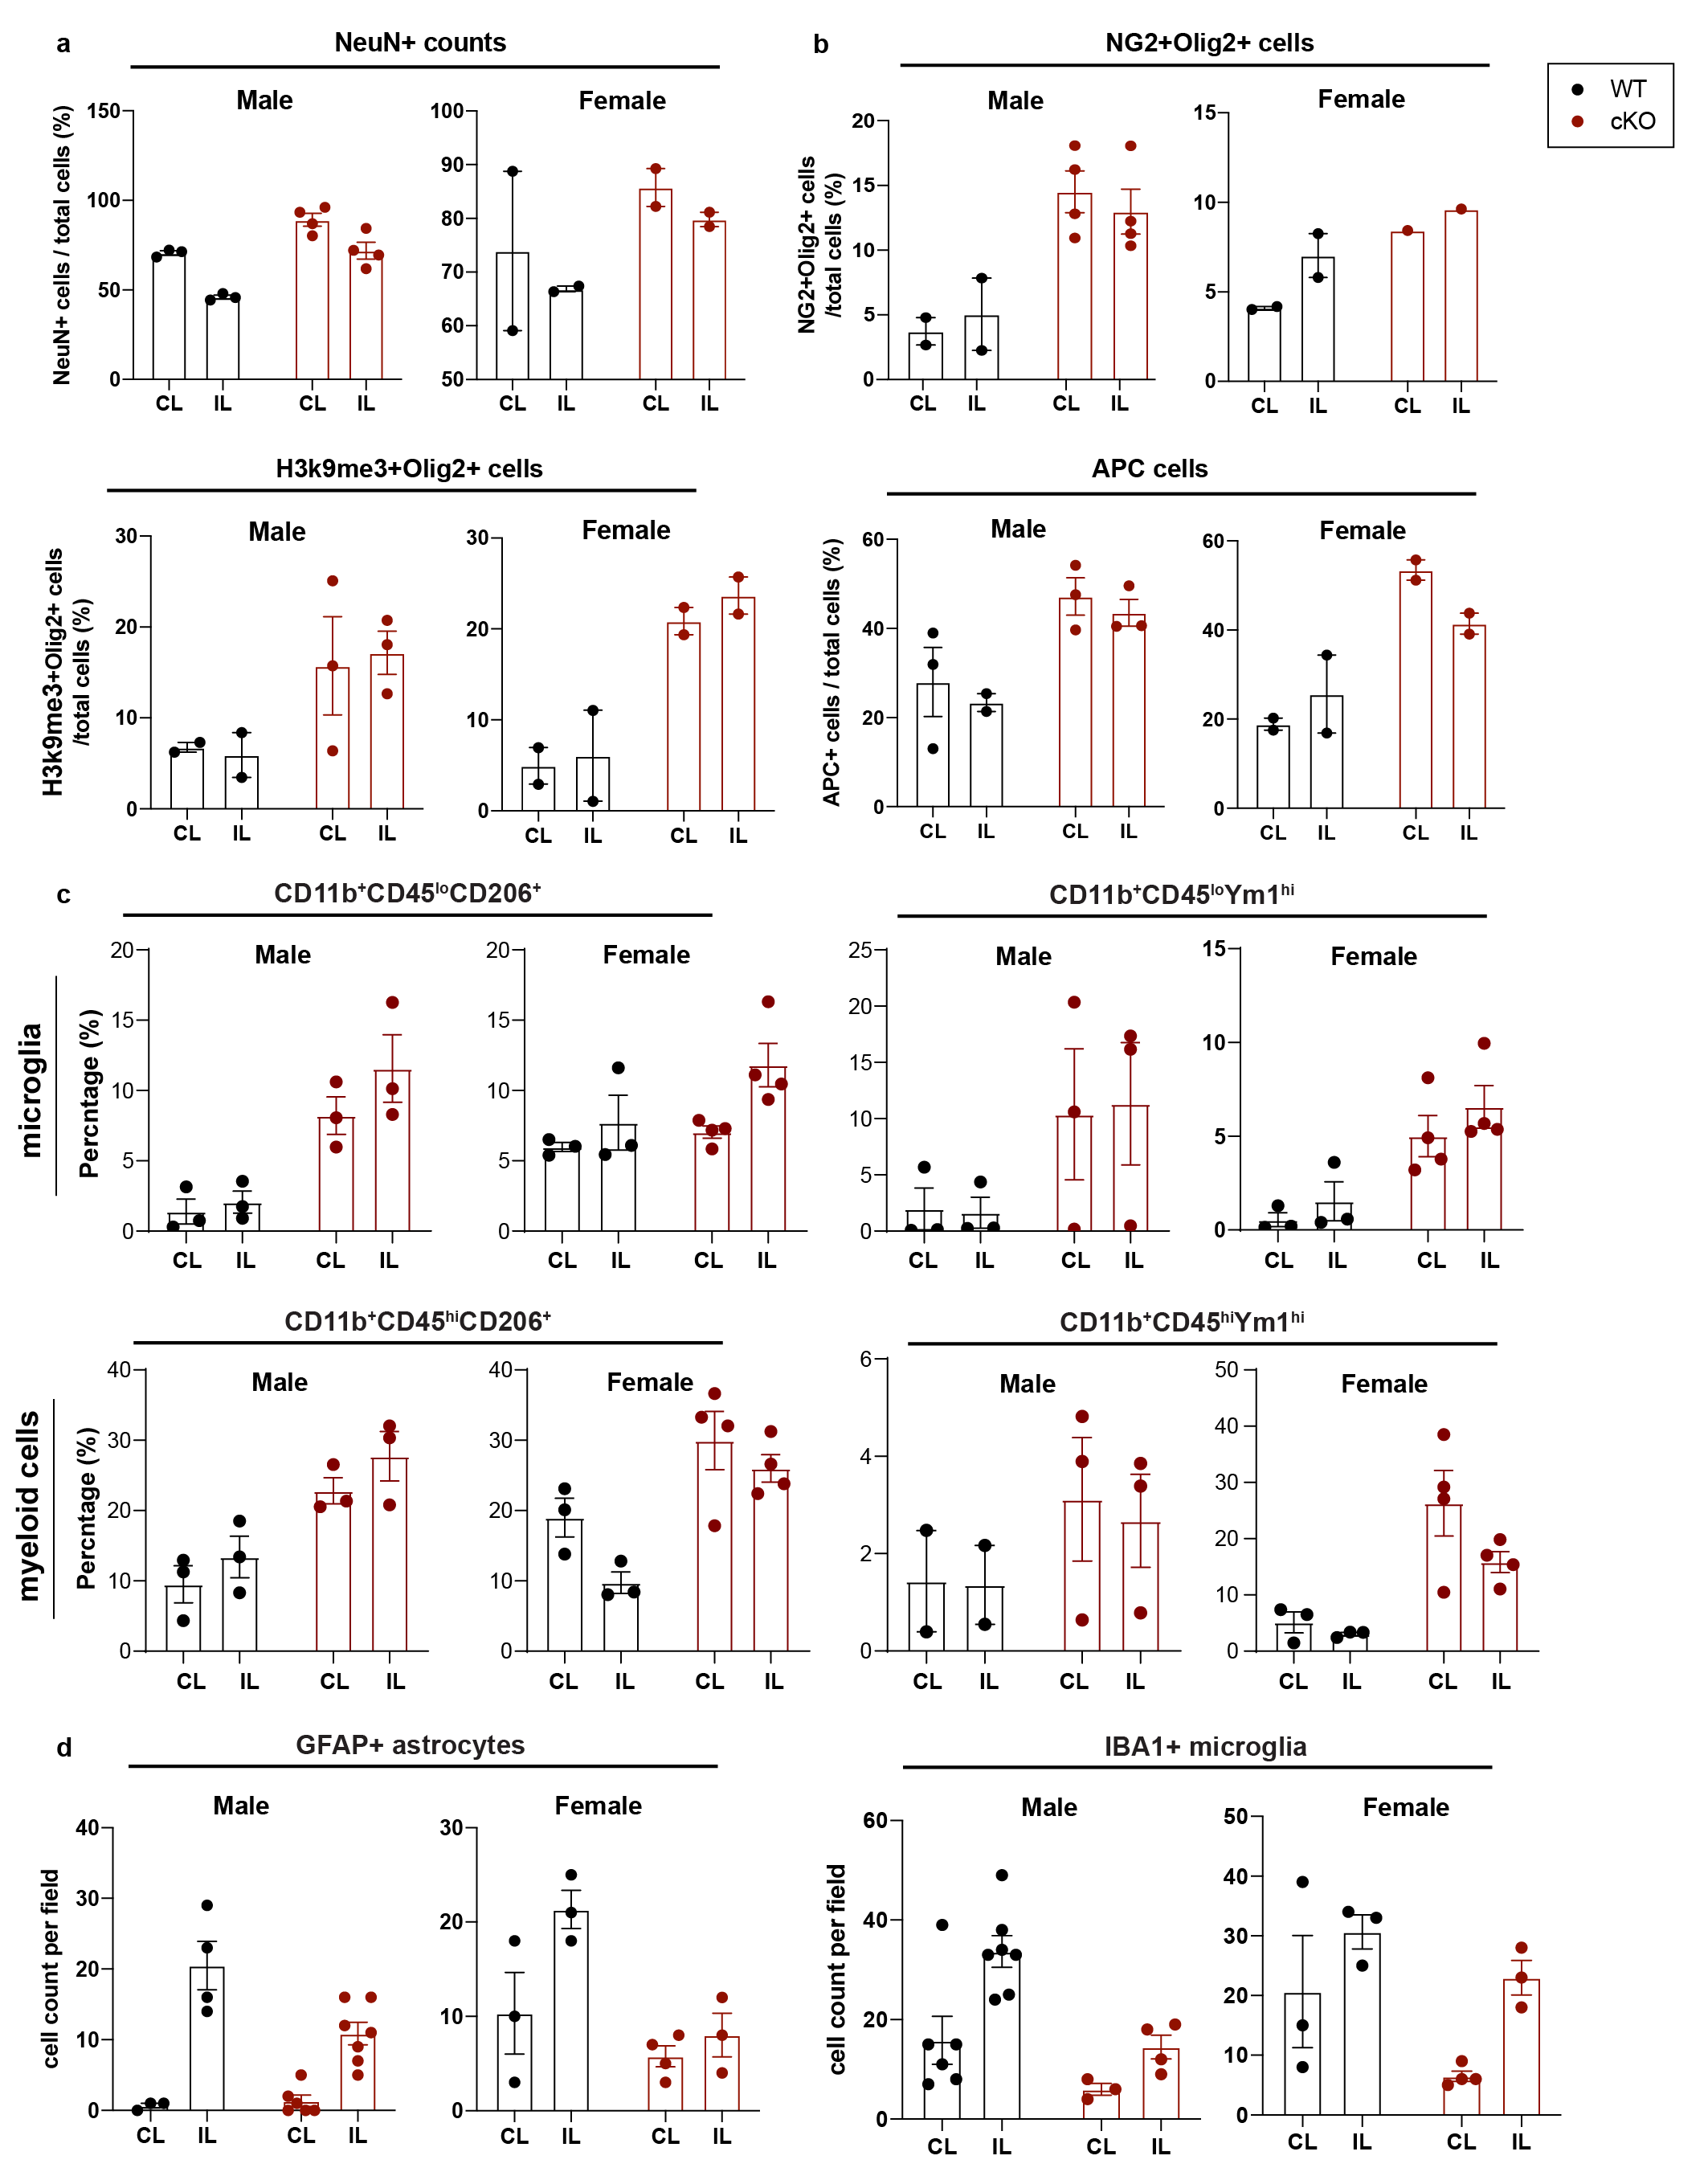

**Fig. S12. Sex-dependent differences in Ctrl or cKO mice at 3 days post-TBI.**

Similar trends of changes were observed between males and females in Ctrl or cKO mice at 3 days post-TBI. **a.** Sex-dependent differences in the same cohort of data as in Fig. 1d. **b.** Sex-dependent differences in the same cohort of data as in Fig. 2b-c. **c.** Sex-dependent differences in the same cohort of data as in Fig. 3c-d. **d.** Sex-dependent differences in the same cohort of data as in Fig. 3e.

**Table S1. Primer sequences used in RT-qPCR**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *S1pr1* | TTGAGCGAGGCTGCTGTTTC | GGGGTGGTATTTCTCCAGGC |
| *Psen2* | GAAGACTCCTACGACAGTTTTGG | CACCAGGACGCTGTAGAAGAT |
| *Ifi206* | GGCATCCTGATTCCTCCACCA | CTGGCAGACACGGTTCAGAAG |
| *Igsf8* | CTGCTAATACTTGGAACCAGGTG | ACGTTGCAGGAGATAGAGACA |
| *Ppia* | TGTGCCAGGGTGGTGACTTT | CGTTTGTGTTTGGTCCAGCAT |

**Table S2. List of antibodies used in immunostaining and flow** **cytometry**

| **Antibody** | **Host** | **Dilution** | **Company** | **Catalog No.** | **Application** | |
| --- | --- | --- | --- | --- | --- | --- |
| MAP2 | Mouse | 1:200 | EMD Millipore | MAB3418 | Immuno-staining | |
| NeuN | Rabbit | 1:200 | Abcam | ab177487 |  |  |
| MBP | Rabbit | 1:200 | Abcam | ab40390 |  |  |
| NG2 | Rabbit | 1:200 | EMD Millipore | AB5320 |  |  |
| Ki67 | Rabbit | 1:500 | EMD Millipore | ab15580 |  |  |
| Caspase3 | Rabbit | 1:200 | Cell Signaling Technology | 9662S |  |  |
| H3K9me3 | Rabbit | 1:200 | Abcam | ab8898 |  |  |
| Olig2 | Mouse | 1:200 | EMD Millipore | MABN50 |  |  |
| APC | Mouse | 1:200 | EMD Millipore | OP80 |  |  |
| GFAP | Mouse | 1:200 | Cell Signaling Technology | 3670S |  |  |
| IBA1 | Rabbit | 1:200 | Wako | 019-19741 |  |  |
| BUV395-CD11b | Rat | 250 | BD Biosciences | 563553 | Flow Cytometry |  |
| BV510-CD45 | Rat | 250 | BioLegend | 103138 |  |  |
| eFluor 450-CD16/32 | Rat | 250 | Invitrogen | 48-0161-82 |  |  |
| Alexa Fluor 700-CD86 | Rat | 250 | BD Biosciences | 560581 |  |  |
| PE-Cy7-CD206 | Rat | 250 | Invitrogen | 25-2061-82 |  |  |
| PE-Ym-1 | Rabbit | 2500 | Abcam | ab211621 |  |  |

**References**

1. Percie du Sert N, Hurst V, Ahluwalia A, Alam S, Avey MT, Baker M, et al. The ARRIVE guidelines 2.0: Updated guidelines for reporting animal research. J Cereb Blood Flow Metab. 2020;40(9):1769-77.

2. Song S, Wang S, Pigott VM, Jiang T, Foley LM, Mishra A, et al. Selective role of Na(+) /H(+) exchanger in Cx3cr1(+) microglial activation, white matter demyelination, and post-stroke function recovery. Glia. 2018;66(11):2279-98.

3. Hashimoto D, Chow A, Noizat C, Teo P, Beasley MB, Leboeuf M, et al. Tissue-resident macrophages self-maintain locally throughout adult life with minimal contribution from circulating monocytes. Immunity. 2013;38(4):792-804.

4. Valny M, Honsa P, Kirdajova D, Kamenik Z, Anderova M. Tamoxifen in the Mouse Brain: Implications for Fate-Mapping Studies Using the Tamoxifen-Inducible Cre-loxP System. Front Cell Neurosci. 2016;10:243.

5. Fogg DK, Sibon C, Miled C, Jung S, Aucouturier P, Littman DR, et al. A clonogenic bone marrow progenitor specific for macrophages and dendritic cells. Science. 2006;311(5757):83-7.

6. Ajami B, Bennett JL, Krieger C, Tetzlaff W, Rossi FM. Local self-renewal can sustain CNS microglia maintenance and function throughout adult life. Nat Neurosci. 2007;10(12):1538-43.

7. Parkhurst CN, Yang G, Ninan I, Savas JN, Yates JR, 3rd, Lafaille JJ, et al. Microglia promote learning-dependent synapse formation through brain-derived neurotrophic factor. Cell. 2013;155(7):1596-609.

8. Begum G, Song S, Wang S, Zhao H, Bhuiyan MIH, Li E, et al. Selective knockout of astrocytic Na(+) /H(+) exchanger isoform 1 reduces astrogliosis, BBB damage, infarction, and improves neurological function after ischemic stroke. Glia. 2018;66(1):126-44.

9. Lee E, Hwang I, Park S, Hong S, Hwang B, Cho Y, et al. MPTP-driven NLRP3 inflammasome activation in microglia plays a central role in dopaminergic neurodegeneration. Cell Death Differ. 2019;26(2):213-28.

10. Zhang B, Zou J, Han L, Beeler B, Friedman JL, Griffin E, et al. The specificity and role of microglia in epileptogenesis in mouse models of tuberous sclerosis complex. Epilepsia. 2018;59(9):1796-806.

11. Schafer DP, Heller CT, Gunner G, Heller M, Gordon C, Hammond T, et al. Microglia contribute to circuit defects in Mecp2 null mice independent of microglia-specific loss of Mecp2 expression. Elife. 2016;5.

12. Theroux P, Chaitman BR, Erhardt L, Jessel A, Meinertz T, Nickel WU, et al. Design of a trial evaluating myocardial cell protection with cariporide, an inhibitor of the transmembrane sodium-hydrogen exchanger: the Guard During Ischemia Against Necrosis (GUARDIAN) trial. Curr Control Trials Cardiovasc Med. 2000;1(1):59-67.

13. Sen T, Gupta R, Kaiser H, Sen N. Activation of PERK Elicits Memory Impairment through Inactivation of CREB and Downregulation of PSD95 After Traumatic Brain Injury. J Neurosci. 2017;37(24):5900-11.

14. Bouet V, Boulouard M, Toutain J, Divoux D, Bernaudin M, Schumann-Bard P, et al. The adhesive removal test: a sensitive method to assess sensorimotor deficits in mice. Nat Protoc. 2009;4(10):1560-4.

15. Shelton SB, Pettigrew DB, Hermann AD, Zhou W, Sullivan PM, Crutcher KA, et al. A simple, efficient tool for assessment of mice after unilateral cortex injury. J Neurosci Methods. 2008;168(2):431-42.

16. Darwish H, Hasan H. Y-Shaped Maze to Test Spontaneous Object Recognition and Temporal Order Memory After Traumatic Brain Injury. Methods Mol Biol. 2019;2011:383-92.

17. Zhao H, Nepomuceno R, Gao X, Foley LM, Wang S, Begum G, et al. Deletion of the WNK3-SPAK kinase complex in mice improves radiographic and clinical outcomes in malignant cerebral edema after ischemic stroke. J Cereb Blood Flow Metab. 2017;37(2):550-63.

18. Song S, Yu L, Hasan MN, Paruchuri SS, Mullett SJ, Sullivan MLG, et al. Elevated microglial oxidative phosphorylation and phagocytosis stimulate post-stroke brain remodeling and cognitive function recovery in mice. Commun Biol. 2022;5(1):35.

How the deposited data were processed for this re-analysis (not part of the article)

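CD11b+ microglia/macrophages were isolated by magnetic sorting from the CL and IL hemispheres of male Ctrl and cKO mice at 3 days post-TBI, and their RNA was sequenced from Smart Seq v4 libraries. The libraries form 4 groups, Ctrl CL and Ctrl IL with 4 libraries each and cKO CL and cKO IL with 3 each. They carry the numbers of 8 mice, and 6 mice gave both hemispheres. The numbers 784 (IL only) and 788 (CL only), both cKO, were taken as different mice, which the libraries do not settle. *Xist* was at most 0.29 CPM and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were above 0 in each of the 14 libraries. Libraries of naïve mice, which the paper also describes, did not enter.

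The authors deposited, under the name raw counts, a value for each of 33939 genes in each library. Each library sums to 1e+06, so the authors' values are CPM. Of the values under 100 reads, 78.5% to 83.5% are whole multiples of 1 step per library, within a tolerance of 0.03. The reads assigned to genes, taken from that step, ranged from 12.2 to 41.6 M per library, with a median of 34.2 M. For the comparisons of cKO and Ctrl in each hemisphere, the authors deposited a p-value and a step-up FDR, the ratio and the signed fold change of the group means, and the group means in CPM, for 13308 genes. These came from the GSA package of Partek Flow. The comparisons had been designed for tests on whole counts, before the values were seen to be CPM. With reads shared among genes and scaled, those tests were not run, and limma on log2 values took their place.

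The log2 values were log2(CPM + 1) after division of each library by a factor from the trimmed mean of M-values, computed without weights, with 30% of the M-values and 5% of the A-values trimmed. Over all 14 libraries the factors ranged from 0.877 to 1.14, and each fit used factors from its own libraries. Genes entered when they reached the CPM of 10 reads in a library of median depth in at least as many libraries as the smaller group holds, with 15 reads' worth in total. These levels were 0.292 CPM for the IL and 0.353 CPM for the CL libraries. limma 3.58.1 in R 4.3.3 fitted the libraries compared, with empirical Bayes moderation and a trend, and p values were adjusted by Benjamini-Hochberg over the genes tested. A gene was called with an adjusted p at or under 0.05 and a fold change of at least 1.2. The comparisons were cKO against Ctrl in the IL and in the CL hemispheres, IL against CL in Ctrl and in cKO, and the genotype by hemisphere interaction over all 14 libraries. Counts of genes were compared with those of other splits of the same libraries, 35 for each comparison of 4 and 3 libraries, 35 for IL against CL in Ctrl, 10 for IL against CL in cKO and 100 drawn assignments for the interaction. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the remaining steps.

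The text names each gene that the paper names from the RNA-seq. A further gene of the design is not reported here. The text also names up to 5 higher and 5 lower genes with the largest change in the IL hemispheres among genes called in both hemispheres, without overlap between cKO and Ctrl libraries and with a mean above 1 on the log2 scale in a genotype, up to 5 higher and 5 lower genes called between IL and CL in Ctrl with the largest change and a mean above 3 on the log2 scale in a group, and the members of the gene lists where their list is reported. The gene lists were 15, namely pro-inflammatory genes named in the paper, a joint list of the restorative, anti-inflammatory and myelination-related genes that it names, interferon response, dissociation response, homeostatic microglia, disease-associated microglia, infiltrating monocyte, neutrophil, T and NK cell, B cell, oligodendrocyte, neuron, astrocyte, endothelial and sex. They were tested with limma's camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. These rules, the lists, the comparisons and most alternatives were fixed before the data were examined. The alternatives for pseudocounts of 0.5 and 0.1, the deposited CPM without further scaling, median-ratio scaling and the genes of the authors' tables were chosen after seeing the data, when the values had turned out to be CPM.

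The remaining alternatives were upper-quartile scaling, no filter beyond 1 read in total, genes with at least 10 reads' worth in every library, all 14 libraries in a single fit, all 14 libraries with the mouse as a random effect, the mouse as a block between hemispheres, the adjusted p alone, a fold change of at least 2, and leaving out each library in turn. The mouse numbers were checked with the log2 values of the libraries less their group means. Across genes, the hemispheres of the same mouse had correlations from 0.182 to 0.607 in all 6 mice that gave both, against -0.535 to 0.502, with a median of -0.215, for 19 other pairs of an IL with a CL library of the same genotype. These ranges overlap, and values less the mean of a small group are pushed below 0 between mice. The libraries were taken as paired because a number stands for a mouse.

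Coordinates and gene types came from GENCODE M21 on GRCm38, which holds 33802 of the 33939 identifiers (99.6%). Near-identical copies of a gene were found by aligning transcripts to one another with minimap2 2.31-r1302, with at least 300 aligned bases at 90% identity or more. The fits were tested on simulated data of the same libraries with 200 changed genes, in which 82.5% of the changed genes were recovered in each hemisphere, all in the right direction. Of the genes changed 2-fold, 64.6% were recovered in the IL and 65.7% in the CL hemispheres, and of those changed 4-fold, 100% and 99.0%. Of the calls, 4.62% and 5.17% were of unchanged genes. The simulation gave every gene a dispersion of 0.05, changed only genes above 1 CPM and held no differences between mice. The shares recovered may therefore be lower for real genes that vary more. A first criterion of more than 85% of all changed genes was not met and was replaced by 1 on the genes changed 4-fold. The pathway analyses of the paper with IPA and Metascape were not repeated, as their gene sets are not part of the data.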

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

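The tests of explanations in this part were written down before their results were seen, but several of them after the pattern that they explain had been seen, such as the low depth of a library. The assignments of whole mice were added after those of single libraries had been seen.

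Among 98 groups of 4 libraries examined for a library far from the others, 5 had such a library, and 4.90 are expected by chance. All 5 are of Ctrl mouse 3546. Its IL library had 12.2 M reads, against 34.2 to 35.2 M in the other Ctrl IL libraries. In that library *Mrc1* was at 184 CPM, against 42.7 to 62.3 CPM, *Cd209b* at 6.05 CPM, against 1.37 to 1.62 CPM, and *Ifi202b* at 0.164 CPM, against 0. Its CL library listed 27286 genes above 0, against 24406 to 24894 in the other Ctrl CL libraries. The lower depth of the IL library argues little against the calls between cKO and Ctrl, as without that library all of the 111 DEGs of the IL hemispheres remained (100%) and 280 genes were called. The CL library of lowest depth is that of Ctrl mouse 3551, and 74.5% of the 145 CL calls remained without it. Neither result leaves a lower depth of 1 library as the source of most calls. Why *Mrc1* and *Cd209b* were higher in this library was not tested, and a difference between mice stays open.

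The genotype difference of *S1pr1* was larger in the CL than in the IL hemispheres. The log2 fold changes differed by 0.87 (SE 0.22), with an adjusted p of 0.0311 over the 27 genes of the paper alone and of 1.00 over all 18476 genes by limma, so the difference is not established beyond the list, which the study chose on these libraries. For the interaction as a whole, 65 of 100 assignments of the libraries within each hemisphere gave as many genes with an unadjusted p under 0.05 as the 479 found, and the median over the others was 580. These assignments part the hemispheres of a mouse, which the fit does not pair. With each mouse kept whole, cKO mice 784 and 788, with 1 library each, go together in every assignment that keeps the group sizes, and 4 of 35 assignments gave as many as 479, with a median of 228 over the others. With the mouse as a block, 1001 genes had an unadjusted p under 0.05 and 0 were called, and 6 of 15 assignments of the 6 mice with both hemispheres gave as many, a number of assignments too small for a share under 0.05. A random grouping of the mice can therefore not be ruled out as the source of these counts, and they do not establish that the genotype difference depends on the hemisphere, or that it does not. No technical explanation was tested for *S1pr1* alone, and a biological one stays open and untested.

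The paper reports no count of genes between the IL and CL hemispheres within a genotype. Within the Ctrl mice, 1089 genes were called, 602 higher and 487 lower in IL, and 17.7% of the genes tested had no overlap between the groups, where chance gives 2.86%. With the mouse as a block, 1613 of 3356 calls were higher in IL, so the balance of directions depends on the pairing. The largest changes were increases of *Arg1* (log2 fold change 6.21), *Spp1* (5.60), *Gpnmb* (5.47), *Cd5l* (5.21) and *Htr2b* (4.77), and decreases of *Ccdc162* (-2.29), *Cd209b* (-2.17), *Gpr165* (-2.10), *Upk1b* (-1.98) and *Klhdc8b* (-1.91). *Gpr165* was not called without a filter on low values and in 6 of the 8 fits that each left out a library. Of the 35 splits of the 8 libraries, 2 gave as many calls. The other split, with 1534 calls, set both hemispheres of mice 3541 and 3545 against both of mice 3546 and 3551 and parted 0 mice into different groups. It counts both hemispheres of a mouse as separate libraries of a group. Its count therefore cannot tell how differences between these Ctrl mice compare in size with those between hemispheres. The labels give no batch for differences between these mice. Of the 8 splits that part each of the 4 mice as the real split does, only the real split gave any calls, and with the mouse as a block 3356 genes were called, so a grouping of libraries that ignores the mice is the setting in which chance stays open. Neutrophils among the IL cells are argued against as a source of the increases, since the median log2 fold change of 10 neutrophil genes was -2.65, all 10 lower in IL, of which *Ngp* was the most abundant at 1127 CPM in Ctrl CL. All 10 are above 1 CPM in Ctrl CL. Infiltrating monocytes cannot be told apart from a change of the resident cells. The median of 8 monocyte genes was 0.42, with *Fn1*, *Ccr2* and *Vcan* called higher and *Ly6c2* (-1.03) and *Chil3* (-0.68) lower but not called, all 8 are above 1 CPM in Ctrl CL, and *Chil3* is also in the joint list of restorative, anti-inflammatory and myelination-related genes. Injury itself, the difference that the design names, stays open.

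Within the cKO mice, 3731 genes were called between IL and CL, 2133 higher and 1598 lower in IL, with no overlap for 42.4% of the genes, where chance gives 10%. Only the real split gave as many of the 10 splits, the others at most 6, and a design of 3 against 3 libraries cannot give a share under 0.1, so chance cannot be told apart by this count. The larger count than in the Ctrl mice does not show a stronger response in the cKO. The median variance within groups was 2.41 times as high in Ctrl as in cKO libraries, which may by itself give fewer calls in Ctrl, and with all 14 libraries in a single fit, which uses 1 variance for all groups, the order turned to 2020 calls in Ctrl and 1430 in cKO. Of the 1089 genes called in Ctrl, 885 were called in cKO, 0 of them in the opposite direction.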

How the results depend on the processing

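Each result was recomputed under alternatives that change a single choice, most of which were set before the data were examined. The pseudocounts of 0.5 and 0.1, the deposited CPM without further scaling, median-ratio scaling and the genes of the authors' tables were chosen after seeing the data. DESeq2 was not run for any of the results it had been set for, nor was limma-voom, since both need whole counts, which the deposited CPM do not give. Fits with the mouse as a random effect used the log2 values without the weights of limma-voom.

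Between cKO and Ctrl in the IL hemispheres, 10 of 12 alternatives left the count within 1.5 times of 111. It was 69 without a filter on low values, where 31896 genes were tested in place of 16873, and 185 with the mouse as a random effect. Without single libraries it went from 46 (without cKO mouse 784) to 280 (without Ctrl mouse 3546). The count of 145 in the CL hemispheres stayed within 1.5 times in 8 of 12 alternatives. It was 86 among genes with at least 10 reads' worth in every library and 89 among the genes of the authors' tables, where fewer genes were tested, 261 with all 14 libraries in a single fit and 293 with the mouse as a random effect, and without single libraries it went from 71 (without cKO mouse 791) to 163 (without Ctrl mouse 3546). The 67 genes called in both hemispheres became 40 without a filter and 108 with all 14 libraries in a single fit, and went from 35 (without cKO mouse 784 or 791 in IL) to 94 (without Ctrl mouse 3546 in IL). Which direction prevailed among the calls between cKO and Ctrl depended on the genes tested. Among genes with at least 10 reads' worth in every library, 35 of 79 IL calls and 37 of 86 CL calls were higher in the cKO. Among the genes of the authors' tables, 41 of 84 and 40 of 89 were. In the other alternatives that kept every library, most calls were higher in both hemispheres. For changes that the number of genes or libraries does not explain, the cause was not tested.

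Between IL and CL in Ctrl, 1089 genes became 598 without a filter, 2020 with all 14 libraries, 3356 with the mouse as a block and 553 with a fold change of at least 2, and went from 484 (without the IL library of mouse 3541) to 1438 (without that of mouse 3546) in the fits without a library. In cKO, 3731 genes became 1430 with all 14 libraries, 2328 with the mouse as a block and 822 with a fold change of at least 2, and went from 1871 (without the IL library of mouse 784) to 3537 (without the CL library of mouse 3592). With the deposited CPM without further scaling, the share of calls higher in IL went from 55.3% to 43.4% in Ctrl and from 57.2% to 43.4% in cKO, so which direction prevails depends on the scaling. With the mouse as a block, the share was 48.1% in Ctrl and 64.3% in cKO, so in Ctrl it also depends on the pairing. The interaction gave 0 genes in each of 11 alternatives, where unadjusted p values were under 0.05 for 263 to 1127 genes, and 0 to 1 genes without single libraries. The genes were *Ifi202b* (2.27, adjusted p = 0.00847) without the CL library and *Gm6356* (-2.17, adjusted p = 0.00085) without the IL library of cKO mouse 791.

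The 6 genes of the paper called in the direction it gives became 10 with the mouse as a random effect, and 3 (without cKO mouse 784 in IL) to 9 (without Ctrl mouse 3546 in IL). The adjusted Rand index of the clusters was 1 with the called genes, 0.347 with all genes and 0.631 with the 500 genes of highest variance. The 1 gene list called in IL and the 5 in CL became 0 and 0 with fry and 0 and 0 with an estimated correlation, where 0 and 3 lists (fry) and 0 and 2 lists (estimated) had an unadjusted p under 0.05. Of the 7 lists called between IL and CL in Ctrl, 5 remained with fry and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05. Without single libraries the lists called were 1 to 2 in IL (2 without Ctrl mouse 3551), 2 to 6 in CL (2 without Ctrl mouse 3546) and 6 to 9 between IL and CL in Ctrl.

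For named genes without single libraries, 482 of 517 values kept their direction and side of the threshold, 20 were weaker, 10 stronger and 5 reversed. The reversals were of *Clec7a* in CL (from -0.16 to 0.67), *Lpl* in CL (from -0.47 to 0.47), *Igf1* in CL (from -0.56 to 0.28) and *Mrc1* in IL (from -0.57 to 0.19), none of them called. Under the other alternatives 678 of 698 values kept both, 3 were weaker, 17 stronger and 0 reversed. For gene lists without single libraries, 280 of 330 medians kept both, 6 were weaker, 10 stronger and 34 reversed. In IL the reversed medians went from -0.17 to 0.0728 (pro-inflammatory), -0.29 to 0.00629 (joint restorative list), -0.00116 to 0.19 (homeostatic microglia), -0.11 to 0.28 (infiltrating monocyte), -0.67 to 0.23 (neutrophil), -0.16 to 0.37 (T and NK cell), -0.11 to 0.16 (oligodendrocyte), -0.16 to 0.0846 (neuron), -0.0463 to 0.21 (astrocyte) and -0.26 to 0.15 (endothelial). In CL they went from -0.14 to 0.28 (joint restorative list), -0.19 to 0.62 (interferon response), -0.13 to 0.0829 (homeostatic microglia) and -0.27 to 0.00114 (B cell), and between IL and CL in Ctrl from -0.16 to 0.0537 (neuron) and -0.18 to 0.24 (astrocyte). Under the other alternatives 80 of 105 list results kept both, 22 were weaker, 3 stronger and 0 reversed.

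With 4 against 3 libraries, 64.6% of the 2-fold changes in simulated data were recovered in IL and 65.7% in CL, which limits what a gene without a call says.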

Differences from the paper's values

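None of the values that the paper states in its text for these libraries differs from the value here by more than 1.5 times. The paper's counts of 123 DEGs in IL (56 higher, 67 lower) and 178 in CL stand against 111 (60 higher, 51 lower) and 145, and its 20-fold decrease of *Ldhb* against 20.6-fold in IL and 20.3-fold in CL. The balance of directions in IL turned with the genes tested, with 41 of 84 calls higher among the genes of the authors' tables. Its Venn diagram (Fig. 4c) gives 89 genes in both hemispheres, 34 in IL only and 89 in CL only, against 67, 44 and 78, and its 40 M reads per library stand against a median of 34.2 M assigned to genes. The 53 group means that could be read by eye from the paper's scatter plots are all within 1.5 times of the means here, the largest ratio being 1.21.

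The paper states that *Psen2*, *Igsf8* and *S1pr1* were significantly lower in cKO IL. Here their log2 fold changes were -0.77, -0.44 and -0.60, and limma with Benjamini-Hochberg adjustment gave adjusted p values of 0.132 (0.0324 to 0.503 over the alternatives), 0.250 (0.0728 to 0.661) and 0.180 (0.0512 to 0.641). The fit of all 14 libraries with the mouse as a random effect and the fit without the IL library of Ctrl mouse 3546 called *Psen2*, and no setting called *Igsf8* or *S1pr1*. The FDR in the authors' table is 0.0397 for *Psen2*, 0.0206 for *Igsf8* and 0.0329 for *S1pr1*. The paper also reports qRT-PCR of these genes, and of *Ifi206*, in CD11b+ cells after TBI. Those measurements did not enter here, so the adjusted p values concern the RNA-seq alone.

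The paper states that *B4galnt1* was higher in cKO IL and marks *Cd40* as higher in Fig. 4d. The log2 fold changes here were 0.67 and 1.21, with limma adjusted p values of 0.0519 (0.0215 to 0.309) and 0.103 (0.0396 to 0.408), against the authors' FDR of 0.0420 and 0.0277. *B4galnt1* was called with upper-quartile scaling, without the IL library of Ctrl mouse 3546, and with the deposited CPM or median-ratio scaling, the last pair being chosen after seeing the data. *Cd40* was called with the mouse as a random effect and without the IL library of Ctrl mouse 3546.

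The paper states that *Napepld*, *Vcam1* and *Rnd1* were lower in cKO CL. The log2 fold changes here were -0.68, -1.54 and -1.03, with limma adjusted p values of 0.220 (0.0673 to 0.730), 0.0691 (0.0142 to 0.258) and 0.103 (0.0328 to 0.409), against the authors' FDR of 0.0266, 0.0147 and 0.0376. No setting called *Napepld*. All 14 libraries in a single fit, with and without the mouse as a random effect, called *Vcam1* and *Rnd1*, and the fit without the CL library of Ctrl mouse 3551 called *Vcam1*.

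The paper states that *Psen2*, *Ifi206*, *Ifi207* and *Igsf8* were triggered by TBI in the Ctrl cells. *Psen2* and *Ifi207* were called between IL and CL in Ctrl. *Ifi206* and *Igsf8*, with log2 fold changes of 1.16 and 0.45, were not, with limma adjusted p values of 0.136 (0.00410 to 0.321) and 0.0996 (0.00966 to 0.310). The mouse as a block called both, and upper-quartile scaling and all 14 libraries in a single fit called *Igsf8*, as did the deposited CPM and median-ratio scaling, which were chosen after seeing the data.

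The paper states that *Hif1a* and *Slc2a5* were significantly elevated. Here they were higher in the cKO in both hemispheres but called in neither under any setting, with limma adjusted p values of 0.638 (0.415 to 1.00) and 0.669 (0.0951 to 1.00) in IL and 0.651 (0.393 to 0.959) and 0.737 (0.237 to 0.970) in CL. The authors' own tables give an FDR of 0.564 and 0.801 in IL and 0.412 and 0.699 in CL. The paper's statement concerns pathways that it compared in naïve brains as well. Libraries of naïve mice did not enter here, so the statement is not tested for them.

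The paper describes a clear separation of the CL and IL hemispheres of both genotypes by unsupervised clustering. The 4 groups formed the 4 clusters with the genes called between the genotypes, and did not with all genes (adjusted Rand index 0.347) or the 500 genes of highest variance (0.631). The hemispheres were kept apart, as no cluster of these last trees held both CL and IL libraries. With the 500 genes, the first division parted all IL from all CL libraries, and the 4 clusters also kept the genotypes apart among the CL libraries. With all genes, it set apart only the IL library of Ctrl mouse 3546.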

Other observations

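The tests of near-identical copies in this part were chosen after the results were seen, as were the choice of pseudogenes as copies, the window of 2 Mb and the definition of related genes, which followed a look at the positions of the called genes.

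The differences between cKO and Ctrl are not those of a random grouping of the mice. Only the real split gave as many calls as were found, of 35 splits in the IL hemispheres (the others at most 3 calls) and of 35 in the CL hemispheres (the others at most 2). For the 67 genes called in both hemispheres, only the real assignment of the 35 assignments of mice did, the others giving at most 1. In these assignments mice 784 and 788, with 1 library each, always share a group, which the group sizes require. Regrouping the mice cannot rule out a batch or cohort that goes with the genotype, and the labels give none. The Ctrl mice carry numbers from 3541 to 3551. Of the cKO mice, 3592 has a number near these, whereas 784, 788 and 791 do not. Whether the numbers mark cohorts is not known.

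The genes called alike in both hemispheres lie close together on the chromosomes. Of these 67 genes, 23 had another of them within 2 Mb, against a mean of 10.8 and a maximum of 28 in 10000 random sets of genes of like expression (permutation p = 0.00400, adjusted over 3 tests 0.0120). Of as many genes called between IL and CL in Ctrl, 10 had such a neighbour, with a random mean of 11.2 (permutation p = 0.663). A region of another strain background carried along by breeding may give such a pattern, and the test could have come out otherwise, but the libraries hold no genotype of the strain. Clusters of related genes that change together cannot be told apart from it. Without 15 related genes, 13 of 52 genes still had a neighbour, against a random mean of 6.69 (permutation p = 0.0447, adjusted 0.0670), which is at the limit. Stretches with at least 4 genes called in either hemisphere, each within 2 Mb of the next, number 13 and hold 77 of the 188 called genes with coordinates (41.0%) among 614 of 17393 tested genes (3.53%). They were drawn from the called genes, so this share has no test. Chromosome 14 from 3.05 to 7.99 Mb holds 14 of them, chromosome 1 from 171 to 174 Mb holds 12, *Ifi206*, *Ifi207* and *Ifi202b* among them, and chromosome 3 holds 32 of the called genes among 885 tested, *S1pr1*, *Tpm3*, *Fcgr1*, *Gnb4* and *Fcrls* among them, against 1 of 1311 on chromosome 11. Within 10 Mb of *Cx3cr1*, whose locus carries the Cre, 1 of 148 genes was called, *Mobp*. By the paper both groups carry this Cre, so the count cannot test regions carried along with the floxed allele. The surroundings of the floxed *Nhe1* are not reported here. These genes and stretches were picked out after their values were seen. An effect of the deletion on these genes stays open and untested.

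Reads shared between near-identical copies may account for part of the calls. Of the genes called, 40 of 111 in IL and 50 of 145 in CL had a near-identical copy that was also tested, and for 4 and 13 genes a copy was called the other way. For *Tpm3* and *Tpm3-rs7*, the log2 ratio of their summed CPM between cKO and Ctrl was -0.0101 in IL and -0.0168 in CL, so the changes of both cancel, which fits reads assigned to the other copy. For *Capza1* and *Capza1-ps1*, which were called in opposite directions, it was -0.13 in IL (exact permutation p = 0.171), against -1.68 for *Capza1* alone. In CL it was -0.27 (exact permutation p = 0.0571, the smallest that 4 against 3 libraries allow), against -1.79 for *Capza1* alone. Every cKO sum in CL was thus below every Ctrl sum, so there the changes cancel less fully than for *Tpm3*. What would move reads between copies, such as a variant of another strain, was not tested. For *Ldhb*, reads lost to its pseudogene are argued against, since the log2 ratio of the sum was -4.00 in IL and -3.97 in CL. For *Rpl29* and 38 pseudogene copies, a shift of reads cannot be told apart from a change of the copies. The sum had a log2 ratio of -0.47 in IL, between -2.19 for *Rpl29* and 1.03 for the copies. In CL the sum had a ratio of -0.70, where the copies changed by 0.57. The exact permutation p was 0.457 in IL and 0.114 in CL. *Rpl29* itself varied widely within the IL groups, so its ratio depends on single libraries. It was at 1.42 and 1.49 CPM in cKO mice 784 and 791, but at 35.0 CPM in cKO mouse 3592. Ctrl mouse 3546 was at 11.2 CPM, against 69.2 to 78.1 CPM in the other Ctrl IL libraries.

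Lists of genes that mark other cell types were tested between cKO and Ctrl. In CL, camera called neutrophil genes (median log2 fold change -1.45, 9 of 10 lower, adjusted p = 0.00196), T and NK cell genes (-0.88, 4 of 4 tested lower, adjusted p = 0.00248), oligodendrocyte genes (-0.68, 7 of 7 tested lower, adjusted p = 0.000336) and endothelial genes (-0.80, 7 of 7 lower, adjusted p = 0.00376), and fry and an estimated correlation called none of them. Without the CL library of Ctrl mouse 3546 neither the neutrophil nor the T and NK cell genes were called (camera adjusted p = 0.0547 for both), and without that of cKO mouse 3592 the T and NK cell genes were not called either (0.304). The neutrophil, oligodendrocyte and endothelial genes include ones above 1 CPM in Ctrl CL, 10 of 10, 7 of 8 and 7 of 7, but of the T and NK cell genes only 4 of 9. The other lists of cell types were not called in CL with all libraries, with medians of -0.44 (infiltrating monocyte, camera adjusted p = 0.206), -0.12 (B cell, 0.420), 0.29 (neuron, 0.350), -0.14 (astrocyte, 0.487) and 0.23 (sex, 0.0565). Camera called the infiltrating monocyte genes lower in cKO CL without the CL library of Ctrl mouse 3551 (-0.69, 0.0237) or cKO mouse 3592 (-0.67, 0.000860), and the sex genes higher without that of Ctrl mouse 3545 (0.25, 0.0366). In IL none was called, with medians of 0.06 (infiltrating monocyte, 0.911), -0.26 (neutrophil, 0.779), 0.12 (T and NK cell, 0.779), 0.13 (B cell, 0.779), 0.07 (oligodendrocyte, 0.911), -0.08 (neuron, 0.785), 0.00 (astrocyte, 0.779), -0.01 (endothelial, 0.779) and 0.12 (sex, 0.779).

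Between IL and CL in Ctrl, camera called 7 lists. The medians were 0.73 for the joint list of restorative, anti-inflammatory and myelination-related genes (adjusted p = 0.00122), 1.19 for interferon response (1.51e-06, all 15 higher), -1.02 for homeostatic microglia (2.45e-08, all 10 lower), 0.78 for disease-associated microglia (0.000137), 0.42 for infiltrating monocyte (0.0113), -2.65 for neutrophil (0.000368) and -1.06 for T and NK cell genes (0.00293). The calls of interferon response and neutrophil genes did not hold under fry, and none held under an estimated correlation. The infiltrating monocyte genes were not called without the CL library of Ctrl mouse 3551 (adjusted p = 0.0794) or with the mouse as a block (0.0610). Dissociation response and oligodendrocyte genes, which camera did not call, were called with the mouse as a block (0.0211 and 0.0267), and fry also called the former (0.0340). Without the CL library of Ctrl mouse 3545 camera called dissociation response (0.0261) and B cell genes (0.0479), and without that of Ctrl mouse 3541 oligodendrocyte genes (0.0186). The lists not called by camera with all libraries and no block were pro-inflammatory (0.37, 0.103), dissociation response (-0.36, 0.0774), B cell (-0.26, 0.150), oligodendrocyte (-0.36, 0.0774), neuron (-0.09, 0.925), astrocyte (0.06, 0.925, where camera gave the direction lower), endothelial (-0.45, 0.729) and sex genes (-0.16, 0.410).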
